# Molecular gradients shape synaptic specificity of a visuomotor transformation

**DOI:** 10.1038/s41586-025-09037-4

**Published:** 2025-06-04

**Authors:** Mark Dombrovski, Yixin Zang, Giovanni Frighetto, Andrea Vaccari, HyoJong Jang, Parmis S. Mirshahidi, Fangming Xie, Piero Sanfilippo, Bryce W. Hina, Aadil Rehan, Roni H. Hussein, Pegah S. Mirshahidi, Catherine Lee, Aileen Morris, Mark A. Frye, Catherine R. von Reyn, Yerbol Z. Kurmangaliyev, Gwyneth M. Card, S. Lawrence Zipursky

**Keywords:** Neuronal development, Neural circuits, Molecular neuroscience

## Abstract

How does the brain convert visual input into specific motor actions^1,2^? In *Drosophila*, visual projection neurons (VPNs)^3,4^ perform this visuomotor transformation by converting retinal positional information into synapse number in the brain^5^. The molecular basis of this phenomenon remains unknown. We addressed this issue in LPLC2 (ref. ^6^), a VPN type that detects looming motion and preferentially drives escape behaviour to stimuli approaching from the dorsal visual field with progressively weaker responses ventrally. This correlates with a dorsoventral gradient of synaptic inputs into and outputs from LPLC2. Here we report that LPLC2 neurons sampling different regions of visual space exhibit graded expression of cell recognition molecules matching these synaptic gradients. Dpr13 shapes LPLC2 outputs by binding DIP-ε in premotor descending neurons mediating escape. Beat-VI shapes LPLC2 inputs by binding Side-II in upstream motion-detecting neurons. Gain-of-function and loss-of-function experiments show that these molecular gradients act instructively to determine synapse number. These patterns, in turn, fine-tune the perception of the stimulus and drive the behavioural response. Similar transcriptomic variation within neuronal types is observed in the vertebrate brain^7^ and may shape synapse number via gradients of cell recognition molecules acting through both genetically hard-wired programs and experience.

## Abstract (web summary)

Gradients of cell recognition molecules wire a sensorimotor interface in *Drosophila.*

## Main

Animals rely on visuomotor transformations to convert object locations in eye coordinates into directional movements^8^. The brain regions and neural circuits regulating this transformation in both vertebrates^9,10^ and invertebrates^11^ have been characterized. The precise neuronal connectivity underlying learned^12,13^ and innate visuomotor^14^ tasks is shaped by genetically hardwired mechanisms, experience or both.

In flies, visuomotor transformation occurs between VPNs and descending neurons^15,16^ (Fig. 1a). VPNs include lobula columnar (LC) and lobula plate/lobula columnar (LPLC) neurons^4^ comprising approximately 30 cell types with 20–200 cells of each type per hemibrain^3,4^. For simplicity, we refer to these collectively as VPNs. The dendrites of each VPN type span 20–40° of visual space, forming a retinotopic feature-detecting map^17,18^ in the optic lobe. Their axons converge and terminate within VPN-type-specific optic glomeruli in the central brain, where they synapse onto the dendrites of descending neurons and other neurons (Fig. 1a). Most VPN types lose axonal retinotopy^4,5^, meaning spatially organized visual inputs onto VPN dendrites do not translate to ordered axonal projections.

**Fig. 1:**
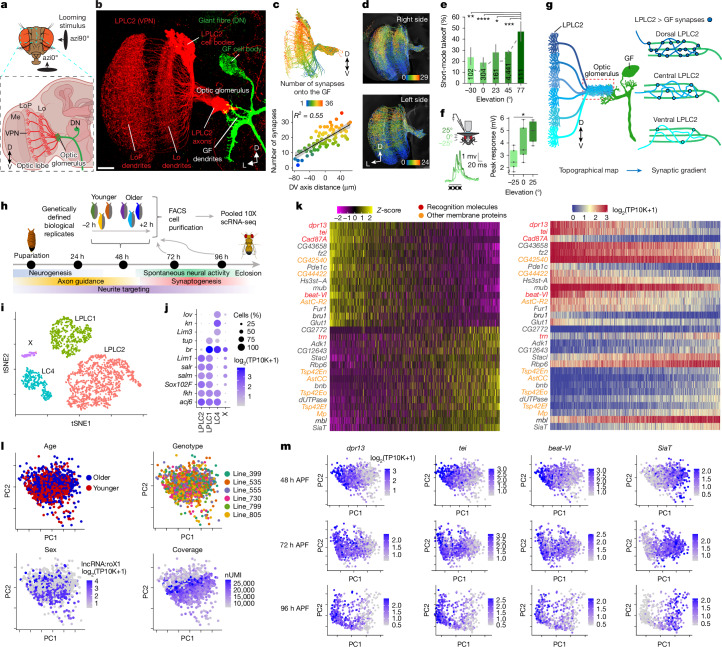
Molecular gradients correlate with synaptic gradients and behaviour. **a**, VPN dendrites cover the lobula (Lo) and LoP, and axons converge on optic glomeruli innervated by descending neurons (DNs). *n* = 12 brains. D, dorsal; V, ventral. The illustration of the brain was created using BioRender (https://biorender.com). **b**, Confocal projection of LPLC2 and the giant fibre (GF). *n*, individual brains. Scale bar, 20 μm. L, lateral. **c**, Connectomic reconstructions of LPLC2 neurons (‘hemibrain’^21^), coloured by LPLC2–GF synapse count (top), and linear regression of synapse number versus dorsoventral (DV) axis (bottom). The dots indicate individual neurons, and the error bands denote ±95% confidence intervals. The bottom panel was adapted from ref. ^5^, Springer Nature. **d**, Same as panel **c** (top), using FlyWire^22,23^. **e**, GF-mediated short-mode takeoffs in response to lateral (90°) looms at various elevations. The error bars denote ±95% confidence intervals. Numbers indicate total takeoffs (one per animal). Chi-squared test (*P* = 8.351 × 10^−7^) with post-hoc Bonferroni correction for multiple comparisons, **P = 0.0066 (−30° versus 77°), ****P < 0.0001 (0° versus 77°), *P = 0.0215 (23° versus 77°) and ***P = 0.000399 (45° versus 77°). **f**, GF response to looming at different elevations (left), and pooled peak GF responses across five trials (right). Dots denote individual flies (*n* = 5 biologically independent animals). The boxes denote quartiles, and the whiskers indicate 1.5× interquartile range. Repeated measures analysis of variance (rANOVA; *P* = 0.0048) with Sidak-adjusted post-hoc test, *P = 0.0385 (−25° versus 25°). **g**, Retinotopic maps transform into synaptic gradients between LPLC2 and GF without axonal retinotopy. **h**, Single-cell RNA sequencing (scRNA-seq) experimental design. The illustrations of the fly and pupa were adapted from ref. ^12^, Wiley Periodicals. **i**,**j**, tSNE plots of the 48 h APF dataset (**i**) with LPLC2, LPLC1 and LC4 annotated by marker gene expression (**j**). TP10K, transcripts per 10,000; X, unknown cell type. **k**, Heatmaps of the top 30 PC1 genes (15% variance explained) in LPLC2 at 48 h APF. Scaled expression levels (left), and log-normalized expression (right) are shown. **l**, LPLC2 neuron distributions along PC1–PC2 at 48 h APF, coloured by age, genotype, sex and coverage. lncRNA, long non-coding RNA; nUMI, number of unique molecular identifiers. **m**, PCA plots of LPLC2 neurons at 48 h APF, 72 h APF and 96 h APF, showing temporal expression changes in select genes from panel **k**. Source data

We recently demonstrated that the transformation from visual input to motor output in VPN–descending neuron circuits relies on synaptic gradients, which form in most cases independent of axonal retinotopy^5^. We define synaptic gradients as connectivity patterns where the number of synapses from a presynaptic population (for example, a VPN type) to postsynaptic targets (for example, descending neurons) varies topographically along the anteroposterior or dorsoventral axes of visual space. This synaptic organization underlies directional behavioural responses^5^. Although these gradients originate from retinotopically guided dendritic inputs, the resulting axonal synaptic connections often encode visual space in a non-spatial, abstract manner. The molecular mechanisms underlying this transformation remain unclear.

To uncover the molecular basis of synaptic gradients, we examined a VPN type called LPLC2 neurons, a population of approximately 100 cells per hemibrain. Each LPLC2 neuron acts as a local looming detector, responding to dark, radially expanding motion centred on its receptive field^6,17^. The axons of LPLC2 neurons transmit visual information to the giant fibre (GF), a descending neuron that triggers a rapid looming-evoked escape takeoff^19,20^ (Fig. 1b). Previously, our analysis of two electron microscopy-based connectomic reconstructions^21–23^ revealed that LPLC2 neurons form a dorsoventral synaptic gradient, with dorsal LPLC2 neurons making more synapses with the GF than ventral neurons (Fig. 1c,d). Here we show that flies respond more strongly to dorsal than ventral looming stimuli correlating with the synaptic gradient.

To investigate the molecular basis of this gradient, we combined single-cell RNA sequencing (scRNA-seq), spatial transcriptomics and genetics with morphological, behavioural and physiological studies. We identified two cell recognition molecules expressed in a gradient across the LPLC2 population. Dpr13 regulates a gradient of synaptic inputs to the GF, and Beat-VI controls a synaptic gradient onto the dendrites of LPLC2. We demonstrate that varying levels of these proteins in LPLC2 specify different numbers of synaptic inputs and outputs. This represents a new mechanism regulating synaptic specificity.

## LPLC2–GF synaptic gradient guides escape

To assess the function of the dorsoventral synaptic gradient between LPLC2 and the GF, we quantified escape responses to looming stimuli at different elevations. Flies take off in two modes: a faster short mode (featuring leg extension only, and taking the fly less than 7 ms to jump^24^) and a slower long mode (coordinated wing depression and leg extension^24^). Short-mode takeoffs are driven solely by the GF activation^20^. If LPLC2 neurons with more dorsal receptive fields form more synapses with the GF than ventral LPLC2 neurons, we predicted more short-mode takeoffs in response to higher-elevation stimuli. To test this hypothesis, we analysed thousands of previously collected^25^ high-speed videos of takeoffs elicited by looming stimuli at different elevations, and classified takeoffs by mode. The short-mode takeoff percentage increased as stimulus elevation changed from −30° to 77° (Fig. 1e and Extended Data Fig. 1a–c), as would be expected from higher engagement of the GF in response to more dorsal looming.

The GF receives direct visual input from only one other VPN type (LC4)^26^ in addition to LPLC2. LC4 neurons do not form a dorsoventral synaptic gradient with the GF^5^, suggesting the increase in GF-driven short-mode takeoffs at high elevations results directly from the LPLC2–GF synaptic gradient. We tested this by blocking synaptic transmission in LPLC2 and quantifying the looming responses in these flies (Extended Data Fig. 1f–h). Without LPLC2 input, the percentage of short-mode takeoffs did not change across elevations (Extended Data Fig. 1h), with the percentage of short-mode takeoffs greatly reduced at high (77°) elevations compared with control flies. To directly test whether LPLC2–GF connectivity biases GF activation, we performed in vivo whole-cell patch-clamp recordings in the GF during looming stimuli at three elevations. GF membrane depolarization was larger in response to dorsal than to ventral looming (Fig. 1f and Extended Data Fig. 1d,e). This provides direct evidence that the LPLC2–GF synaptic gradient generates a corresponding gradient of GF activation, ultimately shaping escape behaviour.

Electron microscopy reconstruction studies established that LPLC2 axons projections are not retinotopic (that is, intermingled) and yet form different numbers of synapses onto GF dendrites according to the location of the stimulus in the visual field to which they respond^4,5^ (Fig. 1g). We hypothesized that this pattern of synapses could be achieved through differential molecular recognition: individual LPLC2 neurons sampling different regions of visual space could express different levels of the same cell recognition molecule, which, in turn, would specify the number of synapses they form onto GF dendrites.

## Within-VPN-type molecular gradients

To investigate whether LPLC2 neurons exhibit molecular variation that correlates with the synaptic gradient, we examined the LPLC2 transcriptome at three developmental stages during and after synaptogenesis (48 h after puparium formation (APF), 72 h APF and 96 h APF; Fig. 1h). In addition to LPLC2, we profiled a related cell type, LPLC1, which forms synaptic gradients without axonal retinotopy with other descending neurons^5^, and LC4, a VPN type with axons arranged in a retinotopic manner^5^. 

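The transcriptomes came from single cells sorted from dissected optic lobes, in 1 library on 1 lane of a droplet instrument per time point, so that developmental stage and lane are the same split. The library of 48 h APF was sequenced with other read lengths than those of 72 and 96 h APF. Each cross combined a driver line for LPLC2, LPLC1 or LC4 with the third chromosome of 1 strain of the Drosophila Genetic Reference Panel (DGRP), and the authors assigned cells to crosses by demuxlet from the variants on that chromosome. Crosses are the biological replicates, 6 for each cell type and stage except for LC4 at 72 and 96 h APF, which has 4. The authors counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger against the FlyBase annotation and deposited the counts without normalization. They also deposited the cross, the number of UMIs, the percentage of mitochondrial UMIs and the annotated type of each cell. The deposited counts cover 17824 genes. The cells that the authors kept hold 50475870 UMIs at 48 h APF, 53123858 at 72 h APF and 18900544 at 96 h APF. Summed over the LPLC2 cells of a cross, counts ranged from 2210751 to 6256891 UMIs at 48 h APF, from 1874537 to 4990209 at 72 h APF and from 945301 to 1720657 at 96 h APF. The lowest sum of any cross was 253805 UMIs, in LPLC1 at 96 h APF.
Within each cell type and stage, counts were scaled to 10000 UMIs per cell and log-transformed, and the 500 most variable genes entered the principal component analysis, as in the paper's methods. For the tests, a position score along PC1 was made for each cell so that no gene was tested on a score that contained it. The loadings were learned from the cells of the other crosses, the genes were divided at random into 2 sets, and the genes of one set were tested on the score of the other set. For each cross, UMIs were summed over the third of its cells with the highest scores, called the high end here, and over the third with the lowest scores, called the low end. The sums were compared by edgeR's quasi-likelihood test with the cross as a block, TMM normalization and Benjamini-Hochberg adjustment over all genes tested in that type and stage. Genes with an adjusted p under 0.05 are called graded. Crosses with fewer than 10 cells at an end were left out, which removed 2 crosses of LC4 at 48 h APF and 1 cross of LPLC1 at 96 h APF. The sign of PC1 is arbitrary and was set so that dpr13 is higher at the high end of LPLC2, DIP-kappa (DIP-κ) at the high end of LPLC1, and the number of UMIs at the high end of LC4. Expression is given as UMIs of a gene per 10000 UMIs (TP10K) of a sum, as mean ± SD over crosses. Log2 fold changes compare the high end with the low end. Their standard errors (SE) are approximate, as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic.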

As neuronal transcriptomes are highly dynamic during development and are affected by genetic background^27^, we introduced internal controls at each time point to account for transcriptional heterogeneity driven by these factors.

We used genetic multiplexing to perform pooled single-cell profiling across biological replicates^27–29^ (including different genetic backgrounds and developmental stages; see Methods). Our dataset included approximately 600 high-quality single-cell transcriptomes per cell type and time point (Fig. 1i and Extended Data Fig. 2a,b). 

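The annotated cells numbered 1442, 994 and 474 for LPLC2 at 48, 72 and 96 h APF, 690, 646 and 218 for LPLC1, and 385, 604 and 221 for LC4, a mean of 630.4 cells per type and stage. A cross contributed between 119 and 364 LPLC2 cells at 48 h APF, between 87 and 248 at 72 h APF and between 55 and 109 at 96 h APF. For LPLC1 the range over crosses was 75 to 155 cells at 48 h APF, 74 to 154 at 72 h APF and 14 to 63 at 96 h APF. For LC4 it was 12 to 121 cells at 48 h APF over 6 crosses, and 66 to 253 and 42 to 66 at 72 and 96 h APF over 4 crosses. The median number of UMIs per cell in a cross lay between 16232 and 20633.5 in LPLC2, between 20751 and 22699 in LPLC1 and between 21773 and 30920.5 in LC4 at 48 h APF. A further 78, 125 and 126 cells of the final dataset at 48, 72 and 96 h APF carried a label outside these 3 types and entered none of the tests.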

We validated the identity of each VPN cell type (LPLC2, LPLC1 and LC4) using known marker genes^27^ (Fig. 1j and Extended Data Fig. 2a,b). This provided approximately 30-times higher per-cell-type coverage than existing single-cell atlases of the *Drosophila* optic lobes^27,30^.

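The transcription factor genes that the authors used for the annotation were compared between types without a test, because the types were defined by them. Expression of kn at 48 h APF reached 11.5 ± 2.41 TP10K (SD, n = 6 crosses) in LC4, against 0.0360 ± 0.0113 in LPLC2 and 0.0279 ± 0.00882 in LPLC1. The other LC4 markers, lov at 2.51 ± 0.666 TP10K and Lim3 at 1.71 ± 0.226 TP10K, stayed at or below 0.00752 TP10K on average in LPLC2 and LPLC1. Expression of br was 49.2 ± 2.78 TP10K in LPLC1, 32.8 ± 2.55 in LC4 and 0.269 ± 0.0325 in LPLC2. Expression of tup was 2.04 ± 0.122 TP10K in LPLC1, 0.507 ± 0.0715 in LC4 and 0.0111 ± 0.00398 in LPLC2. Lim1 was highest in LPLC2, with 9.19 ± 0.588 TP10K, followed by 4.00 ± 0.250 in LPLC1 and 0.105 ± 0.109 in LC4. Sox102F was at 7.64 ± 0.451 TP10K in LPLC2, 4.06 ± 0.351 in LPLC1 and 0.111 ± 0.0588 in LC4. In LC4, salm and salr were at 0.0608 ± 0.0647 and 0.0835 ± 0.0890 TP10K, below the 3.34 and 4.95 TP10K of LPLC2 and the 3.48 and 5.62 TP10K of LPLC1. All 3 types expressed acj6 (8.00 to 14.3 TP10K) and fkh (3.38 to 4.52 TP10K).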

To explore heterogeneity in gene expression across each VPN cell type, we performed principal component analysis (PCA) separately for each cell type and time point (Fig. 1k–m and Extended Data Figs. 2c–e and 3a,b). 

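In LPLC2 at 48 h APF, PC1 carried 14.8% of the summed variance of the first 50 components over all cells, and 15.6 ± 2.01% (SD, n = 6 crosses) when the share was computed within single crosses. The alternative that moved this share most was the total scaled variance of the 500 genes as denominator, with 5.83%. The position scores from the 2 gene sets, which have no gene in common, correlated across the cells of a cross with a Spearman rho of 0.945 ± 0.0120 (SD, n = 6; positive in 6 of 6 crosses; exact two-sided sign-flip permutation test, p = 0.03125, the smallest p that 6 crosses allow). On simulated data without a gradient this rho was 0.0493. Of 6027 genes tested, 1725 were graded, 798 of them higher and 927 lower at the high end of PC1. The fold change was 2-fold or more for 321 of them, 118 higher and 203 lower. With DESeq2's Wald test in place of edgeR's test, the alternative that moved the count most, 1093 genes were graded. The counts were also tested on simulated data of the same depth, in which the test recovered 86.8% of the 189 genes with a simulated gradient and called 9 genes without one.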

At 48 h APF, PC1 captured genes expressed in a graded manner across difference LPLC2 neurons (Fig. 1k). For example, the most differentially expressed gene was *dpr13*, encoding a cell recognition protein of the immunoglobulin superfamily (IgSF)^31^. 

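dpr13 (FBgn0034286) lies on chromosome arm 2R of the Release 6 assembly from 17975122 to 18007902, on the minus strand. Its expression in LPLC2 at 48 h APF was 2.21 ± 0.462 TP10K (SD, n = 6 crosses) at the low end of PC1 and 12.0 ± 1.30 at the high end. The log2 fold change was 2.45 (SE 0.06, adjusted p = 3.67e-21 from edgeR's quasi-likelihood test), with higher expression at the high end in 6 of 6 crosses. It had the largest PC1 loading of the 500 variable genes, 0.143, while by the size of its fold change it ranked 52. Over all LPLC2 cells the mean was 6.82 ± 0.804 TP10K at this stage.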

There was, however, no clear boundary separating neurons with high versus low *dpr13* expression levels. 

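The cells of each cross were ordered by the position score that leaves out the gene's own set and divided into 10 groups of equal size, from the lowest to the highest scores. dpr13 rose in 9 of 9 steps between neighbouring groups of the mean over crosses, from 0.949 ± 0.146 TP10K (SD, n = 6 crosses) in the lowest group to 16.5 ± 3.37 in the highest. The largest ratio between neighbouring groups was 1.89. SiaT fell in 9 of 9 steps, from 5.11 ± 0.798 to 0.83 ± 0.435 TP10K, and its largest ratio between neighbouring groups was 1.37.

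**Figure D1:**
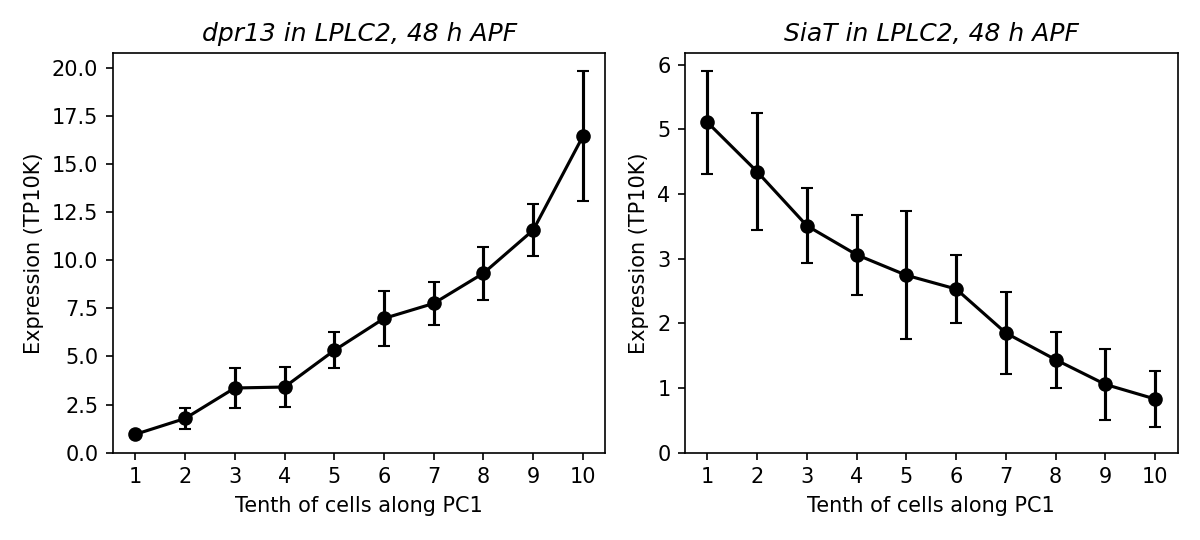
Expression of dpr13 and SiaT (TP10K) in LPLC2 at 48 h APF in 10 groups of cells ordered by position score, as mean and SD over 6 crosses. dpr13 rises from 0.949 to 16.5 TP10K and SiaT falls from 5.11 to 0.83 TP10K, both in 9 of 9 steps.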

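Among the genes graded in LPLC2 at 48 h APF, the immunoglobulin superfamily gene tei (FBgn0000633; 2R, 13623044 to 13749367) had a log2 fold change of 2.12 (SE 0.09, adjusted p = 2.00e-16 from edgeR's quasi-likelihood test), with 2.87 ± 0.955 TP10K at the low end and 12.1 ± 1.59 at the high end (SD, n = 6). For beat-VI (FBgn0039584; 3R, 28418208 to 28474814) the log2 fold change was 1.85 (SE 0.08, adjusted p = 2.43e-16), from 3.54 ± 0.781 to 12.6 ± 0.876 TP10K. The cadherin gene Cad87A (FBgn0037963; 3R, 11893512 to 11949129) rose from 0.144 ± 0.0711 to 2.56 ± 1.05 TP10K, a log2 fold change of 4.13 (SE 0.10). Expression of the leucine-rich-repeat gene trn (FBgn0010452; 3L, 13114271 to 13118077) was 4.98 ± 0.903 TP10K at the low end and 1.59 ± 0.605 at the high end, a log2 fold change of -1.63 (SE 0.10, adjusted p = 8.60e-13). dpr17 (FBgn0051361; 3R, 12094876 to 12111420) fell from 3.2 ± 0.707 to 1.46 ± 0.459 TP10K, a log2 fold change of -1.12 (SE 0.09, adjusted p = 2.49e-11). Each of these 5 genes changed in the same direction in 6 of 6 crosses. Among the loadings of the high side of PC1, tei ranked 2, Cad87A ranked 3 and beat-VI ranked 11. trn ranked 14 on the low side, and dpr17 was not among the 500 variable genes.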

Many of the most differentially expressed genes also encode cell recognition molecules: IgSF (for example, *tei*, *beat-VI* and *dpr17*), leucine-rich-repeat (for example, *trn*) and cadherin (for example, *Cad87A*) families^31,32^ (Fig. 1k).

To test whether the transcriptional heterogeneity within LPLC2 neurons reflects discrete subtypes or a continuous gradient, we artificially clustered neurons and shuffled gene expression in two ways: across all cells or only within artificial clusters (Extended Data Fig. 3c–g). 

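Each gene's values in LPLC2 at 48 h APF were shuffled 20 times among cells. When they were shuffled among the cells of the same cross, the share of variance on PC1 fell to 5.17 ± 0.0281% (SD, 20 shuffles), and when they were shuffled over all cells whatever their cross, an alternative chosen after the first values were seen, it fell to 2.35 ± 0.0145%.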

Shuffling across all cells disrupted the gradient, indicating that the observed variation arises from coordinated gene expression. Shuffling gene expression only within arbitrarily separated clusters of neurons introduced artificial gaps, showing that the original data do not naturally separate into discrete subtypes. Thus, the transcriptomic heterogeneity across LPLC2 neurons forms a continuous gradient.

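Continuity was measured as the ratio of the lowest density of cells on PC1 between the medians of 2 clusters to the lower of the densities at the medians, with a Gaussian kernel, so that a ratio of 1 means no dip between the clusters. The clusters came from k-means on the first 5 components. In LPLC2 at 48 h APF the deposited values gave a ratio of 1, over all cells and within each of 6 crosses. After shuffling within the clusters and crosses the ratio was 0.0348 ± 0.00356 (SD, 20 shuffles), and PC1 carried 16.2 ± 0.0332% of the variance. Shuffling within crosses but across clusters gave a ratio of 0.633 ± 0.0296, and shuffling over all cells gave 1. The number of clusters moved the ratio of the first shuffle most, to 0.124 with 3 clusters and 0.536 with 4.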

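The density ratio along PC1 at 48 h APF was also computed with 0.5 times the kernel bandwidth, under which the ratio of LPLC2 stayed at 1 over all cells and the lowest value of a single cross was 0.880. The same bandwidth gave 0.505 after shuffling within crosses and 0.00211 after shuffling within clusters and crosses. In the other cell types at this stage, a comparison chosen after the data were seen, the ratio over all cells was 0.939 in LPLC1 and 0.990 in LC4.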

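Covariates were compared with PC1 in LPLC2 within crosses, in a family of 9 tests per covariate over the 3 types and 3 stages. The Spearman rho of PC1 with the number of UMIs per cell was 0.120 ± 0.0679 (SD, n = 6 crosses) at 48 h APF, positive in 6 of 6 crosses (exact two-sided sign-flip permutation test, p = 0.03125, the smallest p that 6 crosses allow; Benjamini-Hochberg adjusted p = 0.141). At 72 h APF it was 0.214 ± 0.144, positive in 5 of 6 crosses (exact test, p = 0.0625, adjusted p = 0.1875), and at 96 h APF it was -0.0692 ± 0.122, positive in 2 of 6 crosses (exact test, p = 0.219, adjusted p = 0.281). Before adjustment 2 of the 9 tests had a p under 0.05, and after it none did, but with these numbers of crosses the adjustment can be passed only if 6 or more of the 9 tests have a p of 0.03125. The alternative that moved the values of 48 and 72 h APF most was chosen after the data were seen and keeps only the cells that pass the filter stated in the paper's methods. With it rho was 0.311 at 48 h APF and 0.377 at 72 h APF, positive in 6 of 6 crosses at both stages (exact test, adjusted p = 0.0938 for each), and -0.0498 at 96 h APF. For sex, the rho of PC1 with the male-specific transcript lncRNA:roX1 was 0.0371 ± 0.0740 at 48 h APF (exact test, p = 0.3125, adjusted p = 0.8125). For age, mean PC1 of the older crosses lay below that of the younger crosses at 48 h APF, with a difference of -0.253 SD of PC1 (exact two-sided permutation test of 3 against 3 crosses, p = 0.1, the smallest p that this design allows). For genetic background, differences between crosses held 1.66% of the variance of PC1 at 48 h APF, 1.85% at 72 h APF and 2.61% at 96 h APF.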

The distribution of neurons along PC1 also did not correlate with developmental age, sex, genetic background or mRNA coverage (Fig. 1l and Extended Data Figs. 2e and 3a,b), indicating that molecular heterogeneity had a different origin. 

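At the later stages of LPLC2, dpr13 was at 2.12 ± 0.346 TP10K at the low end and 6.32 ± 0.299 at the high end of PC1 at 72 h APF (SD, n = 6), a log2 fold change of 1.52 (SE 0.08, adjusted p = 3.09e-14 from edgeR's quasi-likelihood test), and the log2 fold change at 96 h APF was 2.31 (SE 0.11, adjusted p = 1.23e-18). The log2 fold change of beat-VI was 0.88 (SE 0.07) and 1.27 (SE 0.14) at 72 and 96 h APF, and that of tei 1.61 (SE 0.11) and 2.38 (SE 0.11). SiaT (FBgn0035050; 2R, 24691422 to 24694386) had log2 fold changes of -1.82 (SE 0.08), -1.99 (SE 0.07) and -3.92 (SE 0.17) at 48, 72 and 96 h APF. Each of these genes changed in the same direction in 6 of 6 crosses at every stage. Of the genes graded at 48 h APF, 1637 were tested at 72 h APF, where 1400 (85.5%) had the same sign, and 1476 were tested at 96 h APF, where 1239 (83.9%) had the same sign. Graded again with the same sign were 1123 and 969 genes, and graded with the opposite sign 101 and 102. The Spearman rho of the log2 fold changes with those at 48 h APF was 0.802 and 0.775 across genes, which are not independent replicates. The interaction of position and stage passed the threshold for 2362 of 6104 genes, dpr13, beat-VI, tei and SiaT among them. The size of their gradients along the PC1 of each stage thus differed between the libraries of the stages. Leaving out a cross moved these counts most, to 1174 and 998 genes with the same sign without the cross of DGRP-535 and to 2018 with an interaction without that of DGRP-730. PC1 was learned separately at each stage, and dpr13 and SiaT were not among its variable genes at 72 h APF. A change of this axis may therefore enter the differences in the size of gradients. Stage and lane change together and cannot be told apart, and read length changes with them between 48 h APF and the later stages only. PC1 carried 34.1% and 30.3% of the variance of the first 50 components at 72 and 96 h APF, and the number of graded genes was 2836 of 5524 and 2264 of 4381. The density ratio along PC1, for which 1 means no dip between 2 clusters, was 0.532 at 72 h APF and 0.660 at 96 h APF over all cells. Within single crosses the dip was shallower, with ratios of 0.642 to 0.935 at 72 h APF and 0.665 to 0.938 at 96 h APF.

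**Figure D2:**
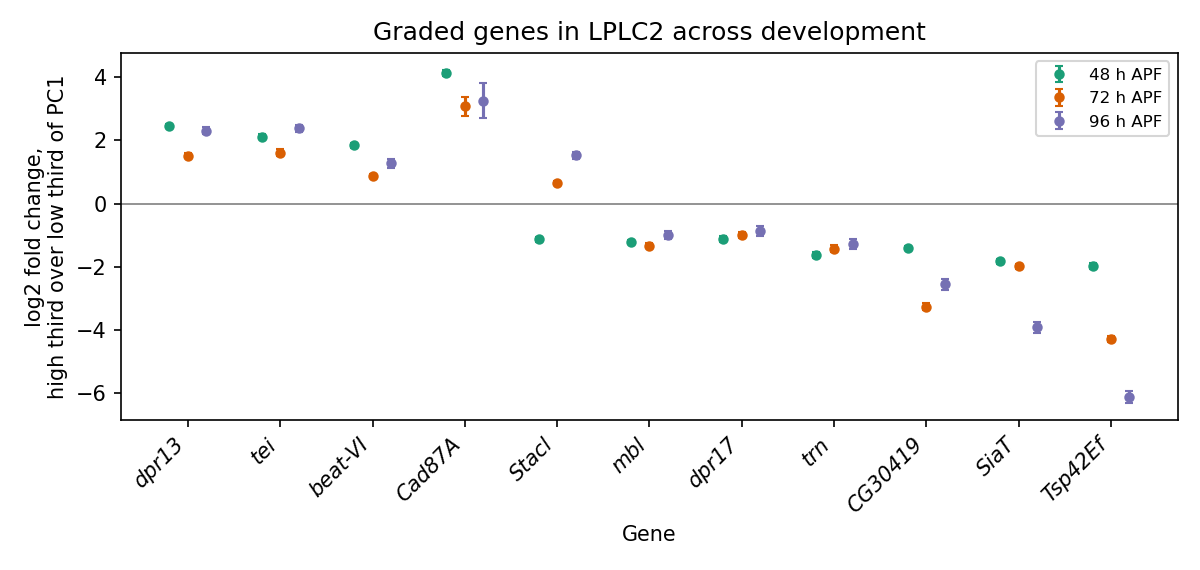
Log2 fold change between the high and the low end of PC1 in LPLC2 at 48, 72 and 96 h APF for 11 genes, with approximate SE derived from edgeR's F statistic over 6 crosses. dpr13, beat-VI and tei lie above 0 and SiaT below 0 at each stage, while Stacl changes sign.

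**Figure D3:**
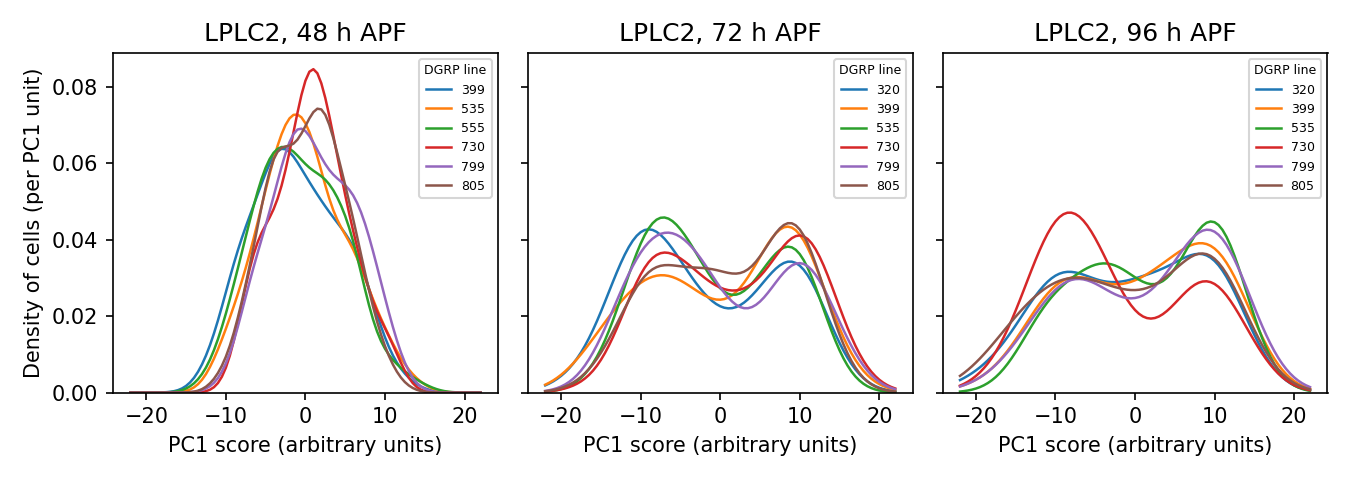
Density of LPLC2 cells along PC1 at 48, 72 and 96 h APF, with 1 line per cross. The density ratio between 2 clusters is 1 at 48 h APF, 0.532 at 72 h APF and 0.660 at 96 h APF over all cells. In single crosses it is 0.642 to 0.935 at 72 h APF and 0.665 to 0.938 at 96 h APF.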

The graded expression of the top differentially expressed genes associated with PC1 at 48 h APF (*dpr13*, *beat-VI* and *tei* (encoding IgSF molecules), as well as *SiaT* (encoding sialyltransferase)) persisted through development (Fig. 1m).

In LPLC1 neurons, PC1 also captured gradients of IgSF-encoding transcripts (for example, *DIP-κ*, *CG33543*, *dpr3* and *sdk*) that persisted through development (Extended Data Fig. 2c,d). 

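In LPLC1, PC1 carried 16.8%, 19.3% and 18.4% of the variance of the first 50 components at 48, 72 and 96 h APF. DIP-kappa (FBgn0051814; 2L, 13676860 to 13717320) rose from 0.215 ± 0.0438 TP10K at the low end to 9.79 ± 2.35 at the high end at 48 h APF (SD, n = 6), a log2 fold change of 5.51 (SE 0.11, adjusted p = 3.10e-21 from edgeR's quasi-likelihood test), and its log2 fold change was 5.68 (SE 0.13) at 72 h APF and 6.27 (SE 0.23) at 96 h APF. Those of CG33543 were 2.69, 2.66 and 2.47, and those of dpr3 4.61, 3.82 and 4.11 at the 3 stages. The log2 fold change of sdk was 3.73 (SE 0.13) at 48 h APF and 2.17 (SE 0.34) at 72 h APF, and at 96 h APF its counts were too low to be tested. All 4 genes were higher at the high end in every cross tested, 6 of 6 at 48 and 72 h APF and 5 of 5 at 96 h APF. Graded at 48 h APF were 1037 of 5125 genes, 268 of them by 2-fold or more. This count depends on 2 crosses, since 523 genes were graded without the cross of DGRP-399 and 473 without that of DGRP-799. Without the cross of DGRP-799 the log2 fold changes at 48 h APF were 4.24 for DIP-kappa, 3.69 for dpr3 and 2.66 for sdk, with the adjusted p of sdk at 0.000186 (edgeR). At 72 h APF, 1435 of 4805 genes were graded, and at 96 h APF 907 of 3067. Of the genes graded at 48 h APF, 823 of 960 (85.7%) had the same sign at 72 h APF and 597 of 754 (79.2%) at 96 h APF.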

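In LPLC1 the Spearman rho of PC1 with the number of UMIs per cell was 0.00484 ± 0.0656 at 48 h APF (SD, n = 6 crosses; positive in 3 of 6 crosses; exact two-sided sign-flip permutation test, p = 0.875), 0.0692 ± 0.187 at 72 h APF (4 of 6; exact test, p = 0.406) and -0.152 ± 0.180 at 96 h APF (1 of 6; exact test, p = 0.0938). The adjusted p over the 9 types and stages was 0.1875 or higher for each. For the cells that pass the filter stated in the methods, chosen after the data were seen, rho at 96 h APF was -0.226, negative in 6 of 6 crosses (exact test, p = 0.03125, adjusted p = 0.0938). The rho with lncRNA:roX1, a marker of male cells, was -0.0491 ± 0.125 at 48 h APF (exact test, p = 0.375). The difference in PC1 between older and younger crosses was 0.210 SD at 48 h APF (exact permutation test, p = 0.1, the smallest p for 3 against 3 crosses), 0.0425 SD at 72 h APF (exact test, p = 0.9) and 0.468 SD at 96 h APF (exact test, p = 0.1). Differences between crosses held 1.65%, 1.05% and 5.62% of the variance of PC1 at the 3 stages.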

Similar to LPLC2, molecular gradients in LPLC1 could not be explained by any of the confounding factors (Extended Data Figs. 2e and 3a,b). By contrast, PC1 in LC4 correlated with technical factors (for example, transcript count per neuron; Extended Data Figs. 2e and 3a,b), indicating that its molecular heterogeneity was not biologically relevant.

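In LC4 the Spearman rho of PC1 with the number of UMIs per cell was 0.228 ± 0.134 at 48 h APF (SD, n = 6 crosses; positive in 6 of 6 crosses; exact two-sided sign-flip permutation test, p = 0.03125, adjusted p = 0.141), 0.186 ± 0.0607 at 72 h APF and 0.668 ± 0.0787 at 96 h APF (each n = 4, positive in 4 of 4 crosses; exact test, p = 0.125, the smallest p that 4 crosses allow). The sign of rho follows the orientation of PC1, which was set by the number of UMIs in LC4 only, so types were compared by the size of rho in each cross. This was done by an exact two-sided permutation test of the crosses, chosen after the values were seen, with adjustment over 6 comparisons. At 96 h APF the mean size in LC4 exceeded that in LPLC2 by 0.555 and that in LPLC1 by 0.496 (exact test, adjusted p = 0.0143 for each, 4 against 6 crosses). The difference at 48 h APF was 0.107 from LPLC2 (exact test, adjusted p = 0.172) and 0.171 from LPLC1 (exact test, adjusted p = 0.0303). At 72 h APF it was -0.0331 from LPLC2 (exact test, adjusted p = 0.648) and 0.0539 from LPLC1 (exact test, adjusted p = 0.617). Among the cells that pass the filter stated in the methods, rho in LC4 was 0.0232, -0.00606 and 0.501 at the 3 stages. The rho with lncRNA:roX1 in LC4 at 48 h APF was -0.0813 ± 0.225 (exact test, p = 0.4375). From the correlation of PC1 with technical factors in LC4, the paper reasons that the heterogeneity of LC4 is not biologically relevant.

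**Figure D4:**
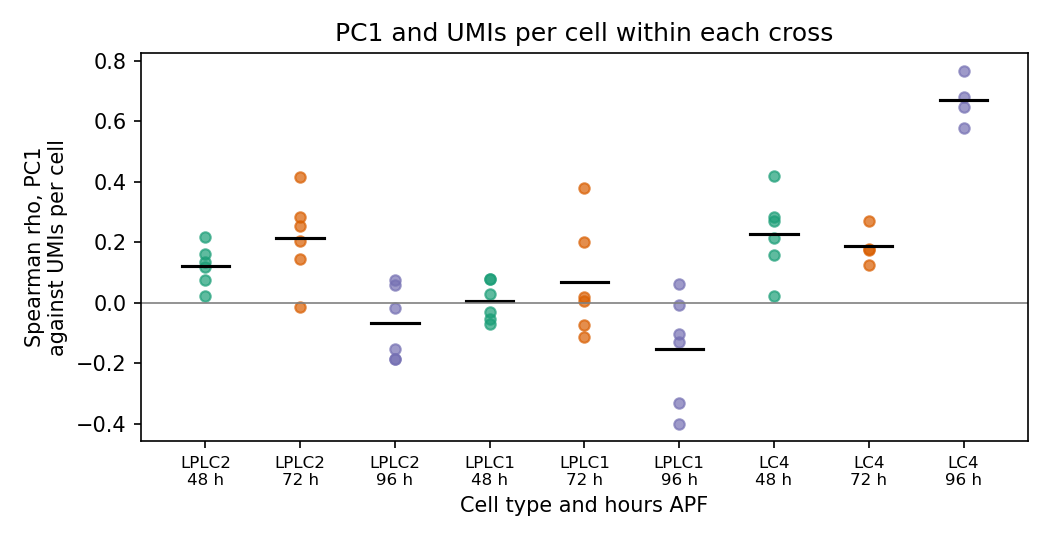
Spearman rho of PC1 with the number of UMIs per cell, 1 point per cross, for the 3 cell types at 48, 72 and 96 h APF, with bars at the mean. LC4 at 96 h APF has the highest mean, 0.668, and at 72 h APF the mean is 0.186 in LC4 and 0.214 in LPLC2.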

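The 3 cell types were compared along PC1 at each stage with the same tests. In LC4, 2619 of 4505 genes were graded at 48 h APF, 1583 of 5592 at 72 h APF and 1855 of 3723 at 96 h APF, with 4 crosses at each stage. Fold changes of 2-fold or more were found for 596, 148 and 755 of these genes, against 945 and 881 at 72 and 96 h APF in LPLC2 and 369 and 381 in LPLC1. The position scores of the 2 gene sets correlated with a rho of 0.900 ± 0.0598 (SD, n = 6 crosses), 0.903 ± 0.0117 (n = 4) and 0.949 ± 0.0156 (n = 4) in LC4 at the 3 stages, and with 0.955, 0.929 and 0.968 in LPLC1. On simulated data of the same depth without a gradient this rho was 0.381, 0.156 and 0.460 in LC4 and 0.0298, 0.203 and 0.380 in LPLC1. When the number of UMIs was regressed out of the position score, 83.0%, 85.9% and 69.5% of the genes graded in LC4 were still graded at 48, 72 and 96 h APF, against 97.0%, 95.8% and 95.6% in LPLC2 and 94.9%, 95.7% and 89.7% in LPLC1. The differences between types in these counts and percentages were not tested.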

In summary, we identified stable gradients of transcripts encoding recognition molecules in LPLC1 and LPLC2, but not in LC4, suggesting that molecular heterogeneity is a feature of VPNs forming synaptic gradients independent of axonal retinotopy^5^.

## Molecular and synaptic gradients match

To verify gene expression gradients in LPLC2 neurons, we used single-molecule hairpin chain reaction fluorescent in situ hybridization^33^ (HCR-FISH), an epansion-assisted light-sheet microscopy (ExLSM)^34^ to visualize and count transcripts within LPLC2 neurons (Fig. 2a). The cell bodies of adjacent LPLC2 neurons exhibited striking differences in transcript levels of *dpr13* and *SiaT*, the two most differentially expressed genes in the LPLC2 dataset (Fig. 2b,c). Similar patterns were observed for *beat-VI* and *dpr17* (Extended Data Fig. 4a–d).

**Fig. 2:**
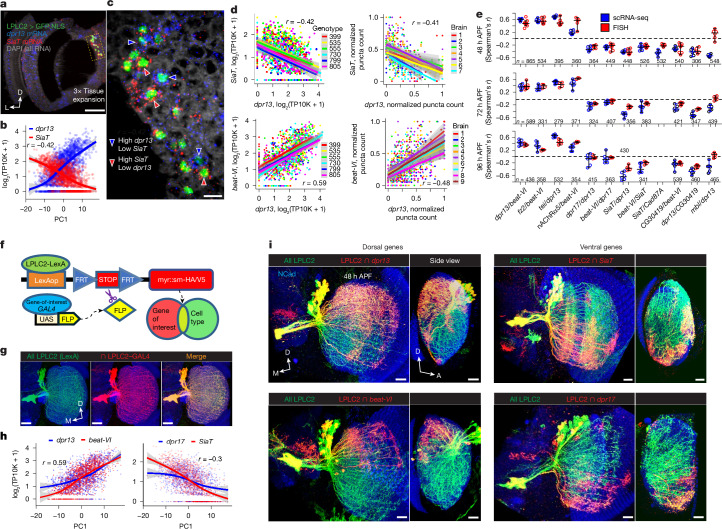
Gradients of recognition molecules align with synaptic gradients. **a**, Light-sheet projection of the *Drosophila* optic lobe showing LPLC2 nuclei and transcripts of *dpr13* and *SiaT*. *n* = 7 brains. Scale bar, 100 μm. **b**, Antiparallel expression of *dpr13* and *SiaT* across LPLC2 neurons (scRNA-seq; Fig. 1h–m). The smoothed lines indicate estimated mean expression trend. The error bands denote ±95% confidence intervals. *r*, Spearman’s rank correlation coefficient. **c**, Single 0.5-μm-thick slice from panel **a** (zoomed in region highlighted by the dashed rectangular box). The arrowheads denote individual LPLC2 neurons expressing markedly different levels of *dpr13* and *SiaT*. Scale bar, 10 μm. **d**, Comparison between scRNA-seq (left) and FISH (right) measuring correlation in expression for two pairs of graded genes: *dpr13–SiaT* (top) and *dpr13–beat-VI* (bottom) across LPLC2 neurons. The smoothed lines indicate linear regression fits, and the shaded bands denote ±95% confidence intervals. *r*, Spearman’s rank correlation coefficient (*r*_*s*_). **e**, Comparison of RNA-seq and HCR-FISH measuring correlation in expression for 12 pairs of genes at three developmental time points across LPLC2 neurons. Individual dots indicate *r*_*s*_ for each brain (FISH) and each genotype (scRNA-seq). The error bars denote means ± 95% confidence intervals. *n*, total neurons tested. **f**, Genetic approach to visualize a subset of neurons within a VPN cell type expressing a specific gene at a particular time point. **g**, Positive control for panel **f**. *n* = 5 brains (one side per animal tested). Scale bars, 20 μm. M, medial. **h**, Correlation between expression levels of *dpr13–beat-VI* and *dpr17–SiaT* (from scRNA-seq; Fig 1h–m), along PC1 across the LPLC2 population. **i**, Subsets of LPLC2 neurons expressing *dpr13*, *dpr17*, *beat-VI* and *SiaT*. *n*, number of brains (one side per animal tested); *n* = 11 for *dpr13*, *n* = 8 for *beat-VI*, *n* = 10 for *SiaT* and *n* = 7 for *dpr17*. Scale bars, 10 μm. A, anterior. For panels **a**–**d**,**h**–**I**, 48 h APF developmental time point. Data are from single experiments. Source data

We quantified differential gene expression inferred from HCR-FISH analysis using Flyseg^35^, an automated volumetric instance segmentation algorithm that we previously developed (see Methods). 

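Expression of gene pairs was compared across LPLC2 cells within each cross on log2(TP10K + 1). The Spearman rho of dpr13 and SiaT at 48 h APF was -0.424 ± 0.0393 (SD, n = 6 crosses), and that of dpr13 and beat-VI was 0.601 ± 0.0423. For each of these pairs the sign was the same in 6 of 6 crosses (exact two-sided sign-flip permutation test, p = 0.03125, the smallest p that 6 crosses allow; Benjamini-Hochberg adjusted p = 0.0332 over 34 tests of 12 pairs at up to 3 stages). Among the other pairs of Supplementary Table 2, rho was 0.687 ± 0.0327 for tei and dpr13, 0.555 ± 0.0769 for fz2 and beat-VI, and 0.188 ± 0.0735 for nAChRalpha5 and beat-VI. Negative coefficients were found for dpr17 and dpr13 (-0.324 ± 0.0732), beat-VI and dpr17 (-0.262 ± 0.0257), beat-VI and SiaT (-0.285 ± 0.0920), Cad87A and SiaT (-0.449 ± 0.0754), CG30419 and beat-VI (-0.311 ± 0.0613), and dpr13 and CG30419 (-0.448 ± 0.0939). The alternative that moved the coefficient of dpr13 and SiaT most was UMI counts without normalization, with -0.282. Genes with more UMIs per cell can reach larger coefficients, so the sizes of the coefficients are not compared between pairs.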

The results of scRNA-seq and HCR-FISH were similar for genes exhibiting antiparallel (for example, *dpr13* and *SiaT*; Fig. 2d, top) and parallel expression patterns (for example, *dpr13* and *beat-VI*; Fig. 2d, bottom). Most of these relationships remained consistent throughout development (Fig. 2e and Supplementary Table 2), supporting our findings from scRNA-seq data. 

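Of the 34 tests of gene pairs over the 3 stages, 32 passed the threshold with the same sign in every cross (exact sign-flip permutation test). The paper measured these pairs by HCR-FISH to check gradients found in these same single-cell data. Their correlations here are therefore no independent evidence for the gradients. The exceptions were dpr17 with dpr13 at 96 h APF, with a rho of -0.0556 ± 0.166 (SD, n = 6 crosses; positive in 2 of 6 crosses; exact test, p = 0.469, adjusted p = 0.483), and dpr17 with beat-VI at 96 h APF, with -0.0243 ± 0.139 (positive in 2 of 6 crosses; exact test, p = 0.719). At 72 h APF the coefficients of these pairs were -0.234 ± 0.0930 and -0.148 ± 0.0686. That of beat-VI with dpr17 at 72 h APF changed sign to 0.0650 with UMI counts without normalization. SiaT and dpr13 had a rho of -0.514 ± 0.0580 at 72 h APF and -0.611 ± 0.120 at 96 h APF. For beat-VI and dpr13 it was 0.372 ± 0.0803 and 0.450 ± 0.0818, and for tei and dpr13 0.508 ± 0.0459 and 0.671 ± 0.0496. The numbers of cells and UMIs differ between the libraries of the stages, and the differences between stages were not tested for these pairs.

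**Figure D5:**
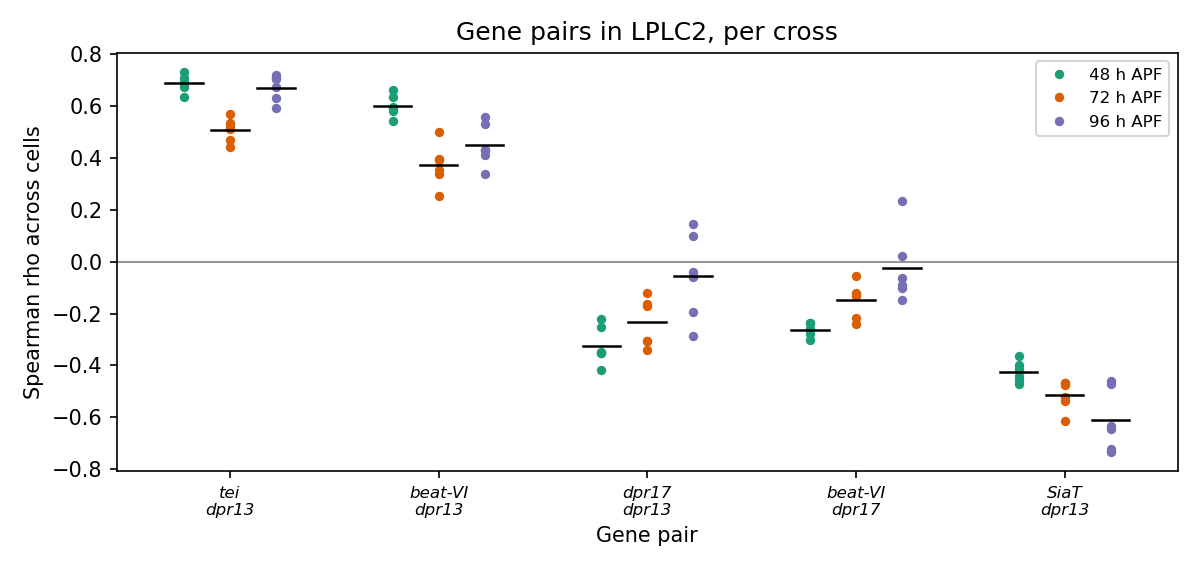
Spearman rho of tei, beat-VI, dpr17 and SiaT with dpr13, and of beat-VI with dpr17, at 48, 72 and 96 h APF in LPLC2, 1 point per cross. Other pairs measured at these stages are not drawn. The pairs of dpr17 with dpr13 and of dpr17 with beat-VI at 96 h APF have points on both sides of 0, and the other pairs drawn keep 1 sign in all 6 crosses at each stage.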

One exception was *muscleblind*(*mbl*); although this gene exhibited graded expression in scRNA-seq (Fig. 1k), it showed low, uniform expression in HCR-FISH. 

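In the single-cell data, mbl (FBgn0265487; 2R, 17216549 to 17379376) was at 18.2 ± 0.774 TP10K at the low end and 7.87 ± 1.17 at the high end of PC1 in LPLC2 at 48 h APF (SD, n = 6 crosses). Its log2 fold change was -1.21 (SE 0.06, adjusted p = 1.34e-14 from edgeR's quasi-likelihood test) at 48 h APF, -1.33 (SE 0.07) at 72 h APF and -0.99 (SE 0.12) at 96 h APF, lower at the high end in 6 of 6 crosses at each stage. Its loading ranked 2 on the low side of PC1 at 48 h APF. Over 10 groups of cells ordered by position score it fell from 20.1 ± 0.714 to 6.05 ± 0.599 TP10K, in 8 of 9 steps. The rho of mbl and dpr13 was -0.550 ± 0.0434 at 48 h APF, negative in 6 of 6 crosses.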

The reason for this discrepancy is unclear. In summary, most gene expression gradients across LPLC2 neurons from scRNA-seq data were confirmed by HCR-FISH.

We next investigated whether there was a correlation between the retinotopic position of LPLC2 dendrites and gene expression levels. As the cell bodies of the LPLC2 neurons were arranged in a salt-and-pepper manner (Fig. 2c), we used a genetic intersection strategy to visualize the expression of transcriptional reporters for different genes in LPLC2 neurons in dendrites in different topographical locations in the visual field (Fig. 2f,g). 

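In LPLC2 at 48 h APF the Spearman rho across cells within a cross was 0.504 ± 0.0577 (SD, n = 6 crosses) for dpr13 and Cad87A and 0.418 ± 0.0567 for beat-VI and Cad87A. Both were positive in 6 of 6 crosses (exact two-sided sign-flip permutation test, p = 0.03125, adjusted p = 0.03125 over 3 pairs). Cad87A rose in 8 of 9 steps between neighbouring groups of the 10 ordered by position score, from 0.124 ± 0.0935 to 3.87 ± 1.46 TP10K. Its expression was lower at the later stages, with 0.261 ± 0.0849 TP10K at the high end of PC1 at 72 h APF and 0.293 ± 0.109 at 96 h APF.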

Genes encoding recognition molecules *dpr13*, *beat-VI* and *Cad87A*, which showed correlated expression in scRNA-seq (Fig. 1k), were predominantly expressed by LPLC2 neurons with dendrites in the dorsal region of the lobula at 48 h APF (Fig. 2h,i and Extended Data Fig. 5a,b). Conversely, the expression of *SiaT*, *dpr17*, *CG03419*, *Tsp42Ef* and *stacl* was limited to the ventral region at the same developmental stage (Fig. 2h,i and Extended Data Fig. 5c,d). 

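In the single-cell data of LPLC2 at 48 h APF, SiaT was at 4.16 ± 0.677 TP10K at the low end and 1.18 ± 0.427 at the high end of PC1 (SD, n = 6 crosses). Its Spearman rho with dpr17 across cells within a cross was 0.294 ± 0.113, positive in 6 of 6 crosses (exact two-sided sign-flip permutation test, p = 0.03125). The cross of DGRP-799 had the highest coefficient, 0.511, and without it the mean was 0.251. CG30419 (FBgn0050419) fell from 7.20 ± 0.577 to 2.69 ± 0.254 TP10K, a log2 fold change of -1.41 (SE 0.06, adjusted p = 7.49e-16 from edgeR's quasi-likelihood test). Tsp42Ef (FBgn0033127) fell from 1.40 ± 0.296 to 0.352 ± 0.0323 TP10K, a log2 fold change of -1.97 (SE 0.10, adjusted p = 2.36e-14), and Stacl (FBgn0263980) from 8.76 ± 1.19 to 4.04 ± 1.07 TP10K, a log2 fold change of -1.13 (SE 0.07, adjusted p = 2.00e-13). All 3 were lower at the high end in 6 of 6 crosses. At the later stages Stacl was higher at the high end in 6 of 6 crosses, with log2 fold changes of 0.65 (SE 0.07) at 72 h APF and 1.53 (SE 0.11) at 96 h APF.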

By combining reporter expression and HCR-FISH, we confirmed this heterogeneity, showing significantly higher *dpr13* and *beat-VI* transcript levels in dorsal LPLC2 neurons (Extended Data Fig. 4e,f). Heterogeneous expression of genes encoding recognition molecules in LPLC1 neurons had similar retinotopic correlates (Extended Data Fig. 5e,f), suggesting that such retinotopically biased expression gradients are a general feature of many VPN types.

To see whether these transcriptional gradients persist at the protein level, we used MIMIC-based protein traps^36^ generating GFP-tagged versions of two recognition proteins: Dpr13 and Beat-VI. This facilitated visualization of protein expression under their endogenous regulatory elements. Despite GFP accumulation in cell bodies (probably due to impaired trafficking), significant differences in GFP levels between dorsal and ventral LPLC2 neurons indicated that mRNA expression trends are maintained at the protein level (Extended Data Fig. 4i–l).

In summary, individual neurons of the same VPN type that sample different regions of visual space exhibit molecular heterogeneity. These neurons express gradients of recognition molecules that match the orientation of their synaptic gradients. Therefore, despite spatial intermingling, the axons retain distinct molecular identities. Next, we investigated the functional relevance of these molecular gradients.

## A Dpr13–DIP-ε gradient shapes escape

LPLC2 neurons express genes encoding IgSF recognition proteins in a dorsoventral gradient, with *dpr13* and *beat-VI* having higher expression levels in dorsal LPLC2 neurons and *dpr17* having higher expression levels in ventral neurons. We hypothesized that one or more of these molecular gradients could specify the gradient in synapse number between LPLC2 axons and GF dendrites (Extended Data Fig. 6a,b). If this were the case, the GF would need to express cell-surface proteins that bind to one or more of these three recognition molecules. This would allow the differential molecular expression in LPLC2 neurons to be converted into differential cell adhesion between individual LPLC2 neurons and the GF. Dpr proteins bind to DIP proteins, a related but different IgSF subfamily^31^. There are multiple paralogues of each, and interactions between them have been characterized^37^. Similarly, Beat proteins bind to Sides, which are also IgSF members^31,38^ (Fig. 3a). As a step towards testing our hypothesis, we assessed expression levels of genes encoding binding partners of Dpr13, Beat-VI and Dpr17 (DIP-ε, Side-II and DIP-γ, respectively) in the GF using HCR-FISH. *DIP-ε*, encoding a binding partner of Dpr13, was the only gene with strong expression in the GF during development (Fig. 3b,c).

**Fig. 3:**
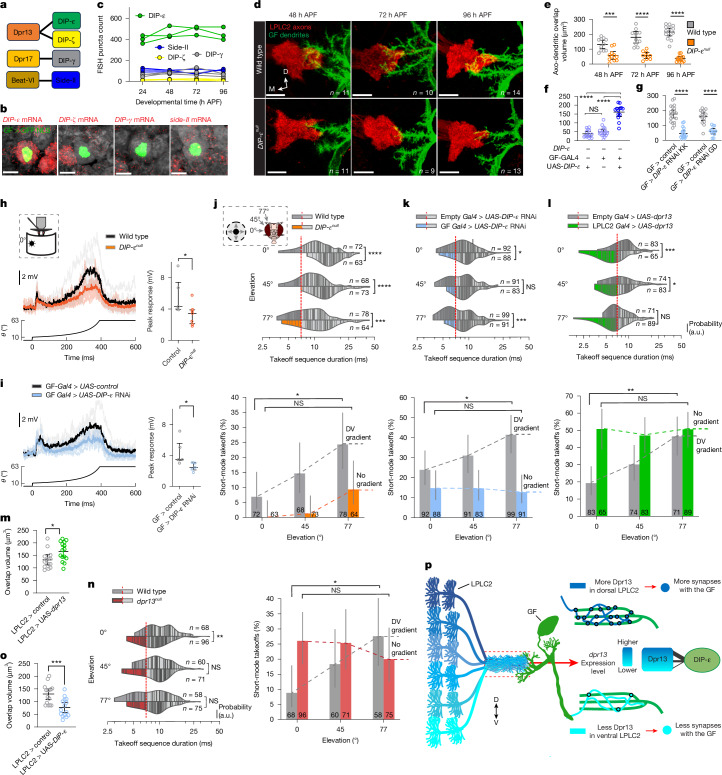
A gradient of DIP-ε–Dpr13 interactions controls a looming escape synaptic gradient. **a**, Molecular-binding partners of differentially expressed recognition molecules in LPLC2. **b**,**c**, Expression levels of candidate genes in the GF. Light-sheet projections of the GF nuclei (**b**), and quantification of their expression levels across development (**c**). The red puncta indicate candidate gene mRNA, and the circles denote individual GF neurons (one per animal; *n* = 3 neurons per gene). Scale bars, 10 μm. **d**, Confocal projections of colocalized LPLC2 axon terminals and the GF dendrites in wild-type and *DIP-ε*^*null*^ animals across development. *n*, brains (one side per animal); *n* = 11 and 11 for 48 h APF, *n* = 10 and 9 at 72 h APF, *n* = 14 and 13 at 96 h APF for wild type and *DIP-ε*^*null*^, respectively. Scale bars, 10 μm. **e**, LPLC2–GF axo-dendritic overlap in controls and *DIP-ε*^*null*^ across development. Unpaired *t*-test with Welch’s correction (two-sided). ***P = 0.000323 (48 h APF), ****P = 2.138 × 10^−5^ (72 h APF) and ****P = 3.344 × 10^−11^ (96 h APF). **f**, Same as panel **e** for DIP-ε rescue in the GF. One-way ANOVA (*F* = 63.753, *P* = 3.64 × 10^−13^) followed by Tukey’s (HSD) test for post-hoc pairwise comparisons. Not significant (NS) *P* = 0.588, ****P = 3.76 × 10^−12^ and ****P = 2.188 × 10^−11^. **g**, Same as panel **e** for controls and GF > *DIP-ε* RNAi animals. Unpaired *t*-test with Welch’s correction (two-sided). ****P = 1.347 × 10^−9^ and ****P = 7.587 × 10^−11^. **h**, Whole-cell patch-clamp recordings in the GF. GF responses to looming at *r*/*v* = 40 ms (left). Control (*n* = 5 flies) and *DIP-ε*^*null*^ (*n* = 7 flies) traces (individual and average) are overlayed. The looming stimulus profile over time is displayed below the GF responses. Quantification of expansion peak amplitudes from individual flies is also shown (right). *n*, biologically independent animals. The circles indicate mean values of two recordings per animal, and the error bars denote median and 25–75th percentiles. Mann–Whitney *U*-test *U* = 4, *P = 0.0303. **i**, Same as panel **h** for controls and GF > *DIP-ε* RNAi animals (*n* = 5 flies each). *U* = 2, *P = 0.03175. **j,** Violin plots of takeoff sequence durations for lateral stimuli at different elevations in wild-type and *DIP-ε*^*null*^ animals (top). The lines indicate single takeoffs. Short and long modes are separated by a red dashed line. *n*, total takeoffs. Mann–Whitney *U*-test, ****P = 2.763 × 10^−7^, ****P = 8.166 × 10^−9^ and ***P = 1.978 × 10^−4^. Short-mode takeoff percentages are also shown (bottom). The error bars denote mean ± 95% confidence intervals. The dashed lines indicate the wild-type DV gradient and its elimination *DIP-ε*^*null*^. Numbers refer to total takeoffs. Chi-squared test with post-hoc Bonferroni correction for multiple comparisons: *P = 0.0218 and NS *P* = 0.1149. **k**, Same as panel **j** for controls and GF > *DIP-ε* RNAi. *P = 0.031, NS *P* = 0.334 and ***P = 1.92 × 10^−4^ (top), and *P = 0.047 and NS *P* = 0.874 (bottom). **l**, Same as panel **j** for controls and LPLC2 > UAS-*dpr13*. ***P = 4.63 × 10^−4^, *P = 0.038 and NS *P* = 0.941 (top), and **P = 0.0018 and NS *P* = 0.8651 (bottom). **m**, Same as panel **e** for control animals, and LPLC2 > UAS-*dpr13* animals. Unpaired *t*-test with Welch’s correction (two-sided). *P = 0.022640. **n**, Same as panel **j** for wild type and *dpr13*^*null*^. **P = 0.0056, NS *P* = 0.4267 and NS *P* = 0.7714 (left), and *P = 0.0342 and NS *P* = 0.6221. a.u., arbitrary units. **o**, Same as panel **e** for control and LPLC2 > UAS-*DIP-ε* animals. Unpaired *t*-test with Welch’s correction (two-sided). ***P = 0.000503. **p**, The model shows that a DV gradient of Dpr13–DIP-ε interactions determines synapse number between individual LPLC2 neurons and the GF. Scale bars, 10 μm. In panels **e**–**g**,**m**–**o**, *n* values (images) and circles (plots) represent brains (one side per animal), and the error bars denote median ± 95% confidence intervals. Data are from single experiments. Source data

To determine whether DIP-ε regulates synaptic connections between LPLC2 axons and GF dendrites, we explored the interaction between them in DIP-ε-deficient flies. Animals with no DIP-ε (*DIP-ε*^*null*^ allele) displayed an approximately tenfold reduction in axo-dendritic overlap (Fig. 3d,e). Knockdown of *DIP-ε* specifically in the GF using two different RNA interference (RNAi) lines also significantly reduced this overlap (Fig. 3f and Extended Data Fig. 6c). Wild-type levels of overlap were restored in *DIP-ε*^*null*^ flies through targeted expression of *DIP-ε* in the GF (Fig. 3f and Extended Data Fig. 6d). Thus, DIP-ε promotes interaction between LPLC2 axons and GF dendrites.

To assess whether this effect was associated with a decrease in synapse number, we visualized presynaptic sites (marked with T-bar-associated endogenously tagged Bruchpilot (Brp) protein) in sparsely labelled LPLC2 neurons using a modification of the synaptic tagging with recombination (STaR)^39^ technique (Extended Data Fig. 7a,b). RNAi knockdown of *DIP-ε* in the GF led to a significant reduction in the number of LPLC2 T-bars contacting the GF dendrites (Extended Data Fig. 7c–f). Thus, DIP-ε is required in the GF to establish synaptic connectivity with LPLC2 axons.

If DIP-ε is required to form functional LPLC2–GF synapses, then we would expect loss of DIP-ε to reduce the GF responses and to disrupt short-mode takeoffs. We also anticipated that, if too few LPLC2–GF synapses formed to make a dorsoventral gradient, then the number of short-mode takeoffs would no longer increase with increasing elevation of the looming stimulus. To test these assumptions, we first performed whole-cell patch-clamp recordings in the GF while presenting looming stimuli to both *DIP-ε*^*null*^ and control flies. As predicted, we observed a reduction in the peak magnitude of the GF response in *DIP-ε*^*null*^ animals and in those expressing *DIP-ε*RNAi in the GF compared with controls (Fig. 3h,i and Extended Data Fig. 8). *DIP-ε*^*null*^ and DIP-ε-RNAi-expressing animals also had dramatically reduced short-mode takeoffs across all stimulus elevations and a smaller difference between 0° and 77° than controls (Fig. 3j,k and Extended Data Fig. 9a,b). These results support a role for DIP-ε in the GF in establishing graded synaptic connectivity with LPLC2 neurons.

We next tested the causal role of the Dpr13–DIP-ε gradient on takeoff behaviour. We did this in two ways. First, we sought to retain strong LPLC2–GF connectivity while altering the connectivity gradient. To do this, we increased the level of *dpr13* uniformly across the LPLC2 population (heretofore referred to as ‘overexpression’, that is, superimposed on the endogenous *dpr13* gradient). This disproportionately increased *dpr13* mRNA expression in ventral LPLC2 neurons (193% in ventral versus 39% in dorsal; Extended Data Fig. 4g). Compared with controls, animals overexpressing *dpr13* in LPLC2 exhibited a higher percentage of short-mode takeoffs (Fig. 3l and Extended Data Fig. 9c). This gain of function was most pronounced at lower (0°), decreased at medium (45°) and was absent at higher (77°) stimulus elevations, resulting in no significant change in short-mode escape frequency across elevations (that is, animals responded uniformly to dorsal and ventral looming stimuli). Thus, when the *dpr13* gradient was flattened, the dorsoventral gradient of short-mode takeoffs was eliminated (Fig. 3l). This manipulation also led to a modest increase in LPLC2–GF axo-dendritic overlap (Fig. 3m and Extended Data Fig. 6e). Our data support a causal relationship between the level of *dpr13* and the number and graded distribution of LPLC2 synapses onto the GF.

In a second series of experiments, we examined the consequences of removing Dpr13. *dpr13*^*null*^ flies showed no reduction in the overlap between LPLC2 axons and GF dendrites or the number of LPLC2 T-bars contacting the GF dendrites (Fig. 3m and Extended Data Figs. 6f,g and 7c–f). This may be due to redundancy, as LPLC2 neurons also express four other Dprs that bind to DIP-ε (*dpr14*, *dpr18*, *dpr19* and *dpr20*; Extended Data Fig. 6h,i). To test this, we ectopically expressed *DIP-ε* in LPLC2, promoting *cis*-interactions that block *trans*-interactions with the GF (an effect observed for other DIP–Dpr pairs^40,41^). This manipulation reduced LPLC2–GF overlap (Fig. 3o and Extended Data Fig. 6k,l), mimicking the phenotype of DIP-ε removal from the GF.

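The expression of dpr14 in LPLC2 at 48 h APF was 4.18 ± 0.170 TP10K (SD, n = 6 crosses), that of dpr18 0.514 ± 0.0158, that of dpr19 1.30 ± 0.0478 and that of dpr20 2.65 ± 0.479. DIP-kappa, a gene graded in LPLC1 and outside this group, was at 0.0636 ± 0.00722 TP10K in the same LPLC2 cells. dpr14 lies on the X chromosome from 7903704 to 7908286, dpr18 on the X chromosome from 16063738 to 16070304, dpr19 on 2L from 10376168 to 10379905 and dpr20 on 3L from 852720 to 857248. In LPLC1 at 48 h APF the means of dpr14, dpr18, dpr19 and dpr20 were 4.49, 1.11, 1.44 and 0.669 TP10K, and in LC4 3.69, 1.17, 1.14 and 1.52 TP10K.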

Of the Dpr paralogues that bind to DIP-ε, only Dpr13 is expressed in a graded manner (Extended Data Fig. 6j). 

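The test along PC1 that was used for dpr13 was applied to the other 4 paralogues in LPLC2. dpr20 was graded at each stage in the direction opposite to dpr13, lower at the high end of PC1 in 6 of 6 crosses, with log2 fold changes of -0.78 (SE 0.07, adjusted p = 1.28e-09 from edgeR's quasi-likelihood test) at 48 h APF, -0.80 (SE 0.07, adjusted p = 8.97e-10) at 72 h APF and -0.37 (SE 0.11, adjusted p = 0.00389) at 96 h APF. Its expression at 48 h APF was 3.34 ± 0.53 TP10K (SD, n = 6 crosses) at the low end and 1.93 ± 0.403 at the high end. dpr14 had log2 fold changes of -0.22 (adjusted p = 0.000858, edgeR; lower in 6 of 6 crosses), -0.01 (adjusted p = 0.916) and -0.28 (adjusted p = 0.0144) at the 3 stages. For dpr18 they were -0.21 (adjusted p = 0.0918, edgeR), 0.17 (adjusted p = 0.153) and 0.59 (adjusted p = 0.00597), and for dpr19 0.17 (adjusted p = 0.0951), 0.26 (adjusted p = 0.00572) and 0.44 (adjusted p = 0.00298). The calls for dpr14 and dpr18 at 96 h APF changed under some alternatives, and with DESeq2's Wald test their adjusted p there was 0.0896 and 0.0827. With each cross left out in turn, the log2 fold change of dpr18 at 48 h APF ranged from -0.28 to -0.17.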

Although *dpr13*^*null*^ flies displayed no changes in the LPLC2–GF axo-dendritic overlap, they no longer maintained the dorsoventral gradient of short-mode takeoffs (Fig. 3n and Extended Data Fig. 9d). This mainly resulted from a significantly increased short-mode takeoff percentage at lower stimulus elevations. The reason for this is unknown. However, it raises the possibility that it is not the absolute level of Dpr13 expression that determines synapse number, but rather the relative differences in expression levels between different LPLC2 neurons.

In summary, DIP-ε and Dpr13 function as a ligand–receptor pair to regulate LPLC2–GF synaptic connectivity. Our findings support a model in which the gradient of Dpr13–DIP-ε interactions shapes the synaptic gradient (Fig. 3p).

## A Beat-VI–Side-II gradient shapes tuning

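beat-VI was followed along PC1 of LPLC2 over 10 groups of cells of equal size ordered by position score. At 48 h APF it rose in 7 of 9 steps between neighbouring groups, from 2.44 ± 0.277 to 19.6 ± 1.54 TP10K (SD, n = 6 crosses), with a largest ratio between neighbouring groups of 1.78. Then, at 72 h APF, it rose from 2.75 ± 0.494 to 7.62 ± 1.21 TP10K in 8 of 9 steps and at 96 h APF from 0.845 ± 0.283 to 4.53 ± 1.01 TP10K in 7 of 9 steps. In LPLC1, beat-VI was graded at 48 h APF, with a log2 fold change of -0.82 (SE 0.08, adjusted p = 1.02e-07 from edgeR's quasi-likelihood test) and lower expression at the end with high DIP-kappa in 6 of 6 crosses. The sign was the opposite at 72 h APF, with 0.31 (adjusted p = 0.0313, edgeR; higher in 5 of 6 crosses). With each cross left out in turn the value at 72 h APF stayed between 0.21 and 0.44, but it missed the threshold in 5 of 6 fits. At 96 h APF it was -1.48 (adjusted p = 0.00177, edgeR; lower in 5 of 5 crosses).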

We next investigated the function of other genes displaying dorsoventral expression gradients in LPLC2 neurons (Fig. 1k). *beat-VI*, encoding another IgSF recognition molecule^38^, exhibited a dorsoventral gradient, with higher expression in dorsal and lower expression in ventral LPLC2 neurons (Fig. 2i and Extended Data Fig. 10a). Neither the loss of Beat-VI nor its binding partner Side-II affected LPLC2–GF axo-dendritic overlap (Extended Data Fig. 10b,c). Given that LPLC2 dendrites also receive graded synaptic inputs (see below), we tested whether *beat-VI* controls this gradient.

Each LPLC2 neuron has four dendritic branches in the lobula plate (LoP), one in each layer, extending in four cardinal directions and corresponding to motion sensitivity in each layer^6^ (Fig. 4a, bottom). The response measured at the LPLC2 axon is a non-linear sum of the activity in each of these four branches. Individual LPLC2 neurons thus serve as local looming detectors. They respond most strongly to looming stimuli originating at their receptive field centre extending radially outwards and simultaneously generating motion in all four cardinal directions^6^. Using the FlyWire^22,23^ connectome, we found that two of the four classes of T4/T5 neurons, T4c/T5c and T4d/T5d, form antiparallel dorsoventral synaptic gradients onto LPLC2 dendrites in LoP3 and LoP4 layers, respectively (Fig. 4b).

**Fig. 4:**
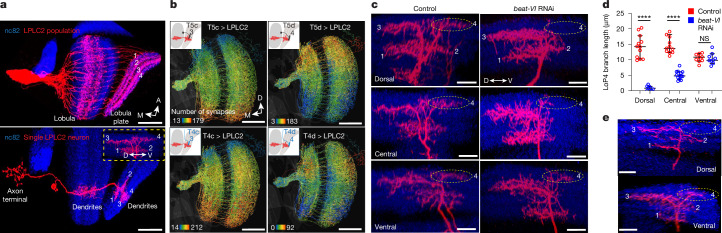
A gradient of Beat-VI–Side-II interactions controls a dendritic synaptic gradient between T4d/T5d and LPLC2 neurons. **a**, Confocal projections of the LPLC2 population (top; *n* = 8 brains) and an individual LPLC2 neuron (bottom; *n* = 11 neurons, one per brain), highlighting the dendritic branches in the LoP. Numbers refer to LoP layers. The inset shows the posterior view of a single LoP dendrite with branches extending into one of the four cardinal directions in each layer. **b**, In the connectomic reconstructions (FlyWire^22,23^) of LPLC2 neurons, the skeleton of each neuron is colour coded by the number of inputs each LPLC2 neuron receives from T4c or T4d and T5c or T5d neurons. The insets show schematics of single LPLC2 (red) and T4c or T4d or T5c or T5d neurons, overlaid on the lobula or LoP outlines. Scale bars, 50 μm (**a**,**b**). **c**, Confocal projections of LoP dendrites (posterior view) in individual dorsal, central and ventral LPLC2 in control and LPLC2 > *beat-VI* RNAi flies. The numbers denote LoP layers. The dashed ovals indicate LoP4 dendritic branches. *n*, neurons, one per brain (*n* = 12 and *n* = 9 for dorsal control versus *beat-VI* RNAi; *n* = 11 and *n* = 13 for central control versus RNAi; *n* = 12 and *n* = 9 for dorsal control versus RNAi; and *n* = 9 for ventral control versus RNAi). **d**, Length of LoP4 dendritic branches for dorsal, central and ventral LPLC2 neurons in control and LPLC2 > *beat-VI* RNAi flies. The circles denote neurons (one neuron per brain), and the error bars indicate median ± 95% confidence intervals. Unpaired *t*-test with Welch’s correction. ***P = 2.95 × 10^−8^ (dorsal LPLC2), ****P = 2.264 × 10^−8^ (central LPLC2) and NS *P* = 0.923 (ventral LPLC2). **e**, Confocal projections of individual LoP dendrites (posterior view) of dorsal and ventral LPLC2 neurons in T4/T5 > *side-II* RNAi flies. The dashed ovals denote LoP4 dendritic branches. *n* = 6 neurons for both positions (one neuron per brain). Scale bars, 10 μm (**c**,**e**). Data are from single experiments (**a**,**c**,**e**). Source data

We and others have shown that Beat-VI regulates synaptic specificity in the *Drosophila* motion detection system^42,43^. Beat-VI and its interacting partner Side-II^38^ are required for matching downwards motion-detecting T4d/T5d neurons with their postsynaptic partners (for example, LLPC3 and VS neurons) in LoP4 (refs. ^42,43^). Because LPLC2 is part of this circuit, we hypothesized that the Beat-VI gradient might selectively regulate the inputs of T4/T5d neurons to the dendrites of LPLC2 in LoP4.

We next sought to test whether the Beat-VI gradient regulates the gradient of synaptic inputs to LPLC2 in LoP4; that is, the dorsal and ventral LPLC2 neurons may receive different amounts of upwards and downwards motion information, potentially linked to the Beat-VI levels. Supporting this, RNAi knockdown of *beat-VI* altered LPLC2 dendritic morphology in a location-dependent manner. LoP4 branches were missing in dorsal LPLC2, moderately affected in central LPLC2 and unaffected in ventral LPLC2 neurons (Fig. 4c,d and Extended Data Fig. 10d,e). Removing Side-II from T4/T5 neurons produced a similar graded phenotype affecting dorsal, but not ventral, LPLC2 neurons (Fig. 4e). Thus, the severity of the loss-of-function phenotype correlated with the *beat-VI* expression level across LPLC2 neurons.

That *beat-VI* functions in an instructive manner was supported by the finding that overexpression of *beat-VI* selectively in LPLC2 caused the opposite effect, increasing LoP4 dendritic branch length in ventral, but not dorsal, LPLC2 neurons (Extended Data Fig. 10f–h). This phenotype corresponded to a relatively stronger increase in *beat-VI* mRNA levels across ventral, rather than dorsal, LPLC2 neurons (280% versus 81%, respectively; Extended Data Fig. 4h). These findings indicate that graded Beat-VI–Side-II interactions regulate synaptic connectivity between T4d/T5d axons and LPLC2 dendrites. As the dendrites of ventral LPLC2 neurons are unaffected in *beat-VI* and *side-II* removal, these dendrites must be regulated by a Beat-VI-independent mechanism or by such a mechanism acting in a redundant manner with Beat-VI and Side-II.

To determine whether loss of Beat-VI in LPLC2 has functional consequences, we assessed the response of LPLC2 neurons in head-fixed animals to small dark bars moving in different directions across a white background using calcium imaging (Fig. 5a–c and Extended Data Fig. 11a). Wild-type dorsal and ventral LPLC2 neurons exhibited different responses to these directional stimuli (Fig. 5d–g and Extended Data Fig. 11b–d,f). Ventral LPLC2 neurons showed little to no response to downwards motion, as would be expected if they received little input from downwards sensing T4d/T5d neurons in LoP4 (Figs. 4b and 5d–g and Extended Data Fig. 11b,c,f). By contrast, dorsal LPLC2 neurons were more sensitive to motion in both upwards and downwards directions (Fig 5d–g and Extended Data Fig. 11b,c,f). In response to *beat-VI* knockdown, dorsal LPLC2 neuron responses became biased for upwards motion similar to wild-type ventral neurons. This is consistent with the reduction of downwards-selective T4d/T5d input (that is, loss of LoP4 dendritic branches; Fig. 4c). However, *beat-VI* knockdown had little effect on ventral LPLC2 neurons, which remained biased for upwards motion (Fig. 5d–g and Extended Data Fig. 11c,f). Uniform overexpression of *beat-VI* in LPLC2 neurons superimposed on the normal *beat-VI* expression pattern caused the opposite effect. Dorsal neurons remained unaffected, whereas ventral neurons gained downwards motion sensitivity, making bidirectionally responsive-like wild-type dorsal neurons (Fig. 5d–g and Extended Data Fig. 11d,f). Thus, both *beat-VI* knockdown and overexpression disrupted the normal directional tuning biases across LPLC2 neurons (Fig. 5g,h and Extended Data Fig. 11e).

**Fig. 5:**
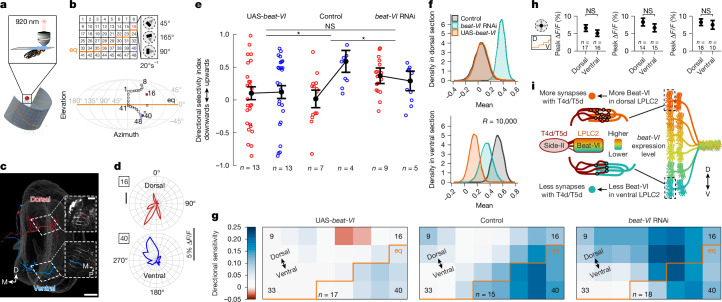
A gradient of Beat-VI–Side-II interactions controls downwards motion perception in LPLC2. **a**, Schematic of the fly eye relative to the display for visual stimulation during calcium imaging. Schematic adapted from ref. ^53^, eLife Sciences Publications. **b**, Display positions probing LPLC2 receptive field with dark edges moving in 24 orientations (top). The orange line indicates the eye equator (eq) projected onto the display. Mollweide projection of the outermost positions (black boxes) relative to the eye is also shown (bottom). **c**, Connectomic reconstructions^16^ of putative LPLC2 neurons at positions 16 (bodyID_28871) and 40 (bodyID_30207). The insets show neurites imaged; single-cell ROIs are overlaid. Scale bars, 25 μm. P, posterior. **d**, Polar plots of peak responses to moving dark edges in dorsal (red) and ventral (blue) LPLC2 neurons (representative fly). **e**, Directional sensitivity index (DSI) for dorsal (red) and ventral (blue) LPLC2 neurons in control, *beat-VI*RNAi and UAS-*beat-VI* flies. The circles indicate individual recordings, and the lines denote position–genotype interactions. The error bars indicate mean ± s.e.m. A two-way rANOVA revealed a genotype × position interaction (*χ*^2^ = 9.80, *P* = 0.0074). *P = 0.0192 (UAS-*beat-VI* versus control), *P = 0.0173 (*beat-VI*RNAi versus control) and NS *P* = 1.0000 (UAS-*beat-VI* versus *beat-VI* RNAi). Bonferroni-adjusted pairwise contrasts. **f**, Bootstrap of DSI mean in dorsal (16; top) and ventral (40; bottom) regions for control, *beat-VI* RNAi and UAS-*beat-VI* flies. **g**, Filtered heatmap of DSI for all tested positions in control, *beat-VI* RNAi and UAS-*beat-VI* flies. **h**, Average peak responses to looming stimuli above (dorsal) or below (ventral) the eye’s equator in UAS-*beat-VI* (left), control (middle) and *beat-VI* RNAi (right) flies. The error bars denote mean ± s.e.m. A two-way rANOVA revealed a main effect of position (*χ*^2^ = 75.75, *P* < 0.0001). Bonferroni-adjusted pairwise *t*-tests for post-hoc comparisons. NS *P* = 1.0000 for all comparisons. **i**, The model shows that a DV gradient of Beat-VI–Side-II interactions determines synapse number between T4d/T5d and LPLC2 neurons. *n*, biologically independent animals (multiple trials per animal; **e**,**g**,**h**). Data are from single experiments. Source data

In summary, Beat-VI and Side-II act as a ligand–receptor pair to control synaptic connectivity between T4d/T5d and LPLC2 neurons. Our data support a model in which the dorsoventral gradient of Beat-VI–Side-II interactions contributes to the formation of the dorsoventral gradient of synaptic weights between T4d/T5d and LPLC2. This results in a decreased response to downwards motion by LPLC2 neurons with ventral receptive fields (Fig. 5i).

## Discussion

In this study, we identified the molecular origins of two parallel dorsoventral synaptic gradients in the axons and dendrites of looming-detecting LPLC2 neurons. These synaptic gradients translate retinotopic information from the visual field of the fly into specific motor outputs. We showed that a gradient of Beat-VI through interactions with its binding partner Side-II regulates graded synaptic inputs from T4d/T5d axons onto LPLC2 dendrites. This regulates differential integration of the downwards motion component of the looming stimulus across different regions of the eye. Similarly, a gradient of Dpr13 working through its binding partner DIP-ε shapes graded synaptic outputs of LPLC2 onto the GF. This biases the escape towards faster takeoffs in response to looming stimuli from the dorsal visual field.

These synaptic gradients, however, are distinct from each other. The dendritic synaptic gradient follows a retinotopic match between populations of presynaptic (T4d/T5d) and postsynaptic LPLC2 neurons (that is, many to many with retinotopy). By contrast, the axonal synaptic gradient follows a many-to-one pattern, in which multiple LPLC2 axons form different numbers of synapses onto a single GF neuron, independent of retinotopy. Despite these differences, both synaptic gradients rely on varying levels of recognition proteins across LPLC2 neurons, which establish synapse numbers that ultimately shape behaviour.

The relationship between the gradients of *beat-VI* and *dpr13* expression and the number of synaptic inputs to and outputs from LPLC2 was also explored. In *beat-VI* loss-of-function and gain-of-function experiments, the severity of functional effects and the extent of branching in LoP4 correlated with *beat-VI* expression levels. It remains unclear whether this phenotype arises from a failure to extend dendrites or to stabilize them. We propose that Beat-VI and Side-II promote adhesion between T4d/T5d axons and LPLC2 dendrites. This protein interaction could influence synapse number either indirectly, by increasing the area of contact between T4d/T5d axons and LPLC2 dendrites, or directly, by controlling synapse formation.

Similarly, Dpr13–DIP-ε interactions are required for LPLC2–GF synaptic connectivity. Loss of DIP-ε reduced the overlap between LPLC2 axons and GF dendrites, leading to significant defects in GF responses to looming. Analysing the loss of Dpr13 function is complicated by the expression of four additional Dpr paralogues in LPLC2, which bind to DIP-ε with similar affinities^37^. By ectopically expressing *DIP-ε* in LPLC2, we inhibited all DIP-ε-interacting Dprs in LPLC2. This mimicked the DIP-ε loss-of-function phenotype in the GF and provided additional support for the interactions between DIP-ε in the GF dendrites with its cognate Dprs in LPLC2 axons. We propose that multiple Dpr paralogues establish baseline LPLC2–GF connectivity, whereas Dpr13 specifically defines the synaptic gradient. In support of this, both gain and loss of Dpr13 function eliminated the graded behavioural response to dorsal versus ventral looming stimuli. Thus, Dpr13–DIP-ε interactions precisely regulate synapse number, forming a behaviourally relevant synaptic gradient. Future studies will explore the mechanistic basis of this regulation.

The Dpr13–DIP-ε gradient differs from Eph–Ephrin gradients in vertebrate retinotectal maps^44^. Although both relay visual-spatial information, they use different strategies. Ephrins and Ephs form topographical maps by maintaining retinotopy, ensuring the spatial relationship between retinal ganglion cells in the retina and the location of their axon terminals in the midbrain^45^. By contrast, the Dpr13–DIP-ε gradient translates retinal positional information into synapse numbers in the brain independent of anatomical mapping.

As most VPNs form synaptic gradients^5^, differential expression of recognitions molecules may be a common mechanism for synapse number regulation. In mammals, altering levels of SynCAM1, another IgSF molecule, also affects synapse number in the hippocampus^46^. Thus, cell recognition molecules not only match synaptic partners^32,47^ but their expression levels may also influence the number of synapses between matched neurons with functional and behavioural consequences. This variation holds enormous potential for fine-tuning behavioural responses driven by neural circuits.

Our work reveals continuous molecular heterogeneity within VPN cell types. This differs from discrete^27,30^ or stochastic^48^ variations in gene expression within neuronal types previously described in *Drosophila*. 

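Further genes were named by a rule, as the 5 with the largest log2 fold change in each direction among graded genes that changed the same way in every cross. These are given in full for LPLC2 at 48 h APF. For the other groups only single genes are given, which need not have the largest fold change. In LPLC2 at 48 h APF the genes higher at the high end were Cad87A, Eip63F-1, exp, CG3655 and CG13408, and those after Cad87A had log2 fold changes of 3.86, 3.63, 3.58 and 3.35. The genes lower at the high end were Pdf (log2 fold change -6.68), CG10126 (-5.06), CG14947 (-4.57), and CG13560 and CG42566, which had no UMI at the high end and 0.0602 ± 0.0416 and 0.0461 ± 0.0275 TP10K (SD, n = 6 crosses) at the low end. These 5 genes were each at or below 0.227 TP10K at the low end. In LPLC1 at 72 h APF the neuropeptide gene Dh31 rose from 0.786 ± 0.340 to 37.4 ± 4.71 TP10K (SD, n = 6), a log2 fold change of 5.52 (SE 0.10, adjusted p = 1.27e-25 from edgeR's quasi-likelihood test). The glutathione transferase gene GstE4 rose in LPLC2 at 72 h APF from 0.0734 ± 0.0464 to 2.04 ± 0.508 TP10K, a log2 fold change of 4.55 (SE 0.16). The transcription factor gene Hey had 2.72 ± 1.03 TP10K at the low end of LPLC2 at 96 h APF and no UMI at the high end. Tsp42Ef fell with log2 fold changes of -4.29 and -6.12 at 72 and 96 h APF in LPLC2.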

Beyond recognition molecules, we identified many graded genes in VPNs, suggesting that molecular gradients may regulate broader cellular functions. Cell types in the mammalian cortex also exhibit spatially patterned transcriptomic continuity^7,49,50^. Thus, within-cell-type molecular variation could be a common mechanism for generating neuronal diversity which, in turn, contributes to synaptic specificity.

In conclusion, we have described a molecular strategy regulating neural circuit assembly. This became possible by combining detailed electron microscopy connectomics^16,21–23^, single-cell genomics, genetics, physiology, biochemistry and behaviour. We anticipate that merging these approaches to study other circuits in the fly and mammalian brain^51,52^ will uncover new molecular principles underlying wiring specificity.

## Methods

### Experimental model details

Flies were reared under standard conditions at 25 °C and 50% humidity with a 12-h light–12-h dark cycle on a standard cornmeal fly food. Supplementary Table 1 provides detailed descriptions of fly genotypes used in each experiment and origins of transgenic stocks. For developmental experiments, white pre-pupae (0 h APF) were collected and incubated at 25 °C for the indicated number of hours.

### scRNA-seq experiment

Virgin female flies carrying LPLC2, LPLC1 or LC4 split-GAL4 driver lines were crossed to male flies expressing a nuclear GFP reporter and carrying unique 3rd chromosomes from the isogenic wild-type strains with known genotypes (*Drosophila* Reference Genetic Panel (DGRP)^29^). Each experimental condition (cell type and time point) was crossed to six unique DGRP strains (see Supplementary Table 1 and Source Data for details; the LC4 driver was crossed into four DGRP strains for 72 and 96 h APF time points). Each of these crosses was considered independent biological replicates. F1 generation animals were collected at 0 h APF and incubated for either 48, 72 or 96 h at 25 °C. To introduce a control for developmental age, we split six DGRPs (for each cell type and time point) into equal ‘early’ and ‘late’ groups (Fig. 1h; see Source Data for a detailed breakdown). Animals from early DGRPs were continuously staged and collected within the 2-h time window, after which we continuously staged and collected animals from late DGRPs within the next 2-h time window. This ensured that by the time brains were dissected (after 48, 72 or 96 h), animals from the early group were on average 2 h older than their late counterparts. Brain dissociation was performed as previously described^27^. Single-cell suspensions were used to generate scRNA-seq libraries using the 10X Genomics Chromium Next GEM Single Cell 3′ kit (v3.1) following the manufacturer’s protocol. Each sample (corresponding to a single time point) was loaded to a single lane of 10X Chromium. The libraries were sequenced using NovaSeq 6000 platform, with 100 bp + 100 bp reads for the 48-h sample and 28 bp + 91 bp reads for the 72-h and 96-h samples. Library preparation and sequencing were performed by the Technology Center for Genomics and Bioinformatics at UCLA.

### scRNA-seq data processing and analysis

Raw scRNA-seq reads were processed using Cell Ranger (10X Genomics, v7.1.0). The reference genome and gene annotations were downloaded from FlyBase^54^ (release 6.29). Each time point was processed separately. Six biological replicates were tagged with a unique wild-type chromosome, and demultiplexed based on a unique wild-type chromosome using demuxlet^28^ (v2; https://github.com/statgen/popscle). Demultiplexing was performed using single-nucleotide polymorphisms (SNPs) from seven DGRP strains used in experiments (see Supplementary Table 1 for the full list of genotypes and Source Data for the list of DGRP strains used for each genotype and time point) and three additional DGRP strains as negative controls (line_129, line_427 and line_712). SNPs were filtered using the following criteria: (1) only biallelic SNPs on the 3rd chromosome without missing data (called in all 10 strains); (2) non-reference allele only in 1 of 10 strains. We quantified allelic counts for filtered SNPs using samtools mpileup^55^ (v1.10). SNPs with a minimum total coverage of 10 in all three samples (time points) and a maximum non-reference allele frequency of 0.25 were kept for downstream analysis (34,655 SNPs). Only a few cells (0.1–0.2%) were erroneously assigned to negative controls; 5–15% of cells were classified as ‘doublets’ and ‘ambiguous’ (mostly cells with low transcript coverage). 

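The deposited tables hold 3914, 4317 and 1325 cell barcodes at 48, 72 and 96 h APF. The authors' demultiplexing called 3369, 3671 and 1263 of them singlets, 405, 445 and 41 doublets and 140, 201 and 21 ambiguous. Doublets and ambiguous barcodes together were 13.9%, 15.0% and 4.68% of the barcodes. The 3 strains that the authors added as negative controls were assigned 4, 13 and 0 barcodes, which is 0.102%, 0.301% and 0% of the barcodes.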

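The cells of the deposited final dataset are the singlets with between 5000 and 50000 UMIs at each time point. The smallest number of UMIs of a cell was 5003 at 48 h APF, 5024 at 72 h APF and 5005 at 96 h APF, and the largest was 46629, 49134 and 49322. Fewer than 10000 UMIs were counted in 307, 322 and 175 of these cells. The percentage of mitochondrial UMIs reached 15.8%, 26.3% and 22.1%, and it exceeded 10% in 11, 28 and 19 cells. With at least 10000 UMIs and at most 10% mitochondrial UMIs, 2286, 2043 and 858 cells would remain. The median number of UMIs per cell in the final dataset was 19684, 22934 and 17534.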

We removed cells with less than 10,000 or more than 50,000 transcripts per cell (and more than 10% of mitochondrial transcripts). The final dataset included 2,595 cells for 48 h APF, 2,369 cells for 72 h APF and 1,039 cells for 96 h APF.

The scRNA-seq analysis was performed using Seurat^56^ package (v5.0.1). The analysis was performed separately for each time point using the standard Seurat workflow: raw transcript counts were normalized, 1,000 highly variable genes were scaled and used for PCA, first 5 PCs were used for clustering (resolution of 0.05) and to calculate tSNE projections. We used tSNE projection only for the summary visualization of the dataset. Clusters were annotated based on known marker genes^27^ (Fig. 1i,j and Extended Data Fig. 2a,b). Most of the cells corresponded to LPLC2, LPLC1 and LC4 neurons. To explore further heterogeneity within VPN type, we subsetted each cell type at each time point, identified 500 highly variable genes and repeated PCA. We plotted known biological and technical covariates along each analysed PC (Fig. 1l and Extended Data Figs. 2 and 3), including developmental age, DGRP genotype, sex and coverage (that is, transcripts per cell). PC1s in LPLC2 and LPLC1 did not correlate with any of these covariates and were driven by similar sets of genes (Fig. 1l,m and Extended Data Fig. 2c,d). 

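At 48 h APF, 5032 genes were tested in both LPLC2 and LPLC1, of which 1570 and 986 were graded. Both types shared 615 of them, where 308 would be shared by chance (Fisher's exact test, two-sided, odds ratio 5.36, adjusted p = 2.85e-114 over 3 stages). Genes with more counts are called more readily in both types, and with the genes stratified into 10 classes of mean expression, chosen after the data were seen, the Mantel-Haenszel odds ratio was 3.59. Shared genes at 72 h APF were 1036, against 711 by chance (odds ratio 4.27), and at 96 h APF 655, against 497 by chance (odds ratio 3.10). Of the shared genes, 446, 791 and 541 had the same sign at 48, 72 and 96 h APF with PC1 oriented by dpr13 in LPLC2 and DIP-kappa in LPLC1. Without the cross of DGRP-399 the shared genes at 48 h APF were 348, and without that of DGRP-799 they were 331. Genes are not independent replicates, so these odds ratios describe the lists of genes. dpr13 itself was graded in LPLC1 with a log2 fold change of 1.15 at 48 h APF and -1.00 at 96 h APF, lower at the end with high DIP-kappa in 5 of 5 crosses at 96 h APF. Its value at 48 h APF hinges on the cross of DGRP-799, without which it was 0.59 (adjusted p = 0.336, edgeR).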

Further in vivo validations using orthogonal approaches confirmed that these PCs captured true molecular heterogeneity within each of these cell types (Fig. 2).

### Behavioural experiments

#### High-throughput takeoff assay

A high-throughput takeoff assay was performed with the FlyPEZ system^25^, which allows for the near-automated collection of fly behaviours in response to visual stimulation in large sample sizes. FlyPEZ experiments were performed as previously described^25^. A single stimulus was presented per fly. All behavioural experiments were performed 4 h before incubator lights were switched off, which coincides with the activity peak of the flies in the afternoon light cycle.

#### Visual stimulation for behavioural assay

A 7-inch-diameter back-projection-coated dome was placed centred over the glass platform to present visual stimulation. Specifically, dark looming disks that approach the fly from azimuth of 0° (front looms) or 90° (side looms), at elevations of −30°, 0°, 23°, 45° or 77° in fly coordinates, were used. Looming stimuli were generated using the same equation as described for calcium imaging experiments (see below). All looming stimuli have *l*/*v* = 40 ms. Experiments in Fig. 1e and Extended Data Fig. 1a–c show trials that were performed in the past (from 2014 to 2024) using control flies shown looming disks with a starting size ranging from 1–30° expanding to either 45°, 90° or 180°. Experiments in Fig. 3 include trials with looming disks expanding from 10° to 180° only.

#### Behavioural data analysis

To quantify the duration of the takeoff sequence, videos were manually annotated to identify the start of the sequence (the first frame of wing rising) and the end of the sequence (the last frame that shows T2 legs in contact with the platform). Takeoff sequence durations between 0 ms and 7 ms were considered short-mode takeoffs, and takeoff sequence durations longer than 7 ms were considered long-mode takeoffs, as previously described^20^. The total takeoff percentage was calculated by the number of takeoffs divided by the total number of trials. Short-mode takeoff percentage was calculated by the number of short-mode takeoffs divided by the total number of takeoffs. For experiments in Fig. 1e and Extended Data Fig. 1a–c, takeoff sequence duration longer than 50 ms was eliminated as outliers. All takeoff sequence durations were less than 50 ms for experiments in Fig. 3.

#### Statistical analysis

Statistical comparison of the percentages of short-mode takeoffs was performed with the Chi-squared test, with post-hoc Bonferroni correction for multiple comparisons. Statistical comparison of takeoff sequence distributions between two samples was performed with the Mann–Whitney *U*-test. Statistical comparison of takeoff sequence distributions between more than two samples was performed with the Kruskal–Wallis test, with post-hoc Dunn correction for multiple comparisons. Analysis and plotting were conducted with custom scripts in MATLAB 2022b, and Scipy 1.13.0 and Seaborn 0.13.2 in Python 3.

### Electrophysiological experiments

#### Electrophysiological recordings

In vivo whole-cell, current-clamp electrophysiology was performed on behaving, tethered flies as previously described^57^.

#### Visual stimulation for electrophysiology

Visual stimuli were back-projected onto a 4.5-inch diameter mylar cylindrical screen covering 180° in azimuth via two DLP projectors (Texas Instruments Lightcrafter 4500) as previously described^57^.

For electrophysiology experiments in Fig. 1, visual stimuli were back-projected at 360 Hz onto a 4-inch diameterdome at 768 × 768 resolution as previously described^5^. Looming visual stimuli were generated using Psychtoolbox as previously mentioned. To maximize GF responses, a column of three black looming disks was displayed on a white background on the experimentally accessible visual field of the fly from elevation of −25° to 25°. The looming disks expand from 0° to 30° at a constant velocity of 500° s^−1^. Looming stimuli from different elevations were shown in randomized order for five times per animal, with a 15-s inter-stimulus interval. The baseline region of each trial corresponded to the 2-s time window before the onset of the looming stimulus, and the response region was the 150-ms period after the onset of the stimulus. To estimate the magnitude of depolarization in response to looming stimuli, membrane potentials were averaged across individual trials, and the peak response (mV) and area (ms × mV) relative to the baseline were calculated in the 150-ms response region using custom MATLAB scripts. Statistical comparison of the looming responses in the GF across elevations was performed with repeated-measures one-way ANOVA test, with post-hoc Sidak correction for multiple comparisons.

### Two-photon calcium imaging experiments

#### Imaging setup

Calcium imaging was performed with a VIVO Multiphoton Open (Intelligent Imaging Innovation, Inc.) system based on a moveable objective microscope (Sutter Instruments). The excitation of the sample was delivered by a Ti:Sapphire laser (Chameleon Vision I, Coherent) tuned to 920 nm with power ranging from 15 to 30 mW (depending on imaging depth). A dual axis mirror galvanometer was used for *x*–*y* laser scanning (RGG scanbox, Sutter Instrument). We imaged with a ×20 water-immersion objective (W Plan-Apochromat ×20/1.0 DIC, Zeiss) and a band-pass filter (Semrock 525/40 nm) was placed in front of the photomultiplier tube (H11706P-40, Hamamatsu) to reduce the blue light from the visual display. Microscope and data acquisition were controlled by Slidebook 2024 (Intelligent Imaging Innovation, Inc.). Single plane images were sampled at 9 Hz with a spatial resolution of approximately 180 × 180 pixels (95.7 × 95.7 μm, pixel size ≅ 0.53 μm and dwell time ≅ 2 μs). Images and external visual stimuli were synchronized a posteriori using frame capture markers (TTL pulses from Slidebook 2024) and stimulus events (analogue outputs from the visual display) sampled with a data acquisition device (USB-6229, National Instruments) at 10 kHz.

#### Fly tethering and preparation for imaging

Flies were prepared and head-fixed to a custom objective stage fly holder as previously described^53^. The cuticle above the right optic lobe was removed and the brain bathed in isotonic saline. The holder with the tethered fly was placed under the objective at the centre of the visual display in the horizontal plane. GCaMP7f responses of dendritic branches from individual LPLC2 neurons were recorded from a posterior view. The fly head was pitched forwards, pointing down at the visual display so that the equator of the fly eye held a pitch angle of approximately 60° relative to the imaging plane. For each fly, we identified the most dorsocaudal dendritic arbors in the LoP and then moved the focal plane approximately 10 μm below them to start mapping the receptive field centres of dorsal LPLC2 neurons, or moved approximately 50 μm to probe ventral LPLC2 receptive fields, similarly to previous calcium imaging experiments in LPLC2 (ref. ^6^). Random steps (±5 μm) between these two bracketed *Z*-planes were used to probe the receptive field centres of dorsoventrally intermediate LPLC2 neurons. Unstable recordings or recordings from preparations that did not respond during the receptive field scanning trials were not included in the dataset.

#### Visual stimuli for imaging

A visual display composed of 48 8 × 8 dot matrix LED panels arranged in a semi-cylinder^58^ was used for visual stimulation as previously described^53^. Four layers of filter (071, LEE Filters) were placed over the display to reduce its light intensity. To compensate for the angle of the eye’s equator and optimize the extension of the surrounding visual context, the display was tilted forwards at an angle of 30° from the horizontal plane. Visual presentation was confined to the right half of the visual field, ipsilateral to the recording site. Visual stimuli were generated and controlled using custom-written MATLAB (MathWorks) scripts that communicated to the display through the microcontroller serial port. Looming stimuli simulated an object approaching the fly at a constant velocity, equivalent to twice the inverse tangent of the ratio between the half-size and the approach speed of the object (see description of electrophysiological experiments). The display background was set to 70% maximum intensity, whereas foreground objects (looming or moving bars) were set to 0%. The set of visual stimuli was presented in random block design and repeated two times. Each visual stimulation lasted 4 s and was composed by 0.5 s of uniform background, and 0.5 s of visual motion followed by 3 s of static pattern. Each trial was followed by 3 s of rest in which flies faced the visual background.

#### Receptive field centre and directional tuning

We imaged from the unbranched neurite that connects an LPLC2 dendrites in the LoP to their dendrites in the lobula. Neurites in this location were previously shown to have weak responses to a small bar moving in each of four cardinal directions (that is, stimuli exciting LPLC2 dendrite branches in a single LoP layer) and a much larger response to looming (that is, stimuli exciting LPLC2 dendritic branches in all four LoP layers simultaneously)^6^. We identified an active neurite from a single neuron in the multiphoton field of view (Extended Data Fig. 11a). The receptive field centre of that neurite was identified in real-time and subsequently scanned for directional sensitivity. We developed a custom GUI in MATLAB, which allowed for real-time modifications to stimulus positions on the visual display. This interface enabled hand-triggered looming stimuli and the visual inspection of GCaMP responses. To identify the receptive field centre of an LPLC2 dendritic branch, we created a rectangular grid of 48 positions across the right half of the visual display.

The positions were spaced every five LEDs in both horizontal and vertical directions, with each LED covering approximately 2.2° on the retina at the eye’s equator. Using the GUI, the experimenter presented a looming stimulus centred at each grid position. The looming stimulus simulated a circular object with a 0.5-cm radius, starting from a distance of 50 cm and travelling at 62.5 cm s^−1^. This caused the object to expand from 0.6° to 14° with a loom velocity (*l*/*v*) of 8 ms. If a response was visually detected, the surrounding grid positions were probed next. The position with the highest peak response was taken as the receptive field centre for the subsequent directional tuning experiment. We tested directional selectivity by moving a dark edge outwards from the centre of the receptive field in 24 different directions (Fig. 5b, top, and Extended Data Fig. 11). The edges moved at 20° s^−1^ with orientations ranging from 0° to 345° in 15° increments. Each edge subtended 15° at the eye’s equator and swept 15° orthogonal to its orientation, filling a 15° black square upon completion. In addition, a looming stimulus centred within the receptive field, with the same dynamics as those used for the receptive field scans, was included in this battery of dark moving edges.

#### Mapping LPLC2 position and directional sensitivity index

We sampled neurons along the dorsoventral and anteroposterior axes of the lobula and confirmed their anatomical locations by mapping the receptive field centres onto the fly eye (Fig. 5b, bottom). To identify the putative individual LPLC2 neurons stimulated by the receptive field centre scans, we mapped the horizontal coordinates of their retinal positions onto the 2D retinal ommatidia lattice. We identified specific dorsal and ventral retinal ommatidia and their corresponding columnar LPLC2 in the connectome, verifying the recorded locations of LPLC2 neurons (Fig. 5c and Extended Data Fig. 11a). Coordinates were calculated using a 3D reconstruction of the fly head, holder and visual display in AutoCAD (Autodesk). We estimated the fly ommatidia with overlapping horizontal coordinates through the following steps: (1) identified the locations of the ommatidia pointing to positions 16 and 40 based on a Mollweide projection of 3D ommatidia directions from a microCT scan^59^; (2) mapped these ommatidia locations onto identified visual columns of the male optic lobe connectome^16^; (3) used T4 neurons included in these visual columns to identify downstream LPLC2 neurons.

For each recording, the direction sensitivity index (DSI) was computed as follows:

$${\rm{DSI}}=({R}_{{\rm{up}}}-{R}_{{\rm{down}}})/({R}_{{\rm{up}}}+{R}_{{\rm{down}}})$$

where $${R}_{{\rm{up}}}$$ is the peak response to an upwards moving edge (0° direction) and $${R}_{{\rm{down}}}$$ is the peak response to a downwards moving edge (180° direction). The index ranged from −1 to 1, with negative values indicating downwards sensitivity and positive values indicating upwards sensitivity. The heatmap of the DSI for the tested positions was smoothed with a Gaussian filter (σ = 1).

#### Imaging data analysis

Images exported from Slidebook 2024 were processed following established protocols^53^. We used a custom MATLAB toolbox developed by B. J. Hardcastle (available at https://github.com/bjhardcastle/SlidebookObj) to correct for motion artefacts in the *x*–*y* plane and to delineate regions of interest (ROIs) around individual LPLC2 neurites within the dendritic tree. For each recording, a time series was generated by calculating the mean fluorescence intensity of pixels within the ROI (_*Ft*_) in each frame. These mean values were then normalized to a baseline value using the formula:

$$\Delta F/F=({F}_{t}-{F}_{0})/{F}_{0}$$

where $${F}_{0}$$ is the mean of _*Ft*_ during the 0.5 s preceding stimulus onset. This approach ensures accurate correction for motion artefacts and reliable quantification of fluorescence intensity changes in LPLC2 neurites.

#### Statistical analysis of calcium imaging data

The time series for each ROI were then exported from MATLAB and imported in RStudio by using the R package ‘R. matlab’^60^. Custom R scripts were then written for data plotting and statistical analyses. Given the repeated sampling and unbalanced sample sizes between groups and conditions, we used linear mixed effects models to fit the DSI values. This method maintains statistical power by avoiding averaging procedures and provides more accurate estimates of model parameters, including both fixed and random effects. The fixed effects were defined by the interaction between genotype (control, *beat-VI* RNAi or UAS-*beat-VI*) and condition (dorsal or ventral), whereas the random effects were attributed to individual flies^61,62^. We modelled the data using the R package ‘lme4’^63^ assuming residuals followed a Gaussian distribution. ANOVA was then run for the model by using the R package ‘car’^64^. Pairwise post-hoc comparisons of the fixed effects were conducted using *t*-tests with Bonferroni adjustments, implemented through the R package ‘emmeans’^65^. With the same package, we calculated the Cohen’s *d* effect sizes as the pairwise difference between model estimates divided by the standard deviation of the data (Supplementary Table 2). In addition, to estimate the mean DSI differences across groups and conditions without assuming a specific distribution, we performed standard bootstrap simulations with 10,000 replicates using the R package ‘boot’^66,67^. Dot plots were generated with the R package ‘ggplot2’^68^. Smoothed heatmaps were generated with the R package ‘spatstat’^69^.

### Generation of transgenic flies

#### UAS-*DIP-ε*, UAS-*dpr13* and UAS-*beat-VI* transgenic flies

The coding sequences of *DIP-ε*, *dpr13* (isoform RB) and *beat-VI* were cloned into a modified pJFRC5 vector (Addgene: 5×UAS-IVS-mCD8::GFP, plasmid #26218) by replacing the mCD8::GFP coding sequence. Cloning strategies were designed using SnapGene 4.1.9 (GSL Biotech). Synthesis and cloning were carried out by Genewiz, Inc. Plasmids and sequences are available on request. Flies were generated by injecting the plasmid into embryos for recombination into attP1 sites (BDSC #8621) by BestGene, Inc.

#### *DIP-ε* and *dpr13* null alleles

The *DIP-ε*^*null*^ allele was generated as previously described^70^. In brief, two single guide RNAs (sgRNAs) were used to generate a frameshift deletion in the *DIP-ε* coding sequence. High-score spacer sequences were chosen using the SSC tool^71^. Each sgRNA was cloned into pU6-2-sgRNA-short (Addgene #41700) plasmid and two plasmids were co-injected into the vas-Cas9 line (BDSC #51324) by Bestgene, Inc. Injected larvae were crossed with balancer lines and PCR screened in F1 for single flies carrying the deletion. A mutant stock was established from this single F1.

The sgRNA target sequences used for *DIP-ε*^*null*^ allele generation were GCTGTTCTGTGGTCATACGATAGC and CTTCAATCGATTGACGGTGGAGC.

The *dpr13*^*null*^ allele was similarly generated. sgRNA sequences were identified with an efficiency score above 5, as defined by the CRISPR Efficiency Predictor (https://www.flyrnai.org/evaluateCrispr/). The sgRNA sequence oligos were synthesized (Integrated DNA Technologies) and cloned into the pU6b-sgRNA-short vector^72^ to generate a large approximately 30-kb deletion spanning most of the *dpr13* genomic region. All pU6 vectors generated were verified by Sanger sequencing. Two plasmids were co-injected into the vas-Cas9 line (BDSC #51323) in Bestgene, Inc. Injected larvae were crossed with balancer lines and PCR screened in F1 for single flies carrying the deletion. A mutant stock lacking the entire coding sequence of *dpr13* was established from this single F1.

The sgRNA target sequences used for *dpr13*^*null*^ allele generation were CGATATAATCCACTTGATGC and ACGTAGCAGCTCCAGGATGT.

Detailed protocols are available on request.

### Immunohistochemistry and DPX mounting

All protocols in immunohistochemistry and DPX mounting were performed exactly as described in our previous study^5^.

### Antibody information

#### Primary antibodies and dilutions

Chicken anti-GFP (1:1,000; Abcam #ab13970, RRID: AB_300798), rabbit anti-dsRed (1:200; Clontech #632496, RRID: AB_10013483), mouse anti-Bruchpilot (1:20; DSHB Nc82, RRID: AB_2314866), chicken anti-V5 (1:200; Fortis Life Sciences #A190-118A, RRID: AB_66741), mouse anti-V5 (1:500; Abcam #ab27671, RRID: AB_471093), rabbit anti-HA (1:200; 3724, Cell Signaling Technology, RRID: AB_1549585), rabbit anti-FLAG (1:200; Abcam #ab205606, RRID: AB_2916341), rat anti-N-cadherin (1:40; DSHB MNCD2, RRID: AB_528119), anti-GFP nanobody (1:200 for expansion microscopy and 1:500 for confocal microscopy; N0304-At488-L, NanoTag Biotechnologies, RRID: AB_2744629) and rat anti-HA (1:500 for expansion microscopy; 3F10, Roche, RRID: AB_2314622).

#### Secondary antibodies and dilutions

Goat anti-chicken AF488 (1:500; A11039, Invitrogen, RRID: AB_2534096), goat anti-mouse IgG2A (1:500; A21131, Invitrogen, RRID: AB_2535771), goat anti-rabbit AF568 (1:500; A11011, Invitrogen, RRID: AB_143157), goat anti-mouse AF647 (1:500; 115-607-003, Jackson ImmunoResearch, RRID: AB_2338931), goat anti-rat AF647 (1:500; 112-605-167, Jackson ImmunoResearch, RRID: AB_2338404).

### Confocal image acquisition and processing

Immunofluorescence images were acquired using a Zeiss LSM 880 confocal microscope with 488-nm, 561-nm and 633-nm lasers using Zen digital imaging software with a Plan-Apochromat ×63/1.4 oil DIC M27 objective. Serial optical sections were obtained from whole-mount brains with a typical resolution of 1,024 μm × 1,024 μm, and 0.5-μm-thick optical sections. Image stacks were exported to either Fiji 2.0.0-rc-69/1.52k or Imaris 10.1 (Oxford Instruments) for level adjustment, cropping, removal of off-target brain regions and background noise, and 3D volume reconstructions.

### Analysis of neuronal morphology from image stacks

To measure the axo-dendritic overlap between LPLC2 axons and GF dendrites, confocal image stacks of colocalized LPLC2 glomeruli and GF dendrites were imported into Imaris 10.1 for 3D reconstruction using the Surfaces tool to create masks for membranes of presynaptic and postsynaptic neurons from the corresponding channels. A Surfaces detail value of 1 μm was used for both LPLC2 and GF surfaces to ensure accurate reconstruction. Background subtraction was applied with a diameter of the largest sphere that fits into the object set to 1 μm to minimize noise and nonspecific signals. The overlap between the two reconstructed surfaces was then assessed to quantify the spatial relationship between the LPLC2 axons and GF dendrites. A similar approach was used to measure the overlap between Brp puncta and the GF dendrites in STaR experiments (Extended Data Fig. 7), but the number of overlapping reconstructed surfaces was considered regardless of the overlap. To measure LoP4 dendritic branch length in sparsely labelled LPLC2 neurons, corresponding image stacks were imported into Fiji 2.0.0-rc-69/1.52k, rotated so that LoP3 and LoP4 branches were oriented antiparallel, and the distance from the point of bifurcation to the most distal tip of the LoP4 branch was measured along Lop4. Dorsoventral differences in Beat-VI and Dpr13 at the protein level were measured in FIJI 2.0.0-rc-69/1.52k. ROIs corresponding to the cell bodies dorsal or ventral LPLC2 clones were drawn manually. Mean grey value (average pixel intensity) was used as a proxy of the GFP fluorescence intensity and was measured for two ROIs per sample after background subtraction.

### ExLSM and HCR-FISH

Tissue staining, gelation and expansion for ExLSM protocols were adapted from Sanfilippo et al.^73^ with minor changes. After dissection, fixation and permeabilization, brains were stored in RNAse-free 0.5% PBST containing anti-GFP nanobody (N0304-At488-L, NanoTag Biotechnologies) overnight at 4 °C. All samples were subsequently processed using a protein and RNA retention ExM protocol with minor modifications^73,74^ and minor adjustments for the fly brain^34^.

#### HCR-FISH

The HCR-FISH protocol was adapted from Wang et al.^74^ with minor optimizations for the fly brain^34^. Following digestion with proteinase K, gels with embedded brains were washed three times with PBS, transferred into 24-well plates (4624-24, Laguna Scientific) and digested with DNAse diluted in RDD buffer (RNase-Free DNase Set, 79254, Qiagen) to limit DAPI signal to RNA only and facilitate subsequent analysis for 2 h at 37 °C. After three washes in PBS, gels were equilibrated in probe hybridization buffer (Molecular Instruments) for 30 min at 37 °C, and then transferred to new 24-well plates containing custom-designed probes (Molecular Instruments) diluted in pre-warmed probe hybridization buffer (1 μl of 1 μM stock probe solution per 200 μl of buffer) and left shaking overnight at 37 °C. The following day, gels were washed four times with pre-warmed probe wash buffer (Molecular Instruments) for 20 min at 37 °C, then washed twice for 5 min with SSCT buffer (SSC with 0.05% Triton X-100; AM9763, Thermo Fisher) at room temperature and transferred to new 24-well plates with HCR amplification buffer (Molecular Instruments) for equilibration. Hairpins (HCR Amplifiers, Molecular Instruments) conjugated with AF546 or SeTau647 dyes were diluted in amplification buffer (2 μl of each hairpin per 100 μl of buffer), heat-activated in a thermal cycler (90 s at 95 °C), removed and kept for 30 min at room temperature in the dark. After 30 min, the hairpins were added to the 24-well plates with gels (300 μl per well) and incubated with shaking at room temperature in the dark for 3 h. The hairpin solution was then removed, and the gels were washed four times with SSCT and two times with SSC for 10 min at room temperature in the dark. Gels were subsequently stored at 4 °C in SSC until final expansion.

#### Sample mounting

Samples were expanded to approximately three time in 0.5× PBS containing 1:1,000 SYTO-DAPI (S11352, Thermo Fisher) at room temperature for 2 h before mounting onto PLL-coated coverslips (see description for DPX mounting above). The coverslips were then bonded with Bondic UV-curing adhesive (Bondic starter kit, Bondic) onto a custom-fabricated sample holder (Janelia Tech ID 2021-021) to be suspended vertically in the imaging chamber. Mounted samples were imaged in 0.5× PBS with 1:10,000 SYTO-DAPI after a minimum of 1 h of equilibration in the imaging chamber. Unexpanded gels were stored at 4 °C in 1X PBS + 0.02% sodium azide (S8032, Sigma-Aldrich) for up to 14 days before final expansion and imaging.

#### Light-sheet microscopy

Images were acquired on a Zeiss LS7 microscope equipped with 405-nm, 488-nm, 561-nm and 638-nm lasers. Illumination optics with a ×10/0.2 NA were used for excitation (400900-9020-000, Zeiss). Detection was performed using a W Plan-Apochromat ×20/1.0 DIC M27 water immersion objective (421452-9700-000, Zeiss). The LS7 optical zoom was set to 2.5×, resulting in a total magnification of ×50. DAPI and Alexa Fluor 546 dyes were simultaneously excited by the 405-nm and 561-nm laser lines, and emission light was separated by a dichroic mirror SBS LP 510 with emission filters BP 420-470 (404900-9312-000, Zeiss) and a modified BP 527/23 (ET672/23m, Chroma). Similarly, Alexa Fluor 488 and SeTau647 dyes were simultaneously excited via 488 nm and 638 nm, and the emission was split through a dichroic SBS LP 560 with emission filters BP 505-545 and LP 660 (404900-9318-000, Zeiss). To eliminate laser transmission, a 405/488/561/640 laser blocking filter (404900-9101-000, Zeiss) was added to the emission path. Images were captured using dual PCO.edge 4.2 detection modules (400100-9060-000, Zeiss) with a 50-ms exposure time. Filter and camera alignment were manually calibrated before each imaging session. Image volumes were acquired at optimal *Z*-step and light-sheet thickness, and the Pivot Scan feature was used to reduce illumination artefacts by sweeping the light sheet in the *xy* plane. The LS7 microscope was operated using ZEN Black 3.1 (v9.3.6.393).

### Analysis of HCR-FISH data from ExLSM image stacks

The full details of our analysis are available in our previous publication^35^. The acquired light-sheet *z*-stacks, stored in CZI format, were imported and pre-processed to remove noise and artefacts generated by the imaging modality. These artefacts included limited channel contrast, variations in contrast across images within a dataset, background noise fluctuations due to both intra-channel variations and inter-channel crosstalk, and localized brightness changes caused by varying fluorophore concentrations within and among stained nuclei. Pre-processing involved the following steps: full-scale contrast stretching to normalize luminosity across different channels, local background removal using a 3D Gaussian filter, a second full-scale contrast stretching to compensate for any contrast loss due to background removal, and a final median filter to eliminate any remaining localized noise. These pre-processed stacks served as the starting point for instance segmentation of the nuclei. First, nuclear centres were identified using a Laplacian-of-Gaussian filter. Then, the imaged volume was subdivided into 3D Voronoi cells, using the detected centres as seeds and Euclidean distance. Each cell contained one nucleus, which was segmented using a threshold obtained by minimizing an energy functional designed to find the optimal surface separating the nucleus from the surrounding cytoplasm. Once nuclei were segmented, the FISH puncta were identified within the associated 3D volume using a Laplacian-of-Gaussian filter, and only the puncta within the nucleus region and its immediate surrounding volume were counted. Pre-processed products, segmented nuclear features, associated FISH puncta, and their features were stored for further analysis. Puncta counts were normalized by the maximum count for each brain. The significance of gene expression relationships inferred from HCR-FISH (Fig. 2) was assessed using both a linear regression model and a multi-level negative binomial generalized linear mixed model, accounting for inter-animal heterogeneity: random effects were attributed to individual animals (Supplementary Table 2). The package was written in Python, is open source and is available for download on GitHub (https://github.com/avaccari/DrosophilaFISH).

### Genetic intersection of cell types and genes

To assess gene expression patterns within VPN cell types, we used a combination of GAL4 and LexA binary expression systems. Expression of a LexAop-FRT-stop-FRT-membrane marker controlled by a cell-type-specific LexA driver remained blocked until the FRT-stop-FRT cassette was excised by Flippase, driven by a gene-specific T2A-GAL4 driver line^75^. In addition, a constitutive membrane marker controlled by the same LexA driver was used to visualize the entire cell population. The list of fly stocks used is available in Supplementary Table 1.

### Sparse labelling of neuronal populations

To visualize single-cell morphology of LPLC2 dendrites in the LoP (Fig. 4) and to perform HCR-FISH analysis (Extended Data Fig. 4), we used MultiColor FlpOut^76^, a genetic tool for sparse labelling of individual cells within a population downstream of a given GAL4 driver. Twenty-four-hour-old pupae were heat shocked in a 37 °C water bath for 10 min to achieve the labelling of one LPLC2 neuron per hemibrain on average.

### Analysis of the Flywire connectome reconstruction

To analyse the FlyWire connectome, we developed an open-source Python package, available on GitHub (https://github.com/avaccari/DrosophilaCon). The primary library used by DrosophilaCon to interface with the FlyWire connectome is fafbseg^23,77^ (v3.0.0). This package enables users to specify the labels of ‘source’ and ‘target’ neurons and generates a connectivity diagram where target neurons are colour-coded based on the total count of synapses with the source neurons. Once the labels are specified, the package queries the latest available annotations to identify all neurons matching (or containing) the labels. The primary sources of annotation used to identify the neurons are: (1) free-form community annotations provided through the neuroglancer user interface (https://github.com/google/neuroglancer); (2) systematic annotations for the entire brain^23^; and (3) systematic cell types for the right optic lobe^78^.

Next, the latest version of the FlyWire production dataset was queried for the adjacency matrix representing the connectivity between each neuron in the source and each neuron in the target on the selected side of the brain. This information was returned as an adjacency table, providing the counts of synapses between each source–target pair. There are two versions of the synapse datasets: one filtered by synaptic cleft and one unfiltered. We used the unfiltered dataset because the filtered version applies a fixed threshold for distance, resulting in reduced synapse counts. The adjacency table was used to evaluate the total synapse counts for each target neuron. These counts were normalized by the maximum count observed across all target neurons. The mesh representation for each identified target neuron was downloaded from the FlyWire dataset, skeletonized for optimized processing and visualized with colour-coding corresponding to the normalized synapse count, allowing for comparison across different source–target pairs.

### Statistics and reproducibility

All statistical analyses were performed using RStudio 1.4.1103, MATLAB 2022b or Prism 9.2.0 (GraphPad). Significance levels were defined as follows: *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001 for all figures. Statistical tests were chosen based on data distribution, which was assessed using the Kolmogorov–Smirnov test in R with a *P* value threshold of less than 0.05 for normality. Two groups of normally distributed datasets were tested for statistically significant differences using unpaired *t*-tests with Welch’s correction for non-identical variance. For comparisons involving more than two groups, we used either one-way ANOVA followed by Tukey’s honestly significant difference test for post-hoc pairwise comparisons or the Kruskal–Wallis test followed by Dunn’s multiple comparisons post-hoc test with Bonferroni correction. Binary data were compared using Chi-squared tests. Detailed statistical analyses for behavioural data, HCR-FISH data and neuroanatomical data are described in Supplementary Table 2. All other statistical tests, number of replicates, significance levels and other elements of the statistical analysis (including measure of centre and error bars) have been reported within the corresponding figure legends. No data were excluded from the analysis unless specified in the corresponding Methods section. All neuroanatomical and behavioural measurements were taken from distinct samples (that is, individual brains or hemibrains and individual flies, one takeoff per fly).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-09037-4.

## Supplementary information

Supplementary Table 1 This table lists the genotypes of the fly lines used in each experiment of each figure, specifying the neurons targeted by the genetic manipulation, the source, and, for RNAi stocks, the RNAi construct sequence

Reporting Summary

Supplementary Table 2 This file provides a summary of the statistical tests conducted for each experiment, including exact P-values

## Source data

Source Data Figs. 1, 2, 3, 4, 5 and Source Data Extended Data Figs. 1, 2, 3, 4, 6, 7, 8, 9, 10, 11

## Data Availability

The raw scRNA-seq data and the processed dataset are available at NCBI Gene Expression Omnibus: GSE291561. Raw calcium imaging data are available at: 10.17605/OSF.IO/Z7XFK. Confocal stacks^79,80^ (10.5281/zenodo.14968994 and 10.5281/zenodo.14969126), light-sheet stacks^81^ (10.5281/zenodo.14969478) and raw electrophysiological data^82^ (10.5281/zenodo.14983850) are available on Zenodo. All other datasets generated and analysed during the current study (including FlyPEZ videos) are available from the corresponding authors on request. For further information regarding any resources and reagents, please contact S.L.Z. () and G.M.C. (). Source data are provided with this paper.

# Supplementary material for: Molecular gradients shape synaptic specificity of a visuomotor transformation
**Source:** Nature. 2025 Jun 4;644(8076):453–62. doi: 10.1038/s41586-025-09037-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FlyPEZ system (Williamson et al., 2018) was used to obtain high-speed videos of fly escape in order to quantitatively characterize differences in escape behavior. For visual stimulation, we used DMD projectors running at a refresh rate of 360 Hz, controlled by MATLAB 2022b using the Psychophysics Toolbox. Visual stimulation for electrophysiological recordings was performed using two DLP projectors running at a refresh rate of 240 Hz, controlled by MATLAB 2022b using the Psychophysics Toolbox. Whole-cell recordings were performed in current-clamp mode, and digitized at 20 kHz, acquired using the open-source software Wavesurfer running in MATLAB 2022b. Calcium imaging was performed with a VIVO Multiphoton Open system based on a Movable Objective Microscope. The excitation of the sample was delivered by a Ti:Sapphire laser tuned to 920 nm with power ranging from 1.5 to 30 mW. A visual display composed of 48 8x8 dot matrix LED panels arranged in a semi-cylinder was used for visual stimulation (as described in Frighetto et al., 2023). Immunofluorescence images were acquired using a Zeiss LSM 880 confocal microscope using oil-immersion 63x objective. FISH images were acquired using Zeiss LS7 microscope using a W PlanApoChromat 20x water immersion objective. Confocal and light sheet images were acquired using with Zen Black 3.1 digital imaging software. Single-cell RNA-seq libraries were generated using the IOX Genomics Chromium Next GEM Single Cell 3'-kit (v3.1) following the manufacturer's protocol. Libraries were sequenced using one lane of NovaSeq 6000 SP platform (28bp + 91 bp). The library preparation and sequencing were performed by the Technology Center for Genomics and Bioinformatics at UCLA. |
| Data analysis   | For behavioral data analysis, videos were manually annotated to identify the start of the sequence (the first frame of wing-rising) and the end of the sequence (the last frame that shows T2 legs in contact with the platform). Takeoff sequence durations between 0ms to 7ms were considered "short-mode takeoffs," and takeoff sequence durations longer than 7ms were considered "long-mode takeoffs". Statistical analysis and plotting were conducted with custom scripts in MATLAB 2022b, and Scipy 1.13.0 and Seaborn 0.13.2 in Python 3 (code is available upon request). Whole-cell recording data were analyzed in MATLAB using custom code (available upon request). Calcium imaging data were processed following established protocols (Frighetto et al., 2023). We used a custom MATLAB toolbox developed by Ben J. Hardcastle (available at <a href="https://github.com/bjhardcastle/SlidebookObj">https://github.com/bjhardcastle/SlidebookObj</a> ) to correct for motion artifacts in the x-y plane and to delineate regions of interest                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

around individual neurites within the dendritic tree. Data and Code are available at <https://doi.org/10.17605/OSF.IO/Z7XFK>. Post-processing analyses for calcium imaging data were conducted in MATLAB 2019b. Data plotting and statistical analyses for calcium imaging experiments were performed in RStudio (2023.06.0+421) using custom R (4.3.0) scripts. We used the following R packages: R.matlab (3.7.0), lme4 (1.1.35.1), car (3.1.2), emmeans (1.8.9), boot (1.3.28.1), spatstat (3.0.7), ggplot2 (3.4.4). Confocal image stacks were analyzed in either Imares 10.1, or in FIJI 2.0.0-rc-69/1.52k. "Hemibrain" EM-connectome data was analyzed as previously described (Dombrovski et al., 2023; available at <https://github.com/avaccari/DrosophilaVPNWiring>). To analyze the Flywire connectome, we developed an open-source Python package, available at <https://github.com/avaccari/DrosophilaCon>. FISH data was analyzed using an open-source package we previously developed (Vaccari and Dombrovski, 2023), code available at <https://github.com/avaccari/DrosophilaFISH>. Raw scRNA-Seq reads were processed using Cell Ranger (10X Genomics, version: 7.1.0). The reference genome and gene annotations were downloaded from FlyBase. Biological replicates were tagged with a unique wild-type chromosome, and demultiplexed based on a unique wild-type chromosome using demuxlet (version 2, <https://github.com/statgen/popsicle>), as described in (Kurmangaliyev et al., 2020). The scRNA-seq analysis was performed in RStudio 2023.12.1 using Seurat (5.0.1) and ggplot2 (3.5.0) packages. Code is available at <https://github.com/kurmangaliyev-lab>. Supplementary Table 2 provides descriptions of all statistical tests used for the analysis of each experiment. Molecular cloning strategies were designed using SnapGene 4.1.9 (GSL Biotech).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw calcium imaging data are available at: <https://doi.org/10.17605/OSF.IO/Z7XFK>.

Confocal images stacks are available at: <https://doi.org/10.5281/zenodo.14968994> and <https://doi.org/10.5281/zenodo.14969126>

Light sheet image stacks are available at: <https://doi.org/10.5281/zenodo.14969478>

The raw scRNA-seq data and the processed dataset are available at NCBI GEO: GSE291561

Raw electrophysiological data are available at: <https://doi.org/10.5281/zenodo.14983850>

Due to the large volume of raw, unprocessed videos from the behavioral experiments (thousands of takeoff recordings), we have not deposited them in a public repository due to storage constraints and practicality. However, these videos are available upon reasonable request from the corresponding authors. Videos featured in Figure 1 and Extended Data Figure 1 can be accessed through previous publications (von Reyn et al., 2014; Williamson et al., 2018).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

All sample sizes were chosen based on conventional standards used in our fields, considering previously published results. For calcium imaging, see Klapoetke et al., 2017 (<https://doi.org/10.1038/nature24626>) – calcium imaging from LPLC2 neuronal dendrites, and Frighetto and Frye, 2023 (<https://doi.org/10.7554/eLife.83656>). For behavioral experiments, see Dombrovski et al., 2023 (<https://doi.org/10.1038/s41586-023-05930-y>), Williamson et al., 2018 (<https://doi.org/10.1016/j.celrep.2018.10.048>) – utilizing FlyPEZ apparatus to evaluate looming-evoked responses. For electrophysiological experiments, see von Reyn et al., 2014 (<https://doi.org/10.1038/nn.3741>) and von Reyn et al., 2017 (<https://doi.org/10.1016/j.neuron.2017.05.036>) – whole cell recordings from the Giant Fiber. For anatomical experiments, see Xu et al., 2018 (<https://doi.org/10.1016/j.neuron.2017.05.036>), Tan et al., 2015 (<https://doi.org/10.1016/j.cell.2015.11.021>) and Yoo et al. 2023

(<https://doi.org/10.1016/j.cub.2023.08.020>) – exploring the expression of DIP/Dpr and Beat/Side cell recognition molecules in the fly visual system

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | No data were excluded from the analysis except as noted for the behavior experiments (see Methods, “Behavioral Data Analysis”).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | For electrophysiological experiments repeated measurements were taken from a given number of animals (n values are indicated in the corresponding Figure Legends of panels). For calcium imaging experiments, the whole set of visual stimuli (i.e., loom + 24 moving edges) was presented 2 times per position. A variable number of positions were recorded per fly (from 1 to 8). For all other experiments (takeoff behavior, neuroanatomy, HCR-FISH), results were replicated in different individual flies/brains across each dataset. We did not omit any replicates on the basis of the experimental results                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | In our experiments, flies were grouped based on their genetic background or specific neuronal manipulations, and not arbitrarily assigned to treatment groups. As a result, randomization was not applicable.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | For behavioral experiments, the existing GUI was designed in a way that allowed the experimenter to recognize the genotype of individual flies, making blinding impractical. For calcium imaging and electrophysiological experiments, the experimenter was responsible for generating the necessary fly lines and performing the recordings. Different drivers, reporters, and effectors were combined by the same person conducting the experiments. Due to logistical constraints, technical challenges, and limited staffing, conducting a blinded experiment was not feasible. For anatomical experiments, data analysis was performed automatically or semi-automatically using objective quantification methods. Since the processing and quantification were not subject to experimenter bias, blinding was not necessary. For scRNA-seq data analysis, blinding was not necessary as clustering and cell type identification were performed using automated computational pipelines. Data processing, dimensionality reduction, and clustering were conducted through standardized algorithms, minimizing the potential for experimenter bias. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Primary antibodies and dilutions used in this study:

-chicken anti-GFP (1:1000, Abcam #ab13970, RRID: AB\_300798),  
 -rabbit anti-dsRed (1:200, Clontech #632496, RRID: AB\_10013483),  
 -mouse anti-Bruchpilot (1:20, DSHB Nc82, RRID: AB\_2314866),  
 -chicken anti-V5 (1:200, Fortis Life Sciences #A190-118A, RRID: AB\_66741),  
 -mouse anti-V5 (1:500, Abcam #ab27671, RRID: AB\_471093),  
 -rabbit anti-HA (1:200, Cell Signaling Technology #3724, RRID: AB\_1549585),  
 -rabbit anti-FLAG (1:200, Abcam #ab205606, RRID: AB\_2916341),  
 -rat anti-N-Cadherin (1:40, DSHB MNCD2, RRID: AB\_528119),  
 -anti-GFP nanobody (1:200 for expansion microscopy, 1:500 for confocal microscopy, NanoTag Biotechnologies #N0304-At488-L, RRID: AB\_2744629),  
 -rat anti-HA (1:500 for expansion microscopy, Roche 3F10, RRID: AB\_2314622),

Secondary antibodies and dilutions used in this study:

-goat anti-chicken AF488 (1:500, Invitrogen #A11039, RRID: AB\_2534096),  
 -goat anti-mouse AF488 IgG2A (1:500, Invitrogen #A21131, RRID: AB\_2535771),  
 -goat anti-rabbit AF568 (1:500, Invitrogen #A11011, RRID: AB\_143157),  
 -goat anti-mouse AF647 (1:500, Jackson ImmunoResearch #115-607-003, RRID: AB\_2338931),  
 -goat anti-rat AF647 (1:500, Jackson ImmunoResearch #112-605-167, RRID: AB\_2338404).

### Validation

The following antibodies were validated in our previous study (Dombrovski et al., 2023, <https://doi.org/10.1038/s41586-023-05930-y>) focused on the same anatomical system (i.e., VPns and DNns) in the same species:

-chicken anti-GFP (Abcam #ab13970, RRID: AB\_300798),  
 -rabbit anti-dsRed (Clontech #632496, RRID: AB\_10013483),  
 -mouse anti-Bruchpilot (DSHB Nc82, RRID: AB\_2314866),  
 -rat anti-N-Cadherin (DSHB MNCD2, RRID: AB\_528119),  
 -chicken anti-V5 (Fortis Life Sciences #A190-118A, RRID: AB\_66741),

-mouse anti-V5 (Abcam #ab27671, RRID: AB\_471093),

-rabbit anti-HA (Cell Signaling Technology #3724, RRID: AB\_1549585),

-rat anti-HA (Roche 3F10, RRID: AB\_2314622),

-goat anti-rabbit AF568 (Invitrogen #A11011, RRID: AB\_143157),

-goat anti-mouse AF647 (Jackson ImmunoResearch #115-607-003, RRID: AB\_2338931),

Goat anti-mouse AF488 IgG2A antibody (Invitrogen #A21131, RRID: AB\_2535771) was validated for use in the *Drosophila* visual system neurons by Sanfilippo et al., 2024 (<https://doi.org/10.1016/j.neuron.2023.12.014>)

Rabbit anti-FLAG antibody (Abcam #ab205606, RRID: AB\_2916341), had not been previously used in *Drosophila*. We validated it through MCFO experiments, confirming specific labeling of LPLC2 neurons with their well-characterized morphology and projections, ensuring its reliability in *Drosophila* tissues.

Anti-GFP nanobody (NanoTag Biotechnologies #N0304-At488-L, RRID: AB\_2744629) was validated in tissue expansion experiments by enhancing the innate fluorescence of nuclear GFP. Rather than labeling de novo, we confirmed its specificity by matching the enhanced signal to known GFP expression patterns.

Goat anti-chicken AF488 antibody (Invitrogen #A11039, RRID: AB\_2534096), was validated by staining GFP, using its innate fluorescence as a reference. This allowed us to confirm specificity by ensuring the antibody signal matched the expected GFP expression pattern.

Goat anti-rat AF647 (Jackson ImmunoResearch #112-605-167, RRID: AB\_2338404) had not been previously used in *Drosophila*. We validated it by staining the Giant Fiber, which expressed a rat HA antibody, allowing us to confirm its specificity based on the well-characterized morphology of GF dendritic patterns.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Supplementary Table 1 provides detailed descriptions of fly genotypes used in each experiment and origins of transgenic stocks, with references to specific figure panels. Details on generation of transgenic stocks can be found in the corresponding Methods section. For calcium imaging experiments, the flies recorded were between 1 to 3 days old. For electrophysiology experiments, 3-7 days old flies were used. For behavioral experiments, 3-5 days old flies were used. For scRNA-seq and FISH experiments, as well as anatomical experiments in Fig. 2i, 3d, Ext. Data Fig. 5, Ext. Data Fig. 6b, and Ext. Data Fig. 10a, animals represented a designated pupal stage (i.e., 48, 72 or 96 h APF). In all other cases, tested flies were 1-3 days old.

### Wild animals

No wild animals were used in this study

### Reporting on sex

For electrophysiology and calcium imaging experiments, only female flies were used. For experiments in Figure 4 and Extended Data Figure 7, only female flies were used due to genetic constraints related to transgene localization. The required transgenic constructs (UAS-Dcr2 and hsFLP for beat-VI and side-II RNAi experiments, and UAS-smHA and hsFLP for STaR experiments) are located on the X chromosome. As a result, generating males with the necessary genotype would require complex recombination strategies, making it impractical. With this exception, flies of both sexes were considered in all other experiments. None of the findings in this study are sex-specific or expected to be influenced by sex. Additionally, both connectomic datasets used in this study were obtained from female flies.

### Field-collected samples

No field samples were collected for this study

### Ethics oversight

No ethical approval was required because experiments were performed on *Drosophila melanogaster*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Molecular gradients shape synaptic specificity of a visuomotor transformation
**Source:** Nature. 2025 Jun 4;644(8076):453–62. doi: 10.1038/s41586-025-09037-4
**Supplement:** Supplementary file 3 — This file provides a summary of the statistical tests conducted for each experiment, including exact P-values

**Figure 1e, Extended Data Figure 1a**

Takeoff distribution comparison at different stimulus elevations

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

Azimuth 0°, percentage of short-mode takeoffs comparison

Chi<sup>2</sup> result of the contingency table: 31.95677140967898, p-value: 1.952412835258972e-06

The p-value (Bonf.) indicates the application of the post-hoc Bonferroni correction for multiple comparisons.

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| -30, 0                   | 0.954995 | 1.000000        | NS                  |
| -30, 23                  | 0.369536 | 1.000000        | NS                  |
| -30, 45                  | 0.133405 | 1.000000        | NS                  |
| -30, 77                  | 0.000088 | 0.000879        | ***                 |
| 0, 23                    | 0.311570 | 1.000000        | NS                  |
| 0, 45                    | 0.024924 | 0.249237        | NS                  |
| 0, 77                    | 0.000000 | 0.000003        | ****                |
| 23, 45                   | 0.728703 | 1.000000        | NS                  |
| 23, 77                   | 0.000568 | 0.005679        | **                  |
| 45, 77                   | 0.000004 | 0.000037        | ****                |

Azimuth 90°, percentage of short-mode takeoffs comparison

Chi<sup>2</sup> result of the contingency table: 33.758764514460694, p-value: 8.350835665073025e-07

The p-value (Bonf.) indicates the application of the post-hoc Bonferroni correction for multiple comparisons.

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| -30, 0                   | 0.367050 | 1.000000        | NS                  |
| -30, 23                  | 0.515520 | 1.000000        | NS                  |
| -30, 45                  | 0.323886 | 1.000000        | NS                  |
| -30, 77                  | 0.000660 | 0.006604        | **                  |
| 0, 23                    | 0.030524 | 0.305237        | NS                  |
| 0, 45                    | 0.000323 | 0.003225        | **                  |
| 0, 77                    | 0.000000 | 0.000000        | ****                |
| 23, 45                   | 0.953205 | 1.000000        | NS                  |
| 23, 77                   | 0.002148 | 0.021484        | *                   |
| 45, 77                   | 0.000040 | 0.000399        | ***                 |

**Extended Data Figure 1c**

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

Azimuth 0°, percentage of total takeoff % takeoffs comparison

Chi<sup>2</sup> result of the contingency table: 31.95677140967898, p-value: 1.952412835258972e-06

The p-value (Bonf.) indicates the application of the post-hoc Bonferroni correction for multiple comparisons.

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| -30, 0                   | 0.170595 | 1.000000        | NS                  |
| -30, 23                  | 0.000028 | 0.000283        | ***                 |
| -30, 45                  | 0.000007 | 0.000072        | ****                |
| -30, 77                  | 0.000025 | 0.000246        | ***                 |
| 0, 23                    | 0.000272 | 0.002720        | **                  |

|        |          |          |      |
|--------|----------|----------|------|
| 0, 45  | 0.000006 | 0.000064 | **** |
| 0, 77  | 0.000253 | 0.002531 | **   |
| 23, 45 | 0.233901 | 1.000000 | NS   |
| 23, 77 | 0.802820 | 1.000000 | NS   |
| 45, 77 | 0.146043 | 1.000000 | NS   |

Azimuth 90°, percentage of total takeoff % takeoffs comparison

Chi2 result of the contingency table: 31.95677140967898, p-value: 1.952412835258972e-06

The p-value (Bonf.) indicates the application of the post-hoc Bonferroni correction for multiple comparisons.

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| -30, 0                   | 0.739598 | 1.000000        | NS                  |
| -30, 23                  | 0.000000 | 0.000000        | ****                |
| -30, 45                  | 0.000003 | 0.000026        | ****                |
| -30, 77                  | 0.065939 | 0.659390        | NS                  |
| 0, 23                    | 0.000000 | 0.000000        | ****                |
| 0, 45                    | 0.000000 | 0.000000        | ****                |
| 0, 77                    | 0.061991 | 0.619908        | NS                  |
| 23, 45                   | 0.001984 | 0.019835        | *                   |
| 23, 77                   | 0.000387 | 0.003870        | **                  |
| 45, 77                   | 0.062691 | 0.626907        | NS                  |

### Figure 1f, Extended Data Figure 1e

Giant Fiber response to looming stimuli at different stimulus elevations

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

Comparison of peak responses:

Repeated-measures one-way ANOVA,  $p=0.004756$ , significance marker: \*\*

The p-value (Sidak) indicates the application of the post-hoc Sidak correction for multiple comparisons.

| Comparison (elevation,°) | p-value  | p-value (Sidak) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| -25, 0                   | 0.064726 | 0.181880        | NS                  |
| -25, 25                  | 0.013007 | 0.038515        | *                   |
| 0,25                     | 0.061421 | 0.173176        | NS                  |

Comparison of areas under curve (mV x ms):

Repeated-measures one-way ANOVA,  $p= 0.010014$ , significance marker: \*

The p-value (Sidak) indicates the application of the post-hoc Sidak correction for multiple comparisons.

| Comparison (elevation,°) | p-value  | p-value (Sidak) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| -25, 0                   | 0.075706 | 0.210357        | NS                  |
| -25, 25                  | 0.016800 | 0.049558        | NS                  |
| 0,25                     | 0.151799 | 0.389767        | NS                  |

### Extended Data Figure 1f-h

Comparison of escape takeoff behaviors in LPLC2-silenced flies

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

# Takeoff distribution comparison

## Mann-Whitney U test

### Empty Gal4>UAS-TNT vs LPLC2 Gal4>UAS-TNT

| Comparison (elevation, °) | Mann-Whitney U statistic | p-value  | Significance marker |
|---------------------------|--------------------------|----------|---------------------|
| 0                         | 1649.0                   | 0.000272 | ***                 |
| 45                        | 2231.5                   | 0.011792 | *                   |
| 77                        | 2320.0                   | 0.004047 | **                  |

## Short-mode takeoff percentage comparison

The p-value (Bonf.) indicates the application of the post-hoc Bonferroni correction for multiple comparisons.

### Empty Gal4>UAS-TNT

Chi2 result of the contingency table: 4.651964208254206,, p-value: 0.09768745766941091

| Comparison (elevation, °) | p-value  | p-value (Bonf.) | Significance marker |
|---------------------------|----------|-----------------|---------------------|
| 0, 45                     | 0.389335 | 1.000000        | NS                  |
| 0, 77                     | 0.049921 | 0.149762        | NS                  |
| 45, 77                    | 0.320999 | 0.962998        | NS                  |

### LPLC2 Gal4>UAS-TNT

Chi2 result of the contingency table: 0.6969626396197942, p-value: 0.7057590986149207

| Comparison (elevation, °) | p-value  | p-value (Bonf.) | Significance marker |
|---------------------------|----------|-----------------|---------------------|
| 0, 45                     | 0.584055 | 1.000000        | NS                  |
| 0, 77                     | 0.950082 | 1.000000        | NS                  |
| 45, 77                    | 0.807008 | 1.000000        | NS                  |

## Total takeoff percentage comparison

### Empty Gal4>UAS-TNT vs LPLC2 Gal4>UAS-TNT

| elevation, ° | Chi2 value         | p-value      | Significance marker |
|--------------|--------------------|--------------|---------------------|
| 0            | 27.267213938266572 | 1.771906e-07 | ****                |
| 45           | 67.95681647353312  | 1.671157e-16 | ****                |
| 77           | 42.19240434447577  | 8.272068e-11 | ****                |

## Figure 2f-h, Extended Data Figure 4b-c

FISH data, 12 gene pairs at 3 developmental time points. Correlation between gene expression assessed using a standard linear mixed-effects model (LMM) and generalized linear mixed model (GLMM, to account for data overdispersion) with response variable following a negative binomial distribution, both models accounting for random effects by brain.

Statistically nonsignificant results are shown in **bold** ( $p > 0.05$ ). Negative values for t-statistics and z-statistics indicate a negative correlation between the gene pairs at the specified developmental time points.

| Gene Pair, Time                | LMM t-statistic | LMM p-value | GLMM z-statistic | GLMM p-value |
|--------------------------------|-----------------|-------------|------------------|--------------|
| <i>beat-VI/dpr13</i> , 48h APF | 15.678          | 6.15e-49    | 5.371            | 9.99e-09     |
| <i>beat-VI/dpr13</i> , 72h APF | 10.291          | 5.99e-23    | 8.121            | 4.64e-16     |
| <i>beat-VI/dpr13</i> , 96h APF | 7.619           | 1.61e-13    | 6.529            | 6.64e-11     |
| <i>fz2/beat-VI</i> , 48h APF   | 14.960          | 1.81e-42    | 11.224           | 3.12e-29     |
| <i>fz2/beat-VI</i> , 72h APF   | 8.074           | 1.34e-14    | 4.748            | 2.05e-06     |

|                                     |        |                 |        |                 |
|-------------------------------------|--------|-----------------|--------|-----------------|
| <i>fz2/beat-VI, 96h APF</i>         | 3.965  | 8.86e-05        | 3.495  | 0.000473        |
| <i>tei/dpr13, 48h APF</i>           | 15.311 | 7.84e-40        | 8.540  | 1.34e-17        |
| <i>tei/dpr13, 72h APF</i>           | 6.818  | 6.07e-11        | 4.209  | 2.57e-05        |
| <i>tei/dpr13, 96h APF</i>           | 11.423 | 3.60e-27        | 7.205  | 5.82e-13        |
| <i>nAChRalpha5/beat-VI, 48h APF</i> | 12.543 | 3.87e-30        | 6.853  | 7.21e-12        |
| <i>nAChRalpha5/beat-VI, 72h APF</i> | 15.012 | 1.71e-39        | 7.210  | 5.59e-13        |
| <i>nAChRalpha5/beat-VI, 96h APF</i> | 9.360  | 9.65e-19        | 8.019  | 1.07e-15        |
| <i>dpr17/dpr13, 48h APF</i>         | -4.536 | 7.77e-06        | -4.590 | 4.43e-06        |
| <i>dpr17/dpr13, 72h APF</i>         | -4.411 | 1.37e-05        | -5.081 | 3.75e-07        |
| <i>dpr17/dpr13, 96h APF</i>         | -7.527 | 3.08e-13        | -5.197 | 2.03e-07        |
| <i>beat-VI/dpr17, 48h APF</i>       | -5.260 | 2.25e-07        | -5.789 | 7.11e-09        |
| <i>beat-VI/dpr17, 72h APF</i>       | -3.036 | 0.002588        | -3.069 | 0.002145        |
| <i>beat-VI/dpr17, 96h APF</i>       | -0.663 | <b>0.507632</b> | -0.501 | <b>0.616698</b> |
| <i>SiaT/dpr13, 48h APF</i>          | -9.572 | 7.29e-20        | -3.760 | 0.000171        |
| <i>SiaT/dpr13, 72h APF</i>          | -4.410 | 1.37e-05        | -5.081 | 3.75e-05        |
| <i>SiaT/dpr13, 96h APF</i>          | -7.519 | 3.27e-13        | -3.742 | 0.000182        |
| <i>beat-VI/SiaT, 48h APF</i>        | -5.428 | 8.74e-08        | -5.085 | 3.68e-07        |
| <i>beat-VI/SiaT, 72h APF</i>        | -3.325 | 0.000968        | -3.365 | 0.000765        |
| <i>beat-VI/SiaT, 96h APF</i>        | -3.573 | 0.000403        | -3.307 | 0.000941        |
| <i>Cad87A/SiaT, 48h APF</i>         | -4.466 | 9.74e-06        | -5.170 | 2.35e-07        |
| <i>CG30419/beat-VI, 48h APF</i>     | -8.421 | 4.51e-14        | -7.036 | 1.97e-12        |
| <i>CG30419/beat-VI, 72h APF</i>     | -2.863 | 0.004402        | -2.914 | 0.003571        |
| <i>CG30419/beat-VI, 96h APF</i>     | -4.718 | 3.04e-06        | -3.808 | 0.000139        |
| <i>dpr13/CG30419, 48h APF</i>       | -6.818 | 5.02e-11        | -4.697 | 2.64e-06        |
| <i>dpr13/CG30419, 72h APF</i>       | -6.045 | 3.89e-09        | -6.385 | 1.72e-10        |
| <i>dpr13/CG30419, 96h APF</i>       | -3.122 | 0.001957        | -1.826 | <b>0.067814</b> |
| <i>mbl/dpr13, 48h APF</i>           | 2.507  | 0.012457        | 1.647  | <b>0.099568</b> |
| <i>mbl/dpr13, 72h APF</i>           | 0.687  | <b>0.492210</b> | 0.236  | <b>0.813567</b> |
| <i>mbl/dpr13, 96h APF</i>           | 0.849  | <b>0.396589</b> | 0.696  | <b>0.486700</b> |

#### Extended Data Figure 4e-h.

FISH puncta counts in sparsely labeled dorsal and ventral LPLC2 neurons. Unpaired t-test with Welch's correction.

**e-f**

| Comparison                        | p-value           | Significance marker |
|-----------------------------------|-------------------|---------------------|
| Dpr13 dorsal vs Dpr13 ventral     | 0.002233746477676 | **                  |
| Beat-VI dorsal vs Beat-VI ventral | 0.000232408142355 | ***                 |

#### Extended Data Figure 4j-l.

Sparsely labeled LPLC2 co-localized with Beat-VI and Dpr13 protein traps. Unpaired t-test with Welch's correction.

| Comparison                        | p-value           | Significance marker |
|-----------------------------------|-------------------|---------------------|
| Dpr13 dorsal vs Dpr13 ventral     | 0.003511429510734 | **                  |
| Beat-VI dorsal vs Beat-VI ventral | 0.000221814011944 | ***                 |

**Figure 3e-g, m, o**

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$

Comparison of LPLC2-GF axo-dendritic overlap volume

e. Unpaired t-test with Welch's correction.

| Comparison                                             | p-value           | Significance marker | Difference between means $\pm$ 95% CI |
|--------------------------------------------------------|-------------------|---------------------|---------------------------------------|
| DIP- $\epsilon^{-/-}$ 48h vs DIP- $\epsilon^{+/+}$ 48h | 0.000323566988959 | ***                 | -74.678 $\pm$ 33.775                  |
| DIP- $\epsilon^{-/-}$ 48h vs DIP- $\epsilon^{+/+}$ 72h | 2.1380632369e-5   | ****                | -122.306 $\pm$ 38.003                 |
| DIP- $\epsilon^{-/-}$ 48h vs DIP- $\epsilon^{+/+}$ 96h | 3.3436e-11        | ****                | -178.951 $\pm$ 25.807                 |

f. Unpaired t-test with Welch's correction.

| Comparison                            | p-value        | Significance marker |
|---------------------------------------|----------------|---------------------|
| Control KK vs DIP- $\epsilon$ RNAi KK | 1.346917e-09   | ****                |
| Control GD vs DIP- $\epsilon$ RNAi GD | 7.58741305e-07 | ****                |

g. One-way ANOVA followed by Tukey's (HSD) test for post-hoc pairwise comparisons.

F=63.7536190559813, p=3.64e-13

| Comparison                                                                                            | p-value           | Significance marker |
|-------------------------------------------------------------------------------------------------------|-------------------|---------------------|
| DIP- $\epsilon^{-/-}$ + UAS-DIP- $\epsilon$ vs. DIP- $\epsilon^{-/-}$ + GF-GAL4                       | 0.587797888152264 | NS                  |
| DIP- $\epsilon^{-/-}$ + UAS-DIP- $\epsilon$ vs. DIP- $\epsilon^{-/-}$ + GF-GAL4 + UAS-DIP- $\epsilon$ | 3.76e-12          | ****                |
| DIP- $\epsilon^{-/-}$ + GF-GAL4 vs. DIP- $\epsilon^{-/-}$ + GF-GAL4 + UAS-DIP- $\epsilon$             | 2.1884e-11        | ****                |

m, o. Unpaired t-test with Welch's correction.

| Comparison                                  | p-value  | Significance marker |
|---------------------------------------------|----------|---------------------|
| LPLC2>Control vs. LPLC2>UAS- <i>dpr13</i>   | 0.022640 | *                   |
| LPLC2>Control vs. LPLC2>UAS-DIP- $\epsilon$ | 0.000503 | ***                 |

**Extended Data Figure 6**

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

g. Comparison of LPLC2-GF axo-dendritic overlap volume in controls vs *dpr13<sup>null</sup>* animals

Unpaired t-test with Welch's correction.

| Comparison                                     | p-value | Significance marker | Difference between means $\pm$ 95% CI |
|------------------------------------------------|---------|---------------------|---------------------------------------|
| Control 96h vs <i>dpr13<sup>null</sup></i> 96h | 0.4045  | NS                  | 16.34 $\pm$ 19.27                     |

I. HCR-FISH puncta in LPLC2>Control vs LPLC2>UAS-DIP- $\epsilon$

Unpaired t-test with Welch's correction.

| Comparison                         | p-value          | Significance marker | Difference between means $\pm$ 95% CI |
|------------------------------------|------------------|---------------------|---------------------------------------|
| UAS-control vs UAS-DIP- $\epsilon$ | 0.00012142240138 | ***                 | 4.49 $\pm$ 0.384                      |

**Extended Data Figure 7.**

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

Sparse STaR in LPLC2 in control and *dpr13* null background

Unpaired t-test with Welch's correction.

| Comparison                                                                                         | p-value           | Significance marker |
|----------------------------------------------------------------------------------------------------|-------------------|---------------------|
| Fraction of T-bars overlapping with the GF, control vs <i>dpr13</i> <sup>null</sup>                | 0.239028977465117 | NS                  |
| Number of T-bars overlapping with the GF per LPLC2 neuron, control vs <i>dpr13</i> <sup>null</sup> | 0.371744277321679 | NS                  |
| Total number of T-bars per LPLC2 neuron, control vs <i>dpr13</i> <sup>null</sup>                   | 0.785108760643073 | NS                  |

Sparse STaR in LPLC2 in GF>control and GF>DIP- $\epsilon$  RNAi

Unpaired t-test with Welch's correction.

| Comparison                                                                                              | p-value           | Significance marker |
|---------------------------------------------------------------------------------------------------------|-------------------|---------------------|
| Fraction of T-bars overlapping with the GF, UAS-control RNAi vs UAS-DIP- $\epsilon$ RNAi                | 0.000047330688065 | ****                |
| Number of T-bars overlapping with the GF per LPLC2 neuron, UAS-control RNAi vs UAS-DIP- $\epsilon$ RNAi | 0.00002982838174  | ****                |
| Total number of T-bars per LPLC2 neuron, UAS-control RNAi vs UAS-DIP- $\epsilon$ RNAi                   | 0.12458367222565  | NS                  |

**Figure 3h, i**

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

**h.** Comparison of peak amplitude of GF in controls vs *DIP- $\epsilon$* <sup>null</sup> animals

Mann-Whitney U test

| Comparison<br>(in r/v = 40 ms)                              | Mann-Whitney U<br>statistic | p-value | Significance marker |
|-------------------------------------------------------------|-----------------------------|---------|---------------------|
| Control vs <i>DIP-<math>\epsilon</math></i> <sup>null</sup> | 4                           | 0.0303  | *                   |

**i.** Comparison of peak amplitude of GF in controls vs DIP- $\epsilon$ -RNAi animals

Mann-Whitney U test

| Comparison<br>(in r/v = 40 ms)                    | Mann-Whitney U<br>statistic | p-value | Significance marker |
|---------------------------------------------------|-----------------------------|---------|---------------------|
| Control vs <i>DIP-<math>\epsilon</math></i> -RNAi | 2                           | 0.03175 | *                   |

**Extended Data Figure 8 - b, d**

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

**b.** Comparison of peak amplitude of GF in controls vs *DIP- $\epsilon$* <sup>null</sup> animals

Mann-Whitney U test

| Comparison<br>(in each r/v, ms) | Mann-Whitney U<br>statistic | p-value | Significance marker |
|---------------------------------|-----------------------------|---------|---------------------|
| 10                              | 8                           | 0.149   | NS                  |
| 20                              | 6                           | 0.07323 | NS                  |
| 40                              | 4                           | 0.0303  | *                   |
| 80                              | 14                          | 0.6389  | NS                  |

**b. Comparison of peak amplitude of GF in controls vs DIP- $\epsilon$ -RNAi animals**

Mann-Whitney U test

| Comparison<br>(in each r/v, ms) | Mann-Whitney U<br>statistic | p-value | Significance marker |
|---------------------------------|-----------------------------|---------|---------------------|
| 10                              | 6                           | 0.2222  | NS                  |
| 20                              | 1                           | 0.01587 | *                   |
| 40                              | 2                           | 0.03175 | *                   |
| 80                              | 2                           | 0.03175 | *                   |

**Figure 3j-l, n**

Takeoff distribution comparison

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

Mann-Whitney U test

DL vs *DIP- $\epsilon^{null}$*

| Comparison<br>(elevation, °) | Mann-Whitney U<br>statistic | p-value      | Significance marker |
|------------------------------|-----------------------------|--------------|---------------------|
| 0                            | 1102.5                      | 2.762732e-07 | ****                |
| 45                           | 1084.5                      | 8.165668e-09 | ****                |
| 77                           | 1588.0                      | 1.977863e-04 | ***                 |

Empty Gal4>UAS-DIP- $\epsilon$ -RNAi vs GF Gal4> UAS-*DIP- $\epsilon$ -RNAi*

| Comparison<br>(elevation, °) | Mann-Whitney U<br>statistic | p-value      | Significance marker |
|------------------------------|-----------------------------|--------------|---------------------|
| 0                            | 3294.0                      | 0.031027     | *                   |
| 45                           | 3259.5                      | 0.334079     | NS                  |
| 77                           | 2902.0                      | 1.920117e-04 | ***                 |

Empty Gal4>UAS-Dpr13 vs LPLC2 Gal4>UAS-*dpr13*

| Comparison<br>(elevation, °) | Mann-Whitney U<br>statistic | p-value      | Significance marker |
|------------------------------|-----------------------------|--------------|---------------------|
| 0                            | 3604.0                      | 4.625898e-04 | ***                 |
| 45                           | 3613.0                      | 3.834724e-02 | *                   |
| 77                           | 3181.5                      | 0.941107     | NS                  |

DL vs *dpr13<sup>null</sup>*

| Comparison<br>(elevation, °) | Mann-Whitney U<br>statistic | p-value  | Significance marker |
|------------------------------|-----------------------------|----------|---------------------|
| 0                            | 4095.0                      | 0.005558 | **                  |
| 45                           | 2302.5                      | 0.426707 | NS                  |
| 77                           | 2110.5                      | 0.771449 | NS                  |

Short-mode takeoff percentage comparison

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

The p-value (Bonf.) indicates the application of the post-hoc Bonferroni correction for multiple comparisons.

DL

Chi2 result of the contingency table: 8.684853691788211, p-value: 0.01300492891730162

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| 0, 45                    | 0.226045 | 0.678134        | NS                  |
| 0, 77                    | 0.007282 | 0.021846        | *                   |
| 45, 77                   | 0.211155 | 0.633466        | NS                  |

*DIP-ε<sup>null</sup>* Chi2 result of the contingency table: 9.80602901959989, p-value: 0.007424169073861333

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| 0, 45                    | 1.000000 | 1.000000        | NS                  |
| 0, 77                    | 0.038308 | 0.114924        | NS                  |
| 45, 77                   | 0.082882 | 0.248647        | NS                  |

Empty Gal4>UAS-*DIP-ε*-RNAi

Chi2 result of the contingency table: 6.775081042471815, p-value: 0.03379168471070383

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| 0, 45                    | 0.367950 | 1.000000        | NS                  |
| 0, 77                    | 0.015671 | 0.047012        | *                   |
| 45, 77                   | 0.188825 | 0.566475        | NS                  |

GF Gal4> UAS-*DIP-ε*-RNAi

Chi2 result of the contingency table: 0.1740084285332571, p-value: 0.9166732325195991

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| 0, 45                    | 1.000000 | 1.000000        | NS                  |
| 0, 77                    | 0.873503 | 1.000000        | NS                  |
| 45, 77                   | 0.902151 | 1.000000        | NS                  |

Empty Gal4>UAS-*dpr13*

Chi2 result of the contingency table: 13.237938025041398, p-value: 0.00133480640514174

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| 0, 45                    | 0.164585 | 0.493755        | NS                  |
| 0, 77                    | 0.000583 | 0.001750        | **                  |
| 45, 77                   | 0.064840 | 0.194521        | NS                  |

LPLC2 Gal4>UAS-*dpr13*

Chi2 result of the contingency table: 0.28989715660728177, p-value: 0.8650667751681032

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| 0, 45                    | 0.770994 | 1.000000        | NS                  |
| 0, 77                    | 1.000000 | 1.000000        | NS                  |
| 45, 77                   | 0.752068 | 1.000000        | NS                  |

DL

Chi2 result of the contingency table: 7.571740071036096, p-value: 0.022689

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| 0, 45                    | 0.186470 | 0.559409        | NS                  |
| 0, 77                    | 0.011414 | 0.034243        | *                   |
| 45, 77                   | 0.328558 | 0.985674        | NS                  |

*dpr13<sup>null</sup>*

Chi2 result of the contingency table: 0.9491983211739197, p-value: 0.622134

| Comparison (elevation,°) | p-value  | p-value (Bonf.) | Significance marker |
|--------------------------|----------|-----------------|---------------------|
| 0, 45                    | 1.000000 | 1.000000        | NS                  |
| 0, 77                    | 0.456835 | 1.000000        | NS                  |
| 45, 77                   | 0.565391 | 1.000000        | NS                  |

### Extended Data Figure 9

Total takeoff percentage comparison

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

DL vs *DIP-ε*<sup>null</sup>

| elevation,° | Chi2 value | p-value      | Significance marker |
|-------------|------------|--------------|---------------------|
| 0           | 2.464751   | 0.116426     | NS                  |
| 45          | 9.476042   | 0.002082     | **                  |
| 77          | 23.707169  | 1.121639e-06 | ****                |

*Empty Gal4>UAS-DIP-ε-RNAi* vs *GF Gal4> UAS-DIP-ε-RNAi*

| elevation,° | Chi2 value | p-value  | Significance marker |
|-------------|------------|----------|---------------------|
| 0           | 2.200417   | 0.137973 | NS                  |
| 45          | 0.002766   | 0.958060 | NS                  |
| 77          | 5.731744   | 0.016661 | *                   |

*Empty Gal4>UAS-dpr13* vs *LPLC2 Gal4>UAS-dpr13*

| elevation,° | Chi2 value | p-value      | Significance marker |
|-------------|------------|--------------|---------------------|
| 0           | 15.674529  | 7.523051e-05 | ****                |
| 45          | 10.933662  | 9.443267e-04 | ***                 |
| 77          | 5.1404340  | 0.023375     | *                   |

DL vs *dpr13*<sup>null</sup>

| elevation,° | Chi2 value | p-value      | Significance marker |
|-------------|------------|--------------|---------------------|
| 0           | 11.988401  | 5.353269e-04 | ***                 |
| 45          | 1.405422   | 0.235818     | NS                  |
| 77          | 0.009356   | 0.922942     | NS                  |

### Figure 4d

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

Comparison of Lop4 dendritic branch length between controls and *beat-VI* RNAi

Unpaired t-test with Welch's correction.

| Comparison                             | p-value     | Significance marker | Difference between means $\pm$ 95% CI |
|----------------------------------------|-------------|---------------------|---------------------------------------|
| Control vs <i>beat-VI</i> RNAi Dorsal  | 2.95239e-8  | ****                | -13.4955 $\pm$ 2.579                  |
| Control vs <i>beat-VI</i> RNAi Central | 2.263677e-8 | ****                | -9.5170 $\pm$ 1.376                   |
| Control vs <i>beat-VI</i> RNAi Ventral | 0.7886      | NS                  | -0.2033 $\pm$ 1.089                   |

### Figure 5e

Comparison of DSI in dorsal (16) and ventral (40) positions (Position) in controls, *beat-VI* RNAi, and UAS-*beat-VI* (Genotype).

Two-way repeated-measures ANOVA (rANOVA) followed by unpaired t-test adjusted with Bonferroni method for post-hoc comparisons. Position:  $\chi^2 = 4.6031$ ,  $p = 0.1001$ ; Genotype:  $\chi^2 = 3.2581$ ,  $p = 0.1961$ ; Position\*Genotype:  $\chi^2 = 9.8026$ ,  $p = 0.0074$ .

| Comparison                                                 | p-value (Bonf.) | Significance marker | Difference between means $\pm$ SE | Cohen's <i>d</i> |
|------------------------------------------------------------|-----------------|---------------------|-----------------------------------|------------------|
| Control Dorsal vs Control Ventral                          | 0.02            | *                   | -0.5720 $\pm$ 0.173               | -1.7095          |
| <i>beat-VI</i> RNAi Dorsal vs <i>beat-VI</i> RNAi Ventral  | 1.0000          | NS                  | 0.0785 $\pm$ 0.152                | 0.2345           |
| UAS- <i>beat-VI</i> Dorsal vs UAS- <i>beat-VI</i> Ventral  | 1.0000          | NS                  | -0.0175 $\pm$ 0.098               | -0.0523          |
| Control Dorsal vs UAS- <i>beat-VI</i> Dorsal               | 1.0000          | NS                  | -0.0867 $\pm$ 0.166               | -0.2591          |
| Control Dorsal vs UAS- <i>beat-VI</i> Ventral              | 1.0000          | NS                  | -0.1042 $\pm$ 0.166               | -0.3114          |
| Control Dorsal vs <i>beat-VI</i> RNAi Dorsal               | 0.8355          | NS                  | -0.3527 $\pm$ 0.179               | -1.0541          |
| Control Dorsal vs <i>beat-VI</i> RNAi Ventral              | 1.0000          | NS                  | -0.2743 $\pm$ 0.202               | -0.8196          |
| Control Ventral vs UAS- <i>beat-VI</i> Dorsal              | 0.2351          | NS                  | 0.4853 $\pm$ 0.195                | 1.4504           |
| Control Ventral vs UAS- <i>beat-VI</i> Ventral             | 0.2945          | NS                  | 0.4678 $\pm$ 0.195                | 1.3981           |
| Control Ventral vs <i>beat-VI</i> RNAi Dorsal              | 1.0000          | NS                  | 0.2193 $\pm$ 0.206                | 0.6555           |
| Control Ventral vs <i>beat-VI</i> RNAi Ventral             | 1.0000          | NS                  | 0.2978 $\pm$ 0.226                | 0.8899           |
| UAS- <i>beat-VI</i> Dorsal vs <i>beat-VI</i> RNAi Dorsal   | 1.0000          | NS                  | -0.2660 $\pm$ 0.154               | -0.7950          |
| UAS- <i>beat-VI</i> Dorsal vs <i>beat-VI</i> RNAi Ventral  | 1.0000          | NS                  | -0.1876 $\pm$ 0.180               | -0.5605          |
| UAS- <i>beat-VI</i> Ventral vs <i>beat-VI</i> RNAi Dorsal  | 1.0000          | NS                  | -0.2485 $\pm$ 0.154               | -0.7426          |
| UAS- <i>beat-VI</i> Ventral vs <i>beat-VI</i> RNAi Ventral | 1.0000          | NS                  | -0.1700 $\pm$ 0.180               | -0.5082          |

Pairwise t-test adjusted with Bonferroni method for post-hoc comparisons on the difference between ventral (40) and dorsal (16) positions.

UAS-*beat-VI* vs *beat-VI* RNAi

| Comparison                                 | estimate | SE    | df   | t-ratio | p-value (Bonf.) | Significance marker |
|--------------------------------------------|----------|-------|------|---------|-----------------|---------------------|
| UAS- <i>beat-VI</i> vs <i>beat-VI</i> RNAi | -0.096   | 0.181 | 85.3 | -0.531  | 1.0000          | NS                  |
| Control vs <i>beat-VI</i> RNAi             | -0.650   | 0.230 | 90.1 | -2.828  | 0.0173          | *                   |
| Control vs UAS- <i>beat-VI</i>             | -0.555   | 0.198 | 87.7 | -2.794  | 0.0192          | *                   |

### Figure 5h

Comparison of peak responses to looming stimuli above (dorsal) and below (ventral) the fly eye's equator (Position) in controls, *beat-VI* RNAi, and UAS-*beat-VI* (Genotype).

Two-way repeated-measures ANOVA (rANOVA) followed by unpaired t-test adjusted with Bonferroni method for post-hoc comparisons. Position:  $\chi^2 = 75.7508$ ,  $p < 0.00001$ ; Genotype:  $\chi^2 = 2.9296$ ,  $p = 0.2311$ ; Position\*Genotype:  $\chi^2 = 0.3302$ ,  $p = 0.8478$ .

| Comparison | p-value | Significance marker | Difference between means $\pm$ SE |
|------------|---------|---------------------|-----------------------------------|
|------------|---------|---------------------|-----------------------------------|

|                                                           |        |    |              |
|-----------------------------------------------------------|--------|----|--------------|
| Control Dorsal vs Control Ventral                         | 1.0000 | NS | 0.0166±0.013 |
| <i>beat-VI</i> RNAi Dorsal vs <i>beat-VI</i> RNAi Ventral | 1.0000 | NS | 0.0074±0.012 |
| UAS- <i>beat-VI</i> Dorsal vs UAS- <i>beat-VI</i> Ventral | 1.0000 | NS | 0.0147±0.008 |

### Extended Data Figure 10b-c

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

**b.** Comparison of LPLC2-GF axo-dendritic overlap volume in controls vs *side-1<sup>null</sup>* animals  
Unpaired t-test with Welch's correction.

| Comparison                              | p-value | Significance marker | Difference between means $\pm$ 95% CI |
|-----------------------------------------|---------|---------------------|---------------------------------------|
| <i>side-1<sup>null</sup></i> vs control | 0.3884  | NS                  | 12.47±28.40                           |

**c.** Comparison of LPLC2-GF axo-dendritic overlap volume in controls vs *beat-VI* RNAi in LPLC2  
One-way ANOVA followed by Tukey's (HSD) test for post-hoc pairwise comparisons.  $F = 1.036$ ,  $p = 0.3657$ . \* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

| Comparison                                    | p-value | Significance marker |
|-----------------------------------------------|---------|---------------------|
| UAS-Control (KK) vs. <i>beat-VI</i> RNAi (KK) | 0.1490  | NS                  |
| UAS-Control (GD) vs. <i>beat-VI</i> RNAi (GD) | 0.2956  | NS                  |

### Extended Data Figure 10g.

\* for  $p < 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$  and \*\*\*\*  $< 0.0001$ .

Comparison of Lop4 dendritic branch length between UAS-controls and UAS-*beat-VI* in LPLC2  
Unpaired t-test with Welch's correction.

| Comparison                                         | p-value           | Significance marker |
|----------------------------------------------------|-------------------|---------------------|
| dorsal UAS-control vs dorsal UAS- <i>beat-VI</i>   | 0.073174108727134 | NS                  |
| central UAS-control vs central UAS- <i>beat-VI</i> | 0.642797831746797 | NS                  |
| ventral UAS-control vs ventral UAS- <i>beat-VI</i> | 0.006134577342864 | **                  |

How the deposited data were processed for this re-analysis (not part of the article)

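The data are single-cell transcriptomes of LPLC2, LPLC1 and LC4 neurons of the fly optic lobe at 48, 72 and 96 h APF, with 1 library on 1 lane per time point. Each lane pooled crosses of a driver line with different DGRP strains, 6 crosses per cell type and time point except for LC4 at 72 and 96 h APF, which has 4. The replicate in every test is the cross, as the authors' demultiplexing assigned it to each cell. The counts, as the authors deposited them, are UMI counts per gene and cell barcode from Cell Ranger, aligned to the FlyBase genome with its annotation, without normalization and before the authors' filters. All values of the deposited count tables were read and are whole numbers. The deposited tables of cells give, for each barcode, the UMI count and the percentage of mitochondrial UMIs as the authors computed them, the cross called by demuxlet, and, for the cells of the final dataset, the cell type that the authors annotated after clustering with Seurat. Gene positions refer to the Release 6 assembly.

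The cells of the final dataset with an annotation as LPLC2, LPLC1 or LC4 were used, and cells with another label entered no test. Scaling to 10000 UMIs per cell, log transformation, the choice of the 500 most variable genes, scaling with a limit of 10 and the principal component analysis followed the paper's methods, within each cell type and stage. The work was done in R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Matrix 1.6.5 and data.table 1.17.8. The share of variance on PC1 is relative to the first 50 components, since the paper does not name its denominator. Genes along PC1 were tested with edgeR on UMIs summed over the highest and the lowest of 3 equal groups of the cells of each cross, ordered by a position score that contains neither the gene's own set nor loadings learned from the same cross. Genes with low counts were removed by edgeR's filterByExpr, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05 over all genes tested in a cell type and stage. The cross was a block, because both sums of a cross come from the same animals. Crosses with fewer than 10 cells in a group were left out.

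The change of the gradients between stages was tested in edgeR as an interaction of position and stage, with the cross within stage as a block. Correlations of gene pairs, of gene sets and of PC1 with covariates were Spearman coefficients within crosses, tested by exact two-sided sign-flip permutation over crosses, and the age groups by exact two-sided permutation of the crosses. The family of gene pairs held 34 tests of 12 pairs, and each covariate 9 tests. Calls shared by LPLC2 and LPLC1 were compared by Fisher's exact test, two-sided. Intervals for percentages of cells are 95% exact binomial intervals and cover counting error only. The genes named are every gene that the paper names with the single-cell data, and genes chosen by fold change. For each cell type and stage, the rule takes the 5 genes with the largest log2 fold change in each direction. Only graded genes that changed the same way in every cross are eligible. The list is printed in full for LPLC2 at 48 h APF only, and for the other groups single genes are given. For LC4 no genes are named by fold change, since the orientation of its PC1 at 48 h APF turned over when cells were filtered differently.

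The depth of a sum sets the precision. UMIs summed over all cells of a cross ranged from 2210751 to 6256891 in LPLC2 at 48 h APF and from 253805 to 1098655 in LPLC1 at 96 h APF, and the number of genes with enough counts to be tested fell from 6027 to 3067 between these groups. The tests were tested on simulated data with the depth, crosses and cell numbers of each group. With a simulated gradient, edgeR's test recovered between 62.4% (LC4 at 96 h APF) and 86.8% (LPLC2 at 48 h APF) of the changed genes, with 2 to 16 calls among unchanged genes. Without a gradient it called at most 1 gene in each of the 9 groups, while limma on Fisher z called 635 genes in LPLC2 at 72 h APF, so limma's counts are given as an alternative and not as a main value. The test of the interaction with stage recovered 97% and 98% of 200 changed genes in LPLC2 and LPLC1. These genes had high counts at every stage, changed by 2-fold or more and were simulated as sums without a position score. Recovery of smaller changes, of genes with low counts or under errors of the score was not simulated.

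The tests, the rule for naming genes and most alternatives were set before the data were examined. The alternatives were DESeq2's size factors in place of TMM, DESeq2's Wald test, limma on Fisher z of within-cross correlations, no filter on low counts, 2 or 4 equal groups of cells in place of 3, UMIs regressed out of the score, 1000 variable genes, another random division of the genes, PC1 of each gene set by itself, leaving out the 5% of cells with the most UMIs, no block for the cross, counts thinned to 10000 UMIs per cell, UMI counts without normalization, partial correlation on UMIs, one coefficient over all cells, the total scaled variance as denominator, 3 and 4 clusters, 0.5 times the kernel bandwidth, and leaving out each cross in turn. Chosen after the data were seen were the cells that pass the filter stated in the paper's methods, shuffles over all cells, the density along PC1 at other stages and in other types, the Mantel-Haenszel odds ratios, over classes of expression and of gene span, and the comparison of the size of the UMI correlation between types. Imaging, connectomic and behavioural data of the paper were not used here. No sequencing reads were realigned.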

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

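The tests of the density of cells at 72 and 96 h APF, of other cell types among the LPLC2 cells and of single crosses as its source were chosen only after the result was seen.

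Among 79 groups of 4 to 6 crosses, 5 held a cross far from the others, and chance gives about 1 in 20 such groups. The share of variance on PC1 in LPLC1 at 72 h APF was 16.1% in the cross of DGRP-399 and between 19.4% and 21.3% in the others. The rho of dpr17 and SiaT in LPLC2 at 48 h APF was 0.511 in the cross of DGRP-799 and between 0.190 and 0.291 in the others. The median number of UMIs per cell in LPLC1 at 48 h APF was 22699 in the cross of DGRP-555, against 20751 to 21293. Expression of dpr13 in LPLC2 was 5.29 TP10K in the cross of DGRP-399 at 48 h APF, against 6.74 to 7.41, and 3.90 TP10K in the cross of DGRP-799 at 72 h APF, against 4.46 to 4.65. The crosses differ in genetic background and, in part, in age group, and neither this nor a technical explanation was tested for single crosses.

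The gradient of 2362 of 6104 genes in LPLC2 and of 828 of 5749 genes in LPLC1 differed between stages by the interaction test. Without the cross of DGRP-799 the number in LPLC1 was 481. When the stages were dealt at random to the crosses, 1 of 50 draws, the real one included, gave as many genes in LPLC2, and likewise 1 of 50 in LPLC1, which argues against an arbitrary grouping of crosses. What stays open is the source of the difference. PC1 was learned separately at each stage, so a change of this axis may be part of the difference. Each stage is 1 lane, and developmental stage and lane cannot be told apart. Read length differs between 48 h APF and the later stages, and the libraries of 72 and 96 h APF share it, so it stays open only for a difference from 48 h APF.

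Among the genes named by the paper, the adjusted p of the interaction in LPLC2 (edgeR) was smallest for sdk, 8.77e-21, with log2 fold changes of 0.66, 3.90 and 5.21 at 48, 72 and 96 h APF. It was 1.92e-19 for Stacl (-1.13, 0.65 and 1.53), 3.17e-17 for Tsp42Ef (-1.97, -4.29 and -6.12), 5.64e-15 for CG30419 (-1.41, -3.26 and -2.55), 1.51e-11 for nAChRalpha5 (0.39, 1.57 and 1.19), 4.92e-10 for SiaT (-1.82, -1.99 and -3.92), 1.24e-08 for dpr13 (2.45, 1.52 and 2.31), 1.34e-06 for beat-VI (1.85, 0.88 and 1.27), 0.00243 for tei (2.12, 1.61 and 2.38) and 0.0100 for fz2 (1.21, 1.47 and 1.82). Each of these changed the same way in 6 of 6 crosses at each stage. For dpr20 the adjusted p was 0.0152 (-0.78, -0.80 and -0.37, lower in 6 of 6 crosses at each stage), and for dpr18 0.00168 (-0.21, 0.17 and 0.59, higher in 0, 5 and 5 of 6 crosses). For dpr3 it was 7.41e-05, and dpr3 had enough counts for its own test at 48 h APF only (-2.39, lower in 6 of 6 crosses).

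In LPLC1 the adjusted p of the interaction (edgeR) was 9.20e-13 for dpr13 (log2 fold changes 1.15, -0.47 and -1.00 at 48, 72 and 96 h APF; higher in 6 of 6, 0 of 6 and 0 of 5 crosses), 2.07e-07 for beat-VI (-0.82, 0.31 and -1.48; higher in 0 of 6, 5 of 6 and 0 of 5), 5.79e-05 for SiaT (0.58, 0.63 and -1.08; higher in 4 of 6, 5 of 6 and 0 of 5), 7.98e-05 for dpr17 (-1.44, -0.21 and -1.26; higher in 0 of 6, 1 of 6 and 1 of 5) and 0.00287 for tei (0.00, -0.57 and 0.35; higher in 3 of 6, 0 of 6 and 4 of 5). For sdk it was 0.0352, with log2 fold changes of 3.73 and 2.17 at 48 and 72 h APF (higher in 6 of 6 at both) and too few counts for its own test at 96 h APF. Of the genes that the paper names in LPLC2, it was 1.07e-05 for Tsp42Ef (-1.88, -3.30 and -4.60; higher in 0 of 6, 0 of 6 and 0 of 5), 0.000277 for Stacl (0.59, -0.03 and 0.33; higher in 6 of 6, 3 of 6 and 5 of 5) and 0.0149 for fz2 (-1.37, -0.64 and -0.45; higher in 0 of 6, 1 of 6 and 2 of 5). PC1 of LPLC1 was oriented by DIP-kappa at every stage. It was learned separately at each stage, so a change of this axis may enter these differences. The log2 fold change of beat-VI at 72 h APF missed the threshold in 5 of 6 fits that each left out a cross. Stage and lane change together here too and cannot be told apart, and read length stays open only for a difference from 48 h APF.

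The density of LPLC2 cells along PC1 had a dip between 2 clusters at 72 and 96 h APF that was absent at 48 h APF. The mean density ratio over crosses differed from that of 48 h APF by -0.264 at 72 h APF and by -0.148 at 96 h APF (exact two-sided permutation test, 6 against 6 crosses, p = 0.00216 for each, the smallest these crosses allow; adjusted p = 0.00216), and the ratio was below 1 in 6 of 6 crosses at both stages. The ratio cannot exceed 1, and crosses held fewer cells at the later stages, with 119 to 364, 87 to 248 and 55 to 109 cells at 48, 72 and 96 h APF. Whether fewer cells lowered the ratio of single crosses was not tested. With 3 and 4 clusters the ratio over all cells was 0.789 and 0.716 at 72 h APF and 0.876 and 0.972 at 96 h APF. Several explanations are argued against by the tables. At 72 h APF the ratio stayed between 0.514 and 0.561 with each cross left out, which argues against a single cross as the source there. With UMIs removed from each gene it was at most 0.655, and among the cells that pass the filter stated in the methods at most 0.659. LPLC1 or LC4 cells among the annotated cells would bring br, tup or kn, and in each of 10 groups along PC1 these stayed at or below 3.14% of their level in LPLC1 or LC4. Class X cells would bring br, which stayed at or below 5.58% of its level in that class (0.333 against 5.97 TP10K at 72 h APF). The genes acj6, salm, salr, Sox102F and Lim1, which LPLC2 expresses, were all lower at the low end at 72 and 96 h APF. The lowest ratio was that of Lim1, 0.720 at 72 h APF and 0.438 at 96 h APF. An admixture of LC4 or class X could also lower these genes, but the markers argue against one large enough for these ratios. In the highest of the 10 groups, kn reached 1.07% of its LC4 level at 72 h APF and 0.704% at 96 h APF. There br reached 5.58% and 3.49% of its class X level. LPLC1 cells would not lower salm and salr, which were no lower in LPLC1 than in LPLC2. What stays open at 96 h APF is the part of a single cross. The ratio there was between 0.616 and 0.853 with each cross left out, highest without the cross of DGRP-730, which had a ratio of 0.665 by itself against 0.830 to 0.938 in the others. The ratio was 0.939 and 1 in LPLC1 and 1 and 0.502 in LC4 at 72 and 96 h APF in the same lanes, so a dip as deep as in LPLC2 was seen in LC4 at 96 h APF only. The dip sets 72 and 96 h APF apart from 48 h APF, and for this difference stage, lane and read length cannot be told apart.

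Cells with a label outside the 3 types, which the paper names as an unknown type X, were 3.01% of the final dataset at 48 h APF (95% exact binomial interval 2.38% to 3.74%), 5.28% at 72 h APF (4.41% to 6.25%) and 12.1% at 96 h APF (10.2% to 14.3%). Their median number of UMIs was 19584.5, 18527 and 17759, against 19684, 23008.5 and 17534 in the other cells. Among these cells at 48 h APF, br was at 14.7, Lim1 at 4.99, salr at 3.55, kn at 1.07, acj6 at 0.432 and fkh at 0.136 TP10K. No technical or biological explanation was tested for their number.

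Neuropeptide genes, which the paper does not discuss, were graded along PC1 of LPLC2. At 72 h APF the log2 fold change of AstC was -7.75, lower at the high end in 6 of 6 crosses, and that of Dh31 was 5.27, higher in 6 of 6 crosses. With 2 groups of cells in place of 3 they were -4.74 and 4.28, and with UMIs regressed out of the score -7.75 and 5.02, which argues against UMIs per cell as the source. RNA released by other neurons in the lane may add to the counts of a peptide gene, but this was not tested.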

How the results depend on the processing

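The tests on the cells that pass the filter stated in the methods and the shuffles over all cells were chosen only after the result was seen. The cause was not tested for any change listed here unless a cause is given.

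Of the values for named genes and gene pairs, 1818 kept their direction and their side of the threshold under the alternatives, 18 were weaker, 12 stronger, 1 moved and 1 reversed. With a cross left out, 956 stayed, 12 were weaker and 6 stronger. The reversed value was rho of beat-VI and dpr17 in LPLC2 at 72 h APF, 0.0650 with UMI counts without normalization. The log2 fold change of dpr13 in LPLC2 stayed between 2.34 and 2.54 at 48 h APF across the 6 fits that each left out a cross.

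Counts of graded genes moved by more than 1.5 times under these alternatives. DESeq2's Wald test gave 1093 in LPLC2 at 48 h APF, 586, 931 and 543 in LPLC1 and 1662, 706 and 1157 in LC4 at 48, 72 and 96 h APF. On simulated data it also recovered fewer of the changed genes than edgeR in every group. Without the replicate block of the cross, 633 were graded in LPLC1 at 48 h APF. In LC4 at 72 h APF, limma on Fisher z gave 3193 and 1000 variable genes gave 2511. limma also shifted the direction in LC4, with 2273 higher and 959 lower at 48 h APF, 2563 and 630 at 72 h APF, and 1768 and 589 at 96 h APF, where edgeR had 1304 and 1315, 709 and 874, and 958 and 897. DESeq2's Wald test had 653 higher and 1009 lower in LC4 at 48 h APF.

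Among the dpr paralogues in LPLC2, dpr18 at 48 h APF passed the threshold with 4 groups of cells (-0.32), PC1 of each gene set by itself (-0.28), UMIs regressed out of the score (-0.28), without the 5% of cells with the most UMIs (-0.27) and with limma (mean Fisher z -0.102), dpr18 at 72 h APF without the 5% of cells with the most UMIs (0.25), and dpr19 at 48 h APF with limma (0.0686). At 96 h APF the threshold was missed by dpr14 with DESeq2's Wald test (-0.27), no replicate block (-0.25) and the other division of genes (-0.22), by dpr18 with DESeq2's Wald test (0.59), 4 groups of cells (0.35) and limma (0.0754), and by dpr20 with limma (-0.0975).

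For the rho of PC1 with UMIs per cell, 1000 variable genes gave 0.0846 in LPLC2 and 0.247 in LC4 at 48 h APF and 0.0694 in LC4 at 72 h APF. Without the 5% of cells with the most UMIs it was 0.0241 in LPLC2 and 0.346 in LC4 at 48 h APF. With thinned counts it was 0.275 in LPLC2 and 0.0673 in LC4 at 48 h APF, 0.368 in LPLC2 at 72 h APF and 0.424 in LC4 at 96 h APF, and rho with lncRNA:roX1 in LC4 at 48 h APF was -0.136. With the stated filter it was 0.311 and 0.377 in LPLC2 at 48 and 72 h APF, -0.226 in LPLC1 at 96 h APF, and 0.0232, -0.00606 and 0.501 in LC4.

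The share of variance on PC1 with total scaled variance as denominator was 5.83%, 16.3% and 16.6% in LPLC2, 8.44%, 9.01% and 11.5% in LPLC1 and 6.45%, 3.89% and 12.2% in LC4, a larger denominator by construction. With 1000 variable genes it was 28.3% in LPLC2 at 96 h APF and 17.2% and 15.3% in LPLC1 at 72 and 96 h APF. With thinned counts it was 17.5% and 11.5% in LC4 at 48 and 96 h APF, without the 5% of cells with the most UMIs 23.6% in LC4 at 96 h APF, and with the stated filter 21.7% in LPLC1 at 72 h APF and 13.3% in LC4 at 96 h APF. SiaT ranked 2 on its side of PC1 with 1000 variable genes, 2 without the 5% of cells with the most UMIs, and 8 with thinned counts.

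The correlation of the gene sets in LC4 moved with 1000 variable genes to 0.935 (PC1, 72 h APF), 0.70 (PC3, 72 h APF) and 0.968 (PC1, 96 h APF), with thinned counts to 0.868, 0.705 and 0.681 (PC1, PC2 and PC3, 72 h APF), 0.916 and 0.796 (PC1 and PC3, 96 h APF), with the other division to 0.882 and 0.729 (PC1 and PC3, 72 h APF), with UMIs removed from each gene to 0.888 (PC1, 72 h APF), and as partial correlation on UMIs to 0.909 (PC1, 96 h APF). The density ratio of shuffled LPLC2 cells at 48 h APF was 0.505 within crosses and 0.00211 within clusters and crosses with 0.5 times the bandwidth, 0.124 and 0.536 within clusters and crosses with 3 and 4 clusters, and 1 when shuffled over all cells.

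With each cross left out in turn, graded genes ranged from 473 to 1039 in LPLC1 at 48 h APF (473 without DGRP-799, 523 without DGRP-399) and from 904 (without DGRP-799) to 1459 in LC4 at 72 h APF. Genes graded in LPLC1 at 48 h APF with the same sign later ranged from 410 to 811 at 72 h APF (410 without DGRP-799, 423 without DGRP-399) and from 294 to 582 at 96 h APF (294 and 318). Genes whose gradient differed between stages ranged from 481 (without DGRP-799) to 819 in LPLC1, and shared genes at 48 h APF from 331 (without DGRP-799) to 594, with 348 without DGRP-399. The log2 fold change of dpr18 at 48 h APF ranged from -0.28 (without DGRP-555, past the threshold) to -0.17, and that of dpr19 at 48 h APF from 0.10 to 0.24, past the threshold without DGRP-730 or DGRP-799. That of dpr14 at 96 h APF ranged from -0.30 to -0.16 and missed the threshold without DGRP-399, DGRP-535 or DGRP-730. The correlation of the gene sets on PC1 ranged from 0.916 to 0.961 in LPLC1 at 48 h APF (0.916 without DGRP-799, 0.917 without DGRP-399). In LC4 at 72 h APF it ranged from 0.878 to 0.921 on PC1, from 0.728 to 0.880 on PC2 and from 0.739 to 0.808 on PC3, and at 96 h APF from 0.790 to 0.870 on PC3.

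Depth limits the results most at 96 h APF, where 3067 genes could be tested in LPLC1. In LC4 at 72 and 96 h APF the limit for tests within the type is the number of crosses. The sign-flip test over 4 crosses cannot give an exact p below 0.125.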

Differences from the paper's values

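The tests on the cells that pass the filter stated in the methods and the comparison of the correlation with UMIs between types were chosen only after the result was seen.

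The smallest number of UMIs of a cell in the final dataset was 5003, 5024 and 5005 at 48, 72 and 96 h APF, against the paper's minimum of 10000. The largest percentage of mitochondrial UMIs was 15.8%, 26.3% and 22.1%, against the paper's maximum of 10%. Of the barcodes, 0% at 96 h APF and 0.301% at 72 h APF were assigned to negative controls, against the paper's lowest and highest percentages of 0.1 and 0.2. None of the alternatives set before the data were examined bears on these 3 measures.

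The rho of dpr17 and SiaT in LPLC2 at 48 h APF was 0.294, positive in 6 of 6 crosses, against the paper's value of about -0.3 in Fig. 2h, read by eye. None of the alternatives set before the data were examined closed the gap, with values between 0.251 and 0.40. Both curves in that figure fall along PC1, so the sign printed there is uncertain.

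The paper states that among the paralogues binding DIP-epsilon dpr13 alone is graded. Here dpr20 was also graded in LPLC2, in the opposite direction and at each stage, with a log2 fold change of -0.78 at 48 h APF, and dpr14 changed by -0.22 at 48 h APF. In the direction of dpr13, dpr19 was graded at 72 and 96 h APF. Its log2 fold changes were 0.26 and 0.44 (adjusted p = 0.00572 and 0.00298, edgeR; higher in 6 of 6 crosses at both stages). dpr18 was graded at 96 h APF (0.59, adjusted p = 0.00597, edgeR), a call that changed under some alternatives. The paper states that PC1 of LPLC2 is unrelated to mRNA coverage. The rho with UMIs per cell at 48 h APF was 0.120, positive in 6 of 6 crosses (exact permutation test, p = 0.03125, the smallest p that 6 crosses allow; adjusted p = 0.141 over 9 tests). Among the cells that pass the filter stated in the methods, rho was 0.311 at 48 h APF and 0.377 at 72 h APF, positive in 6 of 6 crosses at both stages. The paper sets LC4 apart by the correlation of its PC1 with transcript counts. The size of rho in LC4 was not shown to differ from that in LPLC2 at 48 h APF (difference 0.107, exact permutation test, p = 0.115) or at 72 h APF (difference -0.0331, exact permutation test, p = 0.648), and it exceeded that in LPLC2 by 0.555 at 96 h APF. Without the 5% of cells with the most UMIs, mean rho at 48 h APF was 0.346 in LC4 (0.278 to 0.498 over 5 crosses). In LPLC2 it was then 0.0241 (-0.102 to 0.154 over 6 crosses), and this gap was not tested. With the stated filter the order turned, with 0.0232 in LC4 and 0.311 in LPLC2.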

Other observations

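The tests of UMIs per cell as the whole cause of PC1 in LC4 and of gene span in the recognition genes, and those on the cells that pass the filter stated in the methods, were chosen only after the result was seen.

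The 2 sums of a cross were swapped in other crosses to count how often other splits give as many graded genes. In LPLC2 at 48, 72 and 96 h APF and in LPLC1 at 48 and 72 h APF, 1 of 32 splits, the real one, did so. In LPLC1 at 96 h APF it was 1 of 16 splits, and in LC4 at each stage 1 of 8. In every group the other splits gave 0 graded genes, against 907 in LPLC1 at 96 h APF and 2619, 1583 and 1855 in LC4. What stays open in these 4 groups is only the share, since 8 or 16 splits cannot give one under 0.05.

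A gradient of maturation along PC1 of LPLC2 at 48 h APF would line up with the change between 48 and 72 h APF. The rho across genes was -0.0709, within the range of -0.0839 to 0.0556 of 20 random divisions of the cells, and its size was under the 0.5 set beforehand, which argues against maturation as the whole source of PC1. Over the graded genes alone rho was -0.158, for which no random divisions were run. In LPLC1 rho was 0.103, just above the range of -0.113 to 0.101 of its 20 random divisions, so a weak link with the change between stages stays open. With each cross left out in turn it ranged from 0.0466 (without DGRP-799) to 0.150 (without DGRP-399). Genes are not independent replicates, and the change between stages is also a change of lane.

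PC1 of LC4 separated long from short genes. The rho of the log2 fold change with the gene span was -0.791, -0.535 and -0.754 at 48, 72 and 96 h APF, against 0.299, 0.0941 and 0.289 in LPLC2 and 0.191, 0.00433 and -0.0518 in LPLC1. At 48 h APF the stated filter turned PC1 of LC4 over, with a rho of 0.774. A candidate explanation is a technical trend in nuclear or degraded RNA, since its smallest size over the stages, -0.535, passed the limit of 0.4 set beforehand and exceeded that of the other types. The number of UMIs per cell as the whole cause is argued against, because 83.0% or more of the graded genes of LC4 at 48 and 72 h APF and 69.5% at 96 h APF were still graded with UMIs regressed out of the score. A part of it stays open, since the genes graded by 2-fold or more fell from 596 to 295 at 48 h APF and from 755 to 207 at 96 h APF in LC4, against 321 to 319 and 881 to 893 in LPLC2.

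The hypothesis that dpr, DIP, beat and side genes are graded by 2-fold or more more often than other genes was tested by Fisher's exact test, two-sided, with adjustment over 9 tests. In LPLC2 the odds ratio was 9.29 (adjusted p = 6.20e-09, 16 of 48 against 305 of 5979 genes) at 48 h APF, 1.86 (adjusted p = 0.0982) at 72 h APF and 2.85 (adjusted p = 0.00268) at 96 h APF, and in LPLC1 15.8, 4.35 and 3.48 (adjusted p = 1.88e-14, 0.000373 and 0.00157). The value at 72 h APF in LPLC2 leaves open whether this holds at every stage. Under the alternatives the adjusted p there fell on both sides of the threshold. It ranged from 0.00483 with no filter on low counts to 0.101 with PC1 of each gene set by itself, and was 0.0419 with the other division of the genes. In LC4 the odds ratios were 2.79, 1.76 and 0.70 (adjusted p = 0.00795, 0.366 and 0.663), with 13 of 44, 2 of 44 and 5 of 33 of these genes graded by 2-fold or more. The 13 genes argue against a lack of graded recognition genes in LC4 at 48 h APF. For 72 and 96 h APF this stays open. The adjusted p of LC4 at 48 h APF depends on the choices of the analysis. The adjusted p was 0.000505 with the other division, but 0.120 with 4 groups of cells and 0.116 without the 5% of cells with the most UMIs, and in a further random division, run earlier and not kept, it did not pass the threshold. At 96 h APF in LC4, 5 of 33 of these genes were graded by 2-fold or more in the main test. With the stated filter it was 0 of 33, against 496 of 3450 other genes (adjusted p = 0.0135), which goes with a lack of graded recognition genes at that stage. With UMIs regressed out of the score it was 0 of 31, against 207 of 3655 other genes (adjusted p = 0.469). That count cannot tell a lack from a share that is low in all genes. All 13 of these genes graded in LC4 at 48 h APF were lower at the high end, as long genes were. The families have long genes, with a median span of 36933 bases against 3858 in the other genes tested there. Over 10 classes of gene span the Mantel-Haenszel odds ratio was 3.71 in LPLC2 and 6.60 in LPLC1 at 48 h APF (adjusted p = 0.000130 and 2.63e-09), which argues against span as the whole cause in these 2 groups. It was 1.28 in LC4 at 48 h APF (adjusted p = 0.875), 2.19 and 2.10 in LPLC1 at 72 and 96 h APF (adjusted p = 0.105 and 0.115) and 1.07 and 1.72 in LPLC2 at 72 and 96 h APF (adjusted p = 0.995 and 0.259), so in these the span of the genes stays a candidate explanation. The difference between types was not tested.

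In LPLC1 the log2 fold change of Dh31 was 6.40 and 8.59 at 48 and 96 h APF, and that of AstC was -4.23 at 72 h APF. In LPLC2 it was 2.37 and 8.80 for Dh31 at 48 and 96 h APF and -7.90 for AstC at 96 h APF. Of the genes whose gradient changed between stages, 156 in LPLC2 and 72 in LPLC1 reversed their sign, 76 and 34 of them in every cross.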
